# In Situ Formation of Fibronectin‐Enriched Protein Corona on Epigenetic Nanocarrier for Enhanced Synthetic Lethal Therapy

**DOI:** 10.1002/advs.202307940

**Published:** 2024-03-14

**Authors:** Zhangyi Luo, Zhuoya Wan, Pengfei Ren, Bei Zhang, Yixian Huang, Raymond E. West, Haozhe Huang, Yuang Chen, Thomas D. Nolin, Wen Xie, Junmei Wang, Song Li, Jingjing Sun

**Keywords:** immunotherapy, nanocarrier, protein corona, synthetic lethal therapy, ultra‐Small

## Abstract

PARP inhibitors (PARPi)‐based synthetic lethal therapy demonstrates limited efficacy for most cancer types that are homologous recombination (HR) proficient. To potentiate the PARPi application, a nanocarrier based on 5‐azacytidine (AZA)‐conjugated polymer (PAZA) for the codelivery of AZA and a PARP inhibitor, BMN673 (BMN) is developed. AZA conjugation significantly decreased the nanoparticle (NP) size and increased BMN loading. Molecular dynamics simulation and experimental validations shed mechanistic insights into the self‐assembly of effective NPs. The small PAZA NPs demonstrated higher efficiency of tumor targeting and penetration than larger NPs, which is mediated by a new mechanism of active targeting that involves the recruitment of fibronectin from serum proteins following systemic administration of PAZA NPs. Furthermore, it is found that PAZA carrier sensitize the HR‐proficient nonsmall cell lung cancer (NSCLC) to BMN, a combination therapy that is more effective at a lower AZA/BMN dosage. To investigate the underlying mechanism, the tumor immune microenvironment and various gene expressions by RNAseq are explored. Moreover, the BMN/PAZA combination increased the immunogenicity and synergized with PD‐1 antibody in improving the overall therapeutic effect in an orthotopic model of lung cancer (LLC).

## 1 Introduction

Inhibition of PARP1 is a clinically effective synthetic lethal therapy in homologous recombination (HR)‐deficient cancers by generating double‐strand breaks (DSBs).^[^ ^1^ ^]^ However, it offers insubstantial benefits for the majority of cancer types that are HR‐proficient, such as nonsmall cell lung cancer (NSCLC). Moreover, cancer patients succumb to PARPi resistance through various feedback mechanisms such as induction of the anomalous hypermethylation of tumor suppressor gene promoters.^[^ ^2^ ^]^ A key player in the resistance is DNA methyltransferase 1 (DNMT1), which is overexpressed in tumors, mediating abnormal DNA methylation patterns that epigenetically silence the expression of tumor suppressor genes.^[^ ^3^ ^]^ Intriguingly, epigenetic modifiers like DNMT1 inhibitors (DNMTi) interfere with the process of DNA repair, rendering HR‐proficient tumor cells of HR‐deficient phenotype and sensitizing them to PARPi and other DNA‐damaging agents.^[^ ^4^ ^]^ From the immunological perspective, DNA‐damaging agents have the potential to convert immunologically “cold” tumors to “hot,” augmenting immunotherapy via mechanisms like cyclic GMP‐AMP synthase (cGAS)‐stimulator of interferon genes (STING) pathway,^[^ ^5^ ^]^ elevation of tumor mutation burden,^[^ ^6^ ^]^ and the upregulated generation of HLA‐neoantigen complex.^[^ ^7^ ^]^ Meanwhile, DNMTi could upregulate the expression of the MHC I gene,^[^ ^8^ ^]^ enhancing the immune system's recognition of tumor cells through increased presentation of neoantigens. Taken together, a combination of DNMTi with PARPi represents an attractive approach to improve the treatment through several synergistic mechanisms.

However, oral administration of PARPi shows low bioavailability and poor drug accumulation in the tumor tissue, necessitating the use of high doses in patients, which may cause off‐target toxicity and limit its long‐term use.^[^ ^2b^ ^]^ Similarly, DNMTi such as 5‐azacytidine (AZA) and decitabine are unstable and show a limited duration of action due to enzymatic inactivation by cytidine deaminase (CDA).^[^ ^9^ ^]^ Nanocarriers have emerged as a powerful tool in enhancing the bioavailability of free drugs.^[^ ^10^ ^]^ However, it is still challenging to effectively co‐load water‐insoluble PARPi and water‐soluble AZA into a single nanocarrier. In addition, tumor targeting and penetration represent another major barrier for nanoparticles (NPs)‐mediated cancer therapy. Smaller NPs often exhibit superior tumor accumulation and penetration.^[^ ^11^ ^]^ It is generally assumed that smaller NPs shall be more effective in passing through paracellular space in both tumor endothelium lining as well as the tumor cells and stromal cells following extravasation.^[^ ^12^ ^]^ However, a recent study utilizing Au NPs of varying sizes has revealed that most NPs enter tumors through active transcytosis processes within endothelial cells.^[^ ^13^ ^]^ Contrary to previous assumptions, passive diffusion through leaky vasculature seems to be a secondary route of entry even for 15 nm Au NPs. Nonetheless, the exact mechanisms governing this trans‐endothelial process have remained elusive, particularly for the more effective smaller NPs. In addition, it remains uncertain whether this phenomenon extends to other nanocarrier systems, such as polymeric NPs. Moreover, although increasing evidence demonstrates that smaller NPs achieve deeper tumor penetration, the underlying mechanism is still underexplored. Unraveling these puzzles holds the key to engineering the next generation of nanocarriers, ensuring deeper tumor penetration and potentially revolutionizing therapeutic outcomes.

In this work, we developed an ultrasmall nanocarrier PAZA for co‐delivery of DNMTi AZA and PARPi BMN673 to enhance synthetic lethal therapy in HR‐proficient tumors. By conjugating AZA to a PVD polymeric backbone, the particle size was significantly reduced to 12 nm. This reduction facilitated tumor penetration through clathrin‐mediated transcytosis, a departure from the generally assumed paracellular transport mechanism. Through proteomics and genetic knocking out (KO) approaches, we found that fibronectin was enriched in the protein corona (PC) surrounding PAZA nanocarrier, which interacted with the ITGA5 receptor on tumor cells, contributing to effective tumor uptake and penetration. The in situ formed PC‐PAZA NPs loaded with BMN673 exhibited remarkable antitumor activity in HR‐proficient NSCLC at low dosages. Furthermore, BMN/PAZA increased the immunogenicity, synergizing effectively with PD‐1 antibodies to combat orthotopic LLC lung cancer.

### 1.1 Preparation and Characterization of Ultra‐Small Micelles

The PVD polymer backbone was synthesized by reversible addition‐fragmentation chain transfer (RAFT) polymerization, and the AZA‐conjugated polymer (PAZA) was obtained by conjugation of AZA to PVD backbone (Figure S1, Supporting Information). The structures were characterized by NMR and IR spectra (Figures S2 and S3, Supporting Information). PVD could form NPs with an average diameter of 100 nm in aqueous solution. Interestingly, conjugation of six units of AZA to PVD drastically decreased the NP size to 12.3 nm (**Figure** **1**A). PAZA micelles showed a low critical micelle concentration (CMC) value of 0.0076 mg mL^−1^ (Figure 1B), indicating a likely excellent micelle stability upon dilution. The PAZA carrier was able to load BMN into spherical NPs with a drug loading capacity as high as 14.8%, which was much higher than that of PVD carrier (≈5.8%) (Figure 1C,I). In addition, the formulations showed excellent stability both at room temperature and through the lyophilization process (Figure S4, Supporting Information).

**Figure 1:**
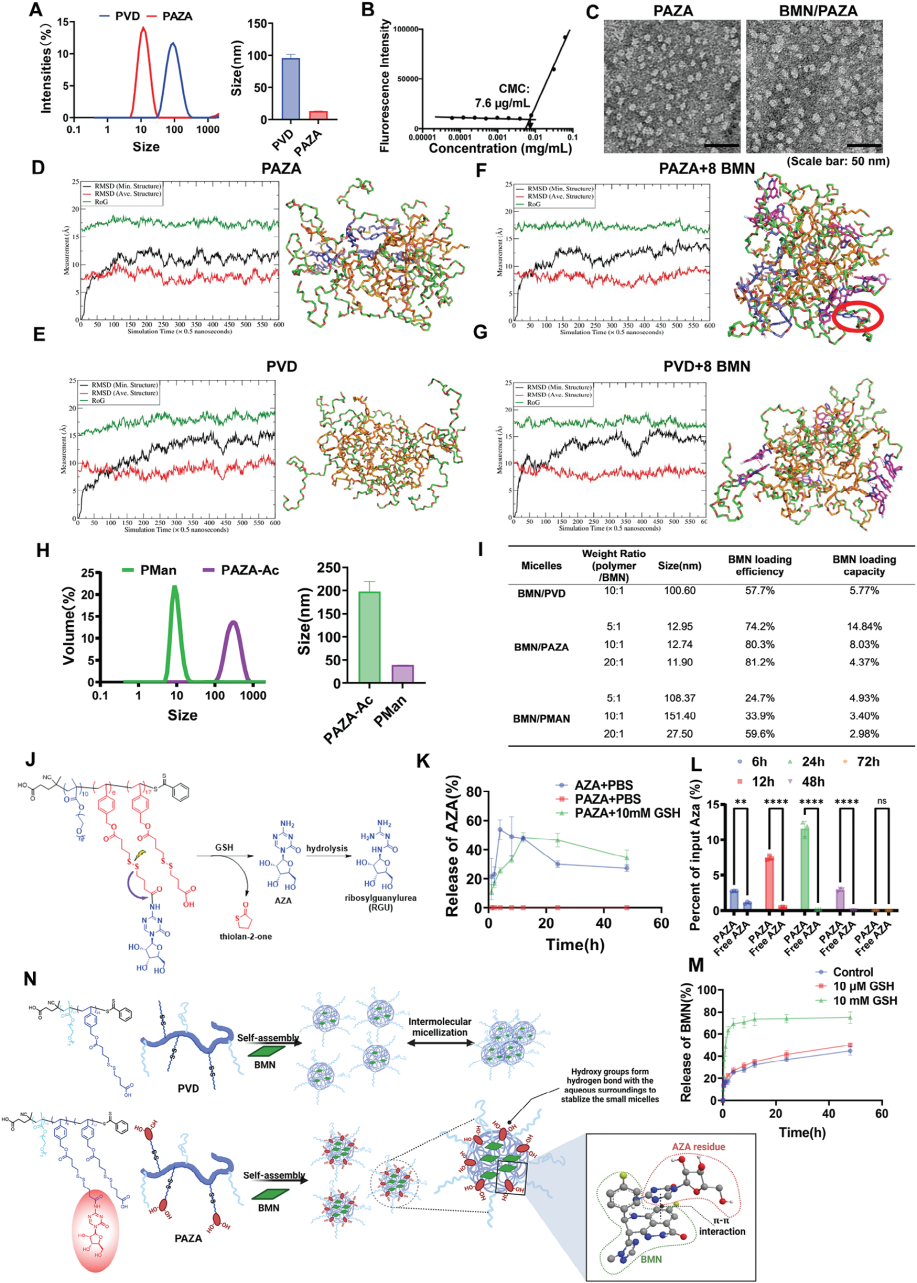
Characterization and modeling of PAZA polymer. A) Size of PVD and PAZA micelles. B) Critical micelle concentration of PAZA polymer. C) Morphology of PAZA and BMN loaded PAZA by TEM. (Magnification: 62kx, bar = 50 nm) D–G) Time courses of root‐mean‐square deviations (RMSD) of heavy atoms and radius of gyration (RoG) and representative conformations of D) PAZA; E) PVD; F) PAZA+8 BMN molecules; G) PVD + 8 BMN molecules. The following color schemes were applied: greenish sticks for hydrophobic parts of the residues, brownish sticks for hydrophilic parts of the residues, and magenta sticks for the AZA substructure. Red cycle: π–π interactions moiety between PAZA and BMN. H) Size of acetylated‐PAZA (PAZA‐Ac) and PMan micelle. I) Drug loading parameters and size of BMN loaded PVD, PAZA, and PMan. J) Scheme of the self‐immolation release of AZA from PAZA under redox conditions. K) Release of AZA from PAZA under redox conditions. L) Intracellular release of AZA from PAZA detected by LC/MS. (*n* = 3, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001). M) In vitro release of BMN from PAZA under different GSH concentrations. N) Illustration of the self‐assemble and drug loading mechanism of PVD and PAZA. The figure is created with BioRender.com.

It has been reported that reducing the particle size of polymeric micelles often compromises the encapsulation capacity and stability of drug‐loaded micelles.^[^ ^14^ ^]^ Intriguingly, we found that conjugation of AZA markedly reduced the nanocarrier size to 12 nm, while simultaneously enhancing drug loading efficiency. To deliver into the mechanism of interaction between the BMN molecule and PVD or PAZA polymer, we conducted molecular dynamics (MD) simulations (Figure S5, Supporting Information). The model system comprised one polymer copy and eight BMN copies, with solvent effects simulated through explicit water MD and a subsequent Generalized Born surface area (GBSA) model. After a series of MD simulations, micelle structures were formed for both PAZA (Figure 1D) and PVD polymers (Figure 1E). It was shown that the conjugation of AZA induced a reconfiguration of the polymer segments, facilitating the formation of more stable micelles with a tighter packing of the hydrophobic core (brownish sticks) compared to PVD. In swarm MD simulations, BMN formed similar hydrogen bonding with both PVD and PAZA with 2.32 and 2.36 hydrogen‐bonds on average, respectively. However, BMN showed stronger π–π interactions with PAZA than with PVD, which comes from pyrimidine ring of AZA (Figure 1F,G).

Molecular Mechanics/Poisson–Boltzmann Surface Area – Water Solvent Accessible Surface (MM‐PBSA‐WSAS) method was used to estimate the free energy of binding between BMN and the nanocarriers, providing insights into the thermodynamics of drug encapsulation within the nanocarriers. We first calculated MM‐PBSA‐WSAS free energies for BMN itself, PAZA or PVD polymer itself, and PAZA + 8 BMN and PVD + 8 BMN. Then we calculated the free energy change upon BMN binding, Δ *G*_binding_ = *G*_complex_  − (*G*_polyer_ + 8 × *G*_BMN_) (Table S1, Supporting Information). The calculated Δ*G*_binding_ values were −44.43 and −38.16 kcal mol^−1^ for PAZA and PVD, respectively. This result explained why PAZA has a better loading capacity than PVD. Moreover, we calculated the root‐mean‐square deviation (RMSD) of the heavy atoms to describe the dynamics of the polymer and polymer‐drug complex. PAZA/BMN complex exhibited higher stability than the PVD/BMN complex, as evidenced by the smaller fluctuation in the RMSD values for the former (black curves of Figure 1F,G).

Figure 1N shows the model we proposed to elucidate the improved performance of PAZA. The formation of large micelles by the PVD polymer can be attributed to the mechanism of multi‐micelle aggregates, wherein the initially formed small micelles exhibit limited stability, resulting in rapid flocculation and the subsequent formation of larger multi‐micelle aggregates.^[^ ^15^ ^]^ In contrast, for PAZA, the hydroxyl groups of AZA molecules at the interface can engage in hydrogen bonding with the aqueous surroundings, thereby stabilizing the initially formed small micelles. In addition, the π‐π interaction between the pyrimidine ring of AZA and BMN (Figure 1F,G) helps to improve both BMN loading capacity and the formulation stability. To further test our model, we synthesized the acetalized PAZA (PAZA‐ac) (Figure S6, Supporting Information) to eliminate the effect of hydrogen bond of PAZA. We also synthesized mannitol‐conjugated PVD (PMan) (Figure S7, Supporting Information) to attenuate the π–π interaction between the pyrimidine ring of AZA and BMN. As shown in Figure 1H, PAZA‐ac showed drastically increased size, but PMan was able to maintain the ultra‐small size, suggesting that the hydroxyl group of AZA played an important role in forming the ultrasmall micelle. In addition, PMan suffered a significant drop in drug loading capacity compared to PAZA (Figure 1I), suggesting that the pyrimidine ring of AZA contributed significantly to BMN loading through π–π interaction (Figure 1N). This information might be of value in the future design of other ultrasmall‐sized drug formulations.

We incubated AZA or PAZA with tumor lysate for 24 and 48 h, respectively. The free AZA group showed a very low concentration of AZA after 24 h. In contrast, the PAZA group maintained a significantly higher concentration of AZA in the tumor lysate after both 24 and 48 h. This result indicated that in addition to improved performance in loading a drug, PAZA can protect AZA from hydrolysis and enzymatic degradation such as by cytidine deaminase ^[^ ^16^ ^]^ (Figure S8, Supporting Information). PAZA is a redox‐responsive self‐immolation carrier that can release the parent AZA due to the formation of thiolan‐2‐one (Figure 1J; Figure S9, Supporting Information). The release study showed that no AZA was released from PAZA in the PBS (pH 7.4) without GSH, but the fast release of AZA was observed in the presence of 10 mM GSH (Figure 1K). The accumulative amount of released AZA was decreased after 12 h likely due to that the released AZA was not stable in an aqueous solution and gradually hydrolyzed to ribosylguanylurea ^[^ ^17^ ^]^ (Figure 1J). Moreover, in contrast to the rapid intracellular degradation observed with free AZA treatment, PAZA demonstrated a sustained release of AZA, maintaining significantly higher intracellular drug concentrations for 48 h. This further underscores the excellent protective effect of PAZA nanocarrier in AZA delivery (Figure 1L). We also assessed the release kinetics of BMN from the BMN/PAZA formulation. In its absence or low GSH environment, only less than 25% of BMN loaded in PAZA was released in 2 h, and the slow kinetics of release was extended for 48 h. However, upon exposure to 10 mm GSH, the release of BMN from the PAZA micelles was greatly accelerated and more than 60% BMN was released. The accelerated drug release is likely due to the disassembly of the micelles, which was induced by the cleavage of the disulfide link (Figure 1M).

### 1.2 Efficient Tumor Penetration via Clathrin‐Mediated Transcytosis

Utilizing an LLC mouse tumor model, we analyzed the tumor‐targeting efficiency of PAZA carrier through NIR imaging and compared it to the larger PVD NPs (**Figure** **2**A). Notably, tumors treated with DiR/PAZA displayed more fluorescence signals compared to DiR/PVD‐treated tumors, which was further supported by the quantification (Figure 2B). The LLC tumors treated with DiR/PAZA and DiR/PVD NPs were further frozen sectioned for penetration study. More DiR signals were observed in the core of tumors treated with DiR/PAZA NPs compared to tumors treated with DiR/PVD NPs, indicating the superior penetration capacity of PAZA carrier in the LLC tumor core (Figure S10, Supporting Information).

**Figure 2:**
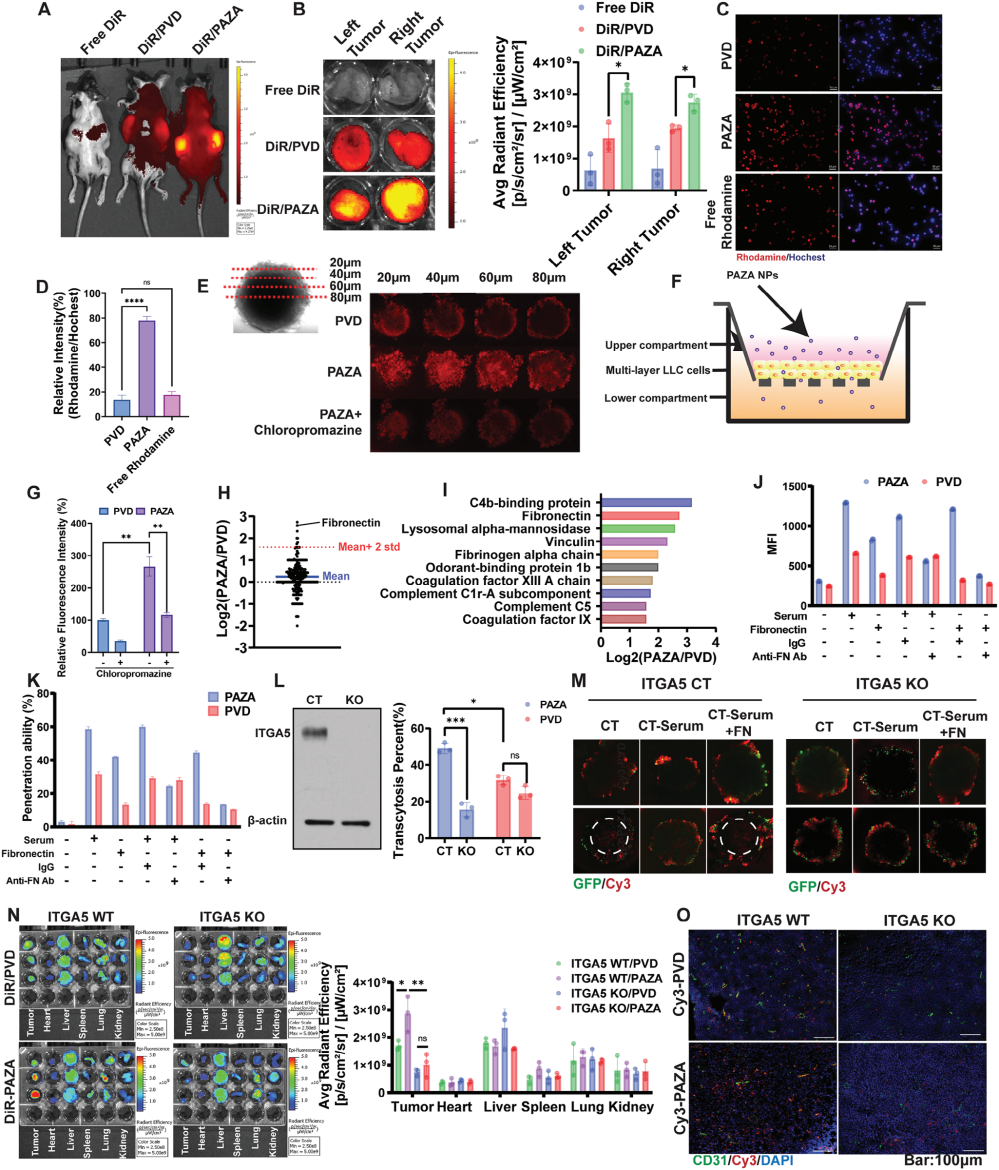
Tumor accumulation and penetration of PAZA carrier through ITGA5 mediated transcytosis. A) In vivo NIR images B) Ex vivo NIR images and quantification of tumors of each mouse treated with DiR‐labeled PVD and PAZA, respectively, at 24 h. (Data are presented as the mean ± S.D, *n* = 3, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001). C) Fluorescence images (Magnification = 40x, bar = 50 µm) and D) quantification of cellular uptake of Rhodamine‐labeled PVD and PAZA by LLC cells at 6 h. (Data are presented as the mean±s.d, *n* = 3, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001). E) Confocal z‐stack images of LLC tumor cell spheroids after 18 h incubation with Rhodamine‐labeled PVD and PAZA NPs, or Rhodamine‐labeled PAZA NPs that had been pretreated with endocytosis inhibitor chlorpromazine. F) Illustration of in vitro transwell assay in multilayer LLC cells and G) Relative fluorescence intensity of lower chamber medium after 6 h incubation with rhodamine‐labeled PVD and PAZA (with or without pretreatment of endocytosis inhibitor chlorpromazine for 1 h) at upper chamber. The fluorescence intensity of each group was compared with the fluorescence intensity of PVD without chlorpromazine treatment group. (Data are presented as the mean ± S.D, *n* = 3, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001). H) Difference of various protein amounts in the protein corona on PVD & PAZA. I) Top ten enriched proteins in protein corona in PAZA compared to PVD. J) Quantification of cellular uptake by flow cytometry of Cy3‐labeled PVD and PAZA by LLC cells with blank medium or medium with various supplements (*n* = 3). K) Transwell assay of transmigration of Cy3 labeled PAZA or PVD across multilayer LLC cells with blank medium or medium with various supplements, respectively (*n* = 3). L) Characterization of ITGA5 knockout cell line and transwell assay of transmigration of Cy3 labeled PAZA or PVD across multilayer control LLC or ITGA5 KO LLC cells. (Data are presented as the mean±s.d, *n* = 3, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001). M) Confocal z‐stack images of middle sections of ITGA5 Control or KO LLC‐GFP spheroids after 18 h incubation with Cy3‐labeled PAZA or PVD with serum (CT) without serum (CT‐Serum) or FN supplement in the medium without serum (CT‐Serum+FN). N) Ex vivo imaging of ITGA5 WT or KO mice and quantification of *ex vivo* imaging at 24 h following i.v. administration of DiR‐loaded, Cy3‐labeled PAZA or PVD. Data are presented as the mean ± S.D, *n* = 3, ^*^ *p* < 0.05, ^**^ *p* < 0.01. O) Fluorescence images of frozen tumor core sections from ITGA5 WT or KO tumor grown on ITGA5 WT or KO mice at 24 h after treatment with Cy3‐labeled PVD and PAZA NPs. CD31 was stained with FITC‐labeled antibody to show the blood vessels. (Magnification = 20x, Bar = 100 µm).

To investigate the underpinning mechanism behind the enhanced tumor penetration of PAZA, we initially assessed its uptake by tumor cells and endocytosis pathway with PVD as a control. Our data revealed that PAZA was more effective in internalization into LLC cells compared to the larger PVD NPs (Figure 2C,D). By using different inhibitors of endocytic pathways (Table S2, Supporting Information),^[^ ^18^ ^]^ we found that the cellular uptake of both PAZA and PVD carriers was significantly decreased after preincubation with chlorpromazine, suggesting that both of them were taken up by LLC cells mainly through clathrin‐mediated endocytosis (Figure S11, Supporting Information). The 3D cell spheroids model showed that smaller PAZA was capable of penetrating deeper within tumor spheroids than the larger PVD particles (Figure 2E). Such deep penetration was significantly suppressed by chlorpromazine, indicating that endocytosis may also play a role in tumor penetration. Then, we investigated if the deep tumor penetration of PAZA is mediated by transcytosis pathway via an in vitro transwell assay in a multi‐layer LLC tumor cells model (Figure 2F). By determining the fluorescence intensity in the medium of lower chamber, we found that PAZA carrier was more effective in penetrating through multilayer tumor cells than PVD carrier (Figure 2G). In addition, the penetration of PAZA was greatly inhibited by preincubation with chlorpromazine, indicating the PAZA carrier penetrated deeply into the core of the tumor primarily through the clathrin‐mediated transcytosis rather than paracellular transport due to its smaller size. We also conducted another transwell study in which cells were seeded in both chambers and the labeled NPs were added to the upper chamber. It was apparent that PAZA treatment led to more fluorescence signals in the cells seeded in the lower chamber compared to PVD NPs (Figure S12, Supporting Information), further supporting the notion that the PAZA NPs were effectively endocytosed and then capable of reaching other cells in the deeper layers through transcytosis.

### 1.3 The Role of Fibronectin‐ITGA5 in Mediating Tumor Cell Transcytosis

To elucidate the mechanism underlying the effective transcytosis mediated by the ligand‐free, ultrasmall NPs compared to the large‐sized counterpart, we evaluated how PAZA and PVD engage with the initial biological milieu they encounter upon intravenous administration. Accumulating evidence demonstrated the tendency for most NPs to acquire a coating of serum protein corona post intravenous injection even when using an antifouling polymer such as PEG.^[^ ^19^ ^]^ The PC imparts the NPs with a new biological identity, intricately molding NP interactions within complex biological systems. To study whether PAZA and PVD interact with serum differently and whether such difference contributes to their tumor targeting and penetration efficiency, we conducted proteomics analysis of the protein corona of PVD and PAZA NPs following the exposure to mouse serum. We compared the relative abundance of each component of protein corona on both PAZA and PVD by calculating the PAZA/PVD ratio, as we considered the PAZA/PVD ratio would fit a normal distribution and those outlier proteins (> 2σ) indicate the specific enrichment on PAZA protein corona. Fibronectin (FN) was significantly more enriched in the protein corona of PAZA as opposed to that of PVD (Figure 2H,I). Moreover, it shows considerable absolute abundance (ranked 30th of 393 proteins) compared to other top enriched proteins (e.g., C4b‐binding protein, ranked 102) on the PAZA NPs (Table S3, Supporting Information). The prevalence and substantial enrichment of FN make it a more promising candidate for further investigation. Fibronectin, a crucial glycoprotein, facilitates cell adhesion, migration, and signaling.^[^ ^20^ ^]^ It possesses specific binding sequences such as the RGD motif (arginine‐glycine‐aspartic acid) that can selectively interact with the integrin receptors such as ITGA5 that are significantly upregulated on tumor cells and tumor endothelial cells.^[^ ^21^ ^]^ To investigate if FN in the serum indeed plays a role in the tumor targeting of PAZA, we initially assessed how the serum proteins, especially FN affect the interactions of PAZA or PVD with cultured tumor cells by both fluorescence microscopic examination (Figure S13, Supporting Information) and quantitative flow analysis (Figure 2J; Figure S14, Supporting Information). There was significantly more cell binding/uptake of PAZA NPs compared to PVD NPs in a study with a complete medium. However, the cellular interaction of both NPs was significantly inhibited when a serum‐depleted medium was used. The decreases in cellular uptake were rescued for both NPs, especially PAZA NPs, when FN was added to the serum‐free medium. Importantly, the cellular uptake of PAZA NPs in a complete medium or FN‐supplemented medium was significantly attenuated by ITGA5‐specific antibody but not by a control IgG. These data suggest a role of FN/ITGA5‐specific interaction in mediating the endocytosis of PAZA NPs by tumor cells.

Similar to uptake study, the transcytosis ability was significantly inhibited by depletion of serum or ITGA5‐specific antibody (Figure 2K), suggesting that FN/ITGA5 interaction also contributed significantly to the effective tumor transcytosis. Notably, the NPs exhibited slightly lower penetration ability in the presence of FN compared to that in the serum, indicating that other proteins are also involved in the tumor targeting and penetration of PAZA but to a much lesser extent. Figure 2L shows that KO of ITGA5 led to a drastic decrease in the transcytosis of PAZA NPs. Moreover, in tumorsphere studies with wild‐type LLC cells, PAZA's penetration was hindered by serum deprivation but was partially restored with fibronectin addition, emphasizing its key role in tumor penetration. However, the ITGA5 KO tumor sphere nearly abolished this effect, even when fibronectin was reintroduced (Figure 2M), further confirming a critical interplay between fibronectin and ITGA5 in mediating efficient tumor penetration of PAZA. To establish the in vivo significance of the above studies, the in vivo distribution of PVD and PAZA was also evaluated in mice bearing ITGA5 KO tumors. As shown in Figure 2N,O, the superior tumor accumulation and penetration of PAZA over PVD were abolished when ITGA5 was knocked out in tumors. Taken together, our data suggest that the superior tumor targeting and penetration of PAZA NPs was attributed to the in situ formation of FN‐enriched protein corona after intravenous administration, which promoted transcytosis in the tumor tissue through FN‐ITGA interaction. It is possible other serum proteins might also be involved in tumor targeting and penetration of PAZA NPs, which warrants more studies in the future.

### 1.4 PAZA Carrier Sensitized HR‐Proficient Cancer to BMN

Following the mechanistic study of tumor targeting and penetration, we evaluated the therapeutic efficacy of PAZA nanocarrier loaded with BMN673. Free AZA and BMN673 showed a synergistic cell‐killing effect with a combination index (CI<1) in two NSCLC cell lines, LLC and A549, at various dose combinations (**Figure** **3**A). PAZA prodrug carrier showed comparable cytotoxicity compared to free AZA in LLC and A549 cells (Figure S15, Supporting Information). Compared to PAZA and BMN alone, incorporation of BMN into PAZA further increased the cytotoxicity (Figure 3B; Table S4, Supporting Information). Compared to the combination of free AZA and BMN, BMN/PAZA showed similar cytotoxicity.

**Figure 3:**
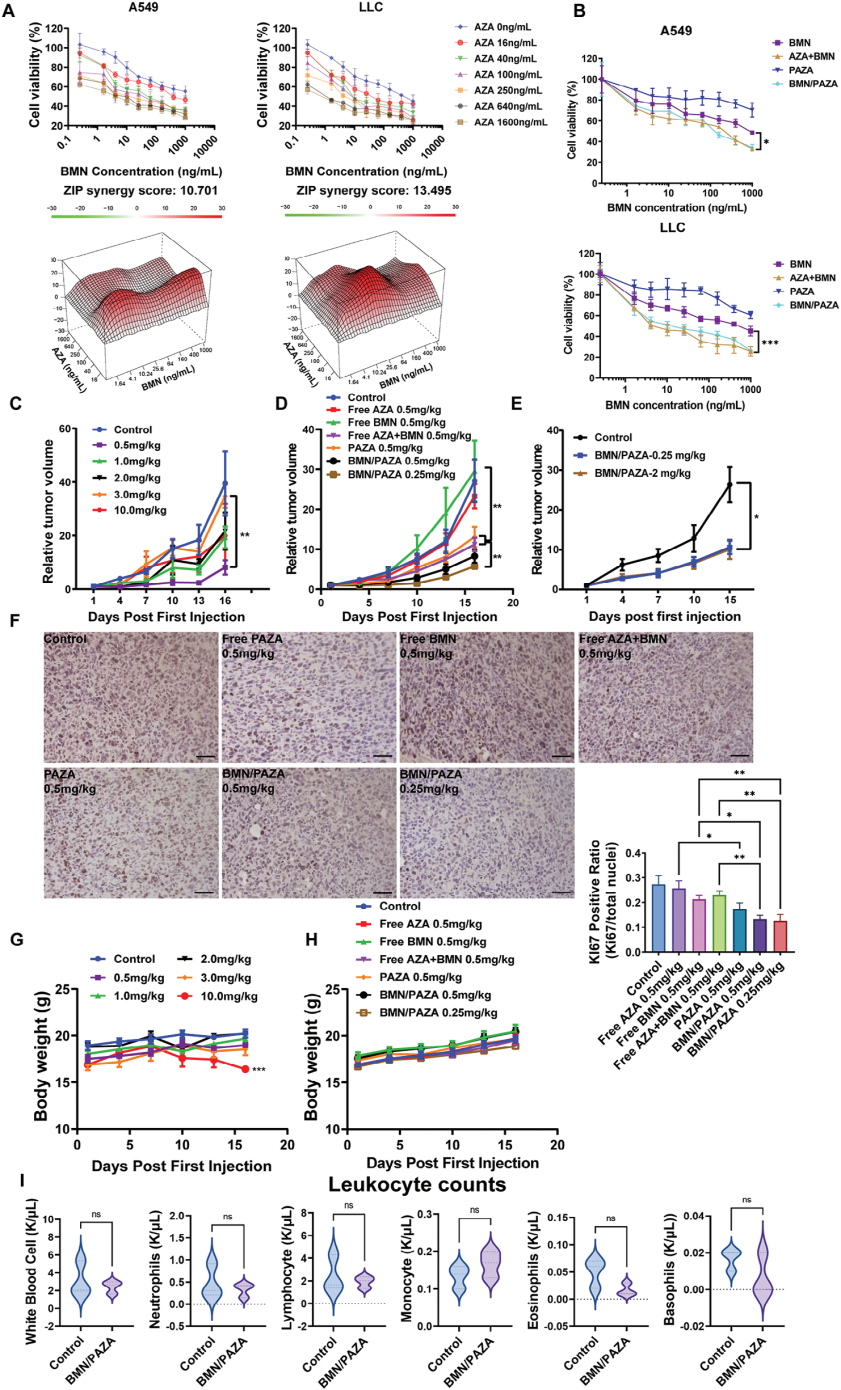
BMN/PAZA combination synergistically inhibited tumor growth. A) Synergy score of various AZA and BMN dosages on A549 and LLC cell lines. Synergy score was calculated based on MTT cytotoxicity assay. (*n* = 5 biologically independent samples, and the data are presented as the mean±S.D.) B) MTT cytotoxicity assay of various formulations in A549 and LLC cell lines (*n* = 6 biologically independent samples, and the data are presented as the mean ± s.d. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001) C–E) In vivo therapeutic effect in the LLC tumor model. C) Relative tumor volume changes of the C57BL/6 mice treated with BMN/PAZA at the different BMN and AZA dosages (the dosage of BMN and AZA is the same, *n* = 3 biologically independent samples, and the data are presented as the mean±sem. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < .001). D) Relative tumor volume changes of the C57BL/6 mice treated with various formulations with free BMN and AZA as controls (*n* = 5 biologically independent samples, and the data are presented as the mean±sem, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001). E) Relative tumor volume changes of the LLC tumor‐bearing nude mice treated with two different BMN/PAZA NPs: BMN/PAZA‐0.25 (0.25 mg k^−1^g of BMN and AZA), and BMN/PAZA‐2 (2 mg k^−1^g of BMN and AZA). (*n* = 4 biologically independent samples and the data are presented as the mean±sem, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001). F) Ki67 staining (Magnification = 20x, bar = 100 µm) and the quantification of tumor tissues from (D) (*n* = 3 biologically independent samples, and the data are presented as the mean±sem, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001). G) The change of body weight in (C). H) The change of mice body weight in (D). I) The parameter of leukocytes in the control group and BMN/PAZA group after five treatments (*n* = 3 biologically independent samples).

Figure 3C shows the in vivo therapeutic efficacies of BMN/PAZA formulations with various dosages in LLC tumor‐bearing C57BL/6 mice. Surprisingly, simultaneously decreasing the dose of AZA and BMN led to increased therapeutic efficacy. The formulation showed higher therapeutic effect at a lower dosage (0.5 mg k^−1^g of both AZA and BMN). Then, we evaluated the therapeutic effect of BMN/PAZA formulations with free AZA and BMN as controls (Figure 3D). At a dosage of 0.5 mg k^−1^g for both BMN and AZA, BMN alone showed no effect in inhibiting the tumor growth in BRCA‐proficient LLC tumor model, while free AZA only slightly inhibited the tumor growth. PAZA was more effective in inhibiting tumor growth than free AZA. The combination of AZA and BMN showed higher therapeutic effect than the single drugs, and BMN‐loaded PAZA NPs showed the best therapeutic antitumor efficacy. Figure 3D also shows that reducing the dose of both AZA/BMN to 0.25 mg k^−1^g in BMN/PAZA formulation led to further improvement in antitumor activity. The results were further confirmed by the Ki67 immunostaining (Figure 3F) and H&E staining (Figure S16, Supporting Information) of tumor tissues after various treatments. The tumors treated with a lower dosage of BMN/PAZA formulation (0.25 mg k^−1^g) showed widespread inhibition of cell proliferation and enlarged necrosis area. To further gain insight of the dose‐effect, we evaluated the antitumor activity of BMN/PAZA in LLC tumors grown in nude mice (Figure 3E). In this immunodeficient mouse model, there was no difference between the two groups (2 mg k^−1^g vs 0.25 mg k^−1^g) in tumor growth inhibition, suggesting a role of immune response in the higher therapeutic efficacy for BMN/PAZA formulation at lower dosage (0.25 mg k^−1^g) in immunocompetent mice. In addition, the BMN/PAZA formulation was well tolerated with no significant changes in body weight (Figure 3G,H), serum levels of ALT, AST, and creatinine (Figure S17, Supporting Information), and histology of major organs (Figure S18, Supporting Information). However, there was a slight increase in the ALT and AST levels after treatment with free BMN and AZA combination, indicating that loading BMN into PAZA carrier decreased the potential liver toxicity for the combination therapy. A complete blood count (CBC) test further confirmed the excellent safety profile of BMN/PAZA formulation (Figure 3I; Figure S19, Supporting Information).

### 1.5 PAZA Carrier Produced DNA Repair Dysfunction and Enhanced the DNA Damage Induced by BMN

To gain mechanistic insight into the enhanced therapeutic efficacy of BMN/PAZA and the dose effect, RNA sequencing (RNA‐Seq) of tumor tissues after various treatments were analyzed. 

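RNA was sequenced from LLC tumors, which grow from a mouse Lewis lung carcinoma cell line, in 5 groups with 1 library each. The groups were Control, BMN alone (a PARP inhibitor), PAZA alone (the polymer that carries azacytidine, a DNA methyltransferase inhibitor), BMN/PAZA-0.25 and BMN/PAZA-2. The paper gives doses of 0.25 and 2 mg/kg and describes tumor tissue taken one day after the last treatment, whereas the sample labels describe LLC cells treated in culture for 72 h. The authors mapped the reads to GRCm38 and deposited 5 tables that each hold 2 groups, with 1 value per gene and group. The tables do not name their unit, and the values were read as FPKM, fragments per kilobase of gene scaled to the library size. Read counts are not given, so the depth is unknown. Only the relative weight of a fragment could be estimated, from the most frequent ratio among weakly expressed genes. A fragment in the BMN library weighed 0.71 of a fragment in the BMN/PAZA-0.25 library, and in the table of PAZA and BMN/PAZA-0.25 the fragment of PAZA weighed 0.987 of the other. With 1 library per group there is no replicate check, and no p-value across genes was computed.

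Fold changes were computed within a table on the log2(value + 1) scale, because the tables were scaled separately. Of the genes with a value above 0 in BMN/PAZA-0.25 or BMN, 14137 were higher in BMN/PAZA-0.25 and 10237 were lower, with a median log2 fold change of 0.068 over 24374 genes. Against PAZA, 14129 genes were higher in BMN/PAZA-0.25 and 9780 were lower. For each list of genes, the median log2 fold change is given with its percentile among 10000 random lists of the same size and of similar mean expression from the same table, as a description.

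The BMN/PAZA-0.25 library is in 3 tables, and its values differed between tables by a constant factor for most genes. The constant was 1.047 between the tables with BMN and with PAZA, and 416 of 22137 genes lay more than 0.5% from it. Between the tables with BMN and with BMN/PAZA-2 the constant was 0.307, and 369 of 15454 genes lay off it. For PAZA the constant was 0.987, with 351 of 18320 genes off it, whereas the BMN and BMN/PAZA-2 values were identical in the tables that hold them. In the table with BMN, 204 genes had a BMN/PAZA-0.25 value at 1.75, 2 or 3.5 times that of the table with BMN/PAZA-2, after the constant. Another 132 genes had a BMN value at 2 times the BMN/PAZA-0.25 value of the other tables. These 336 genes include 143 of the 149 genes of Tables S6 and S10 to S12 that were found by symbol. Among the 15305 genes outside those tables, 222 lay off the constant. List results are therefore given as deposited and, in a setting chosen after seeing the data, without the 457 genes that lay off any constant.

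**Figure D1:**
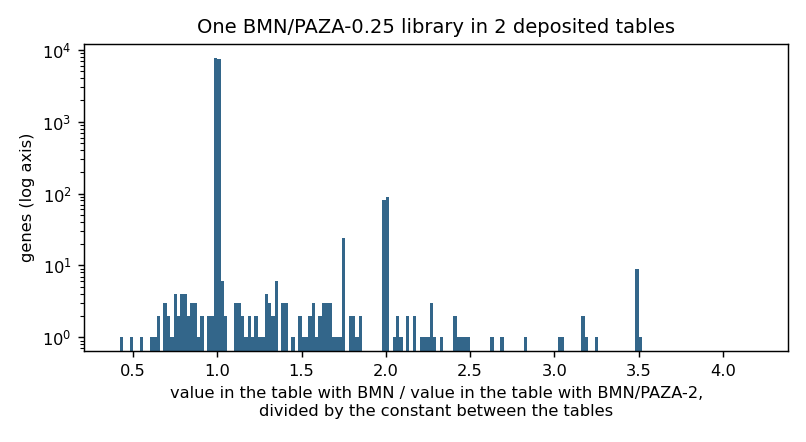
Number of genes (log axis) by the BMN/PAZA-0.25 value in the table with BMN over that in the table with BMN/PAZA-2, divided by the constant between the tables, for 1 library. Genes that keep the constant stand at 1, and separate peaks stand at 1.75 (24 genes), 2 (170 genes) and 3.5 (10 genes).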

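Genes that write, read or remove DNA methylation were taken as a list of 17 genes, including Dnmt1, Dnmt3a, Dnmt3b, Uhrf1, the Tet genes and the Mbd genes, none of which lay off a constant between tables. Their median log2 fold change in BMN/PAZA-0.25 against BMN was −0.29, at the 0.87 percentile of the random lists, with 14 genes lower and 3 higher. DNMT1, on chromosome 9 of GRCm38 from 20907206 to 20959888, had 46.0 FPKM in BMN/PAZA-0.25 and 78.2 in BMN, a log2 fold change of −0.75. DNMT3A, on chromosome 12 from 3801559 to 3914443, had 4.13 and 6.41 FPKM. DNMT3B, on chromosome 2 from 153649411 to 153687730, had 0.0805 and 0.0626 FPKM, under 0.1 FPKM in both groups. The 8 genes of Table S5, which the authors chose on these samples, moved the other way. All 8 were higher in BMN/PAZA-0.25, with a median log2 fold change of 0.51 at the 98.7 percentile. This was the alternative list that moved the result most. TDRD9, a germline gene of the piRNA pathway, had 3.05 FPKM in BMN/PAZA-0.25 and 0.996 in BMN, and PIWIL4 had 2.34 and 0.780. ASZ1 and TDRD12 had 1.13 and 0.403 FPKM in BMN/PAZA-0.25 and were listed at 0 in BMN.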

Gene set enrichment analysis (GSEA) showed a downregulation of DNA methylation after treatment of BMN/PAZA compared to BMN, which confirmed the epigenetic modulation effect of PAZA (Figure S20, Table S5, Supporting Information). 

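The Reactome list of DNA repair genes had 135 genes with a value in BMN/PAZA-0.25 or BMN. Their median log2 fold change was −0.068, at the 11.7 percentile of the random lists, and 75 genes were lower in BMN/PAZA-0.25 and 60 higher. For 39 of these genes the BMN value was 2 times the BMN/PAZA-0.25 value of the other tables, and 4 others also lay off a constant. Without the genes off a constant, the remaining 92 genes split into 46 higher and 46 lower, at the 48.2 percentile. Another list, of 76 repair genes written before the data were examined, had a median of −0.16 at the 0.91 percentile. Its 54 members that kept the constants had a median of −0.064 at the 21.5 percentile.

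The 50 genes of Table S6, which the authors chose on these samples, were all lower in BMN/PAZA-0.25, with a median log2 fold change of −0.94, the alternative that moved the list result most. All 50 lay off a constant, and 48 of them had the BMN value at 2 times the BMN/PAZA-0.25 value. FEN1, an endonuclease gene on chromosome 19 from 10199132 to 10204393, is one of these and was listed at 12.4 FPKM in BMN/PAZA-0.25 and 20.4 in BMN.

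**Figure D2:**
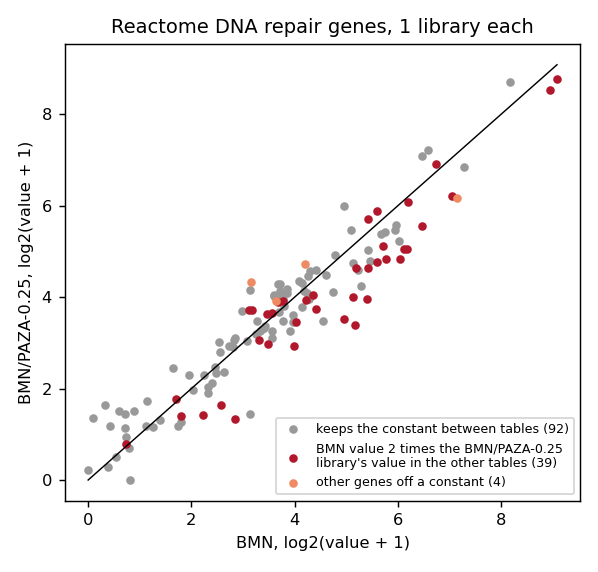
Value of each Reactome DNA repair gene in BMN/PAZA-0.25 against BMN, both as log2(FPKM + 1), 1 library each, with the line of equal values. Grey points are the 92 genes that keep the constants between tables, red points the 39 genes whose BMN value is 2 times the BMN/PAZA-0.25 value of the other tables, and orange points the 4 others.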

GSEA also showed that DNA repair pathway was significantly inhibited in BMN/PAZA‐treated tumors versus tumors treated with BMN alone (Figure 4A,B; Table S6, Supporting Information), indicating that delivery of BMN using epigenetic‐regulating carrier PAZA may produce DNA repair dysfunction and enhance the DNA damage levels. To test this hypothesis, the DSB levels in cultured LLC cells after various treatments were first evaluated by Western blot using γ‐H2AX as a DNA damage marker. Free AZA treatment didn't increase the protein expression levels of γ‐H2AX at the dose 400 ng mL^−1^ and free BMN treatment led to a small increase in γ‐H2AX levels in LLC cells (Figure 4C). The combination of free AZA and BMN or incorporation of BMN into PAZA further increased the levels of γ‐H2AX. Similar results were found in A549 cells (Figure S21, Supporting Information). We also found that compared to lower dose of AZA (A1 and A2), a higher dose of AZA (A3) was more effective in inducing DNA damage (Figure 4D). This is likely due to that AZA only works as an epigenetic modifier to inhibit DNA methylation when given at low doses. At high doses, it leads to cell death through inhibition of DNA synthesis instead of DNA hypomethylating effect.^[^ ^22^ ^]^ Compared to lower dose of BMN or AZA alone, the combination of AZA and BMN led to significantly increased γ‐H2AX levels. Although the combination of A3+B3 also led to increased γ‐H2AX levels compared to A3 or B3 alone, it showed similar γ‐H2AX levels as the low dose of drug combinations. These studies indicated that compared to the inhibition effect of DNA synthesis, the epigenetic modulation effect of AZA could effectively synergize with BMN in inducing sufficient DNA damage (e.g., DSBs) while maintaining its immune‐promoting activity. At high doses, AZA largely causes nonspecific toxicity, which may also be attributed to immunosuppression as detailed later (**Figure** **5**B,C).

**Figure 4:**
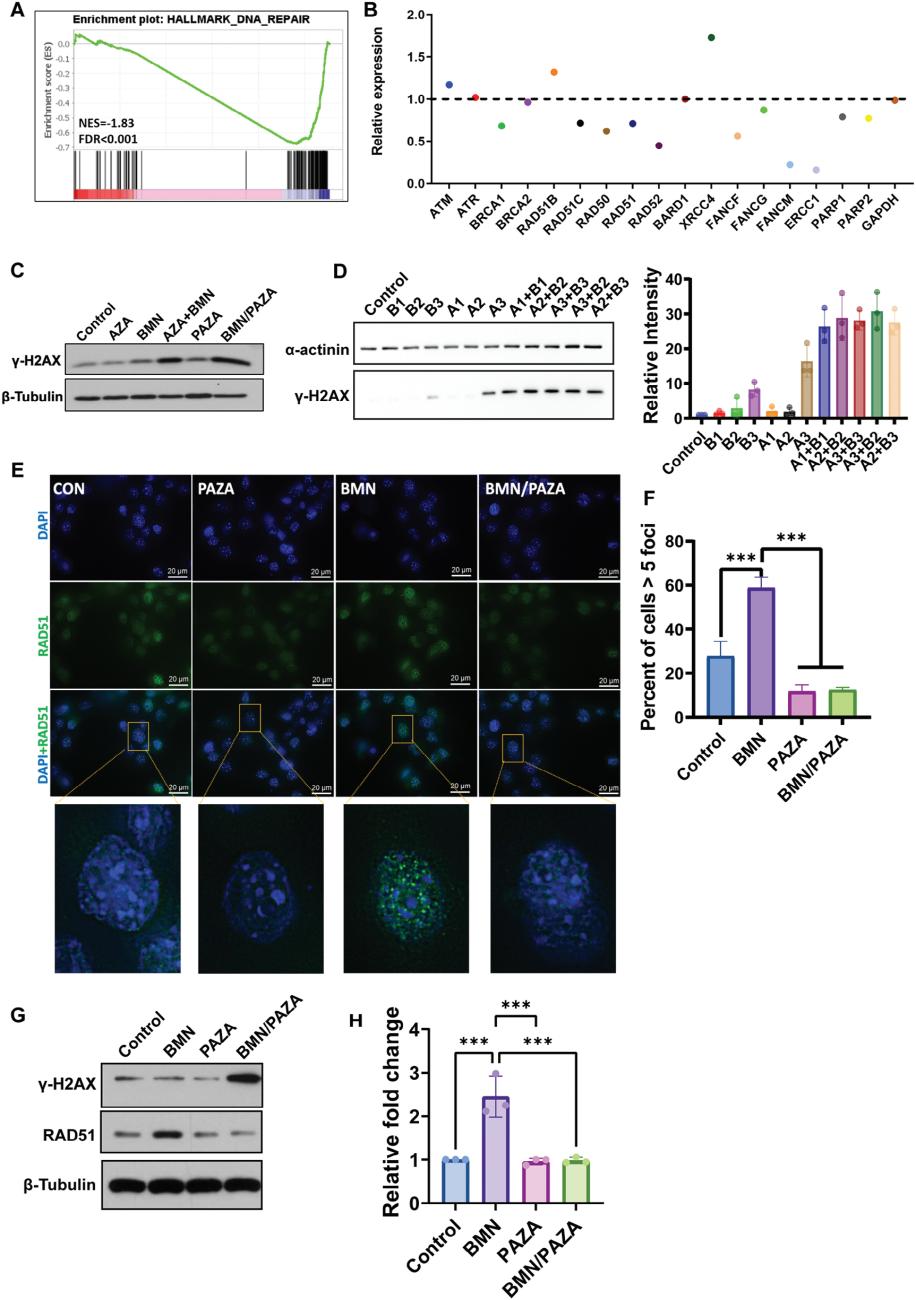
BMN/PAZA combination synergistically induced DNA repair dysfunction and DNA damage. A) Gene Set Enrichment Analysis (GSEA) of transcriptional profiles in DNA repair pathway (BMN/PAZA versus BMN). B) The relative expression level of canonical DNA repair genes in BMN/PAZA treated group (compared to BMN treated group). C) The γ‐H2AX expression levels in LLC cells after various treatments at the BMN dose of 500 nm (BMN: PAZA = 1: 20). D) The γ‐H2AX expression levels and densitometry quantification in LLC cells treated with different doses of free AZA A) and free BMN B). B1: 40 ng mL^−1^ BMN, B2: 200 ng mL^−1^ BMN, B3: 1000 ng mL^−1^; A1, A2, A3 are the AZA concentrations corresponding to B1, B2, B3. (*n* = 3 biologically independent experiment. Data are presented as the mean±S.D.). E) Fluorescence images of RAD51 foci (green) in LLC cell at 48 h after treatment with PAZA, BMN, and BMN/PAZA (Magnification 100X, Scale bar: 20 µm). F) The percent of Rad51 foci‐positive cells after various treatments. (*n* = 3 biologically independent samples. Mean±S.D, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001) G) Protein levels of RAD51 and γ‐H2AX in tumor tissues after various treatments. H) Densitometry quantification of RAD51 signal in (G). (*n* = 3 biologically independent experiment. Data are presented as the mean±s.d, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001).

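Of 16 genes of Fig. 4B analysed here besides Gapdh, 11 had a ratio of BMN/PAZA-0.25 to BMN below 1 and 5 above 1, with a median ratio of 0.781, computed without a pseudocount. Among the 14 that kept the constant between tables, 9 were below 1 and 5 above, with a median of 0.830. Fancm had the lowest ratio, 0.223, from 1.73 and 7.79 FPKM. Xrcc4 had the highest, 1.73, from 12.0 and 6.93 FPKM. Brca1 fell to a ratio of 0.682, Rad50 to 0.62 and Fancf to 0.563, whereas Bard1, counted above 1, was nearly unchanged at 1.0005. The BMN values of Rad52 and Ercc1 were 2 times the BMN/PAZA-0.25 values of the other tables. As deposited, their ratios were 0.675 and 0.242. Rad52 lies on chromosome 6 from 119901722 to 119922827, and Ercc1 on chromosome 7 from 19344067 to 19356524. Gapdh, listed at 2.20 and 2.43 FPKM, had a ratio of 0.907. The medians of all values above 0 were 1.36 and 2.20 FPKM, so Gapdh was weakly expressed here and is a weak reference. Dividing by it raised every other ratio and moved Brca2 from 0.963 to 1.06. From the gene set enrichment and these genes, the paper proposes that delivery of BMN by PAZA produces a DNA repair dysfunction and raises the level of DNA damage.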

**Figure 5:**
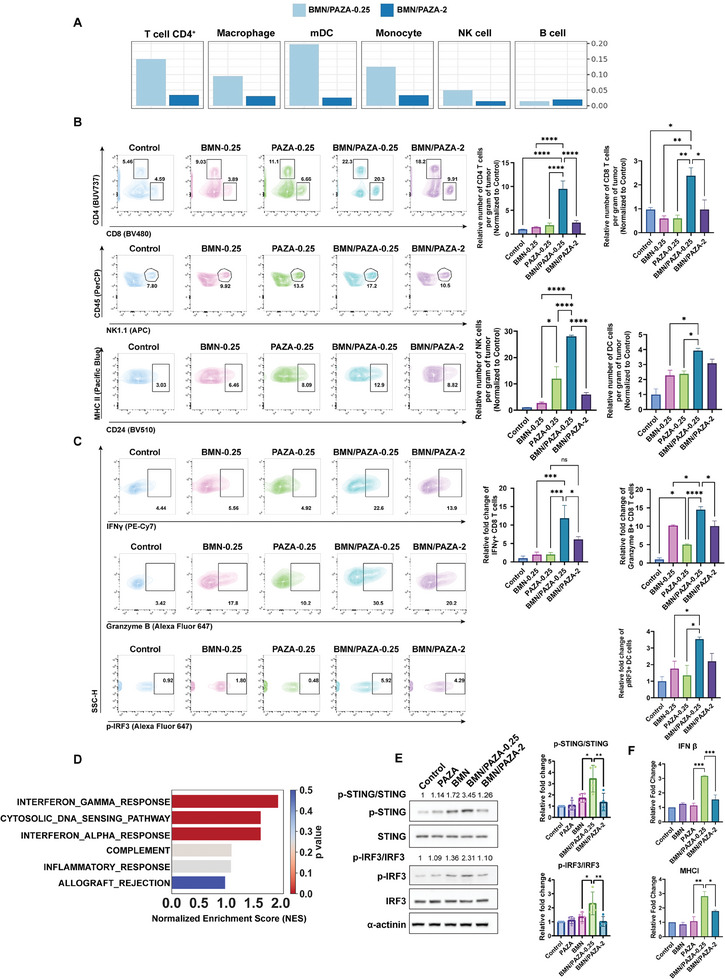
The anti‐tumor immune response elicited by BMN/PAZA combination is dose‐dependent. A) Immune cell infiltration profiles predicted by CIBERSORT based on RNA‐seq data. B) Representative flow cytometric analysis and the quantification for the relative abundance of CD8^+^ T‐cell, CD4^+^ T‐cell, NK cell, and dendritic cell (DC) in tumor tissue after various treatments (*n* = 3, data are presented as the mean±s.e.m, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001). C) Representative flow cytometric analysis and the quantification for the relative abundance of IFNγ^+^CD8^+^ T‐cell, Granzyme B^+^CD8^+^ T‐cell, pIRF3^+^ DC in tumor tissue after various treatments (*n* = 3, data are presented as the mean±s.e.m, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001). D) Gene Set Enrichment Analysis (GSEA) of transcriptional profiles of BMN/PAZA‐0.25 versus BMN in multiple immune‐related pathways. E) The protein levels of p‐STING, STING, p‐IRF3, and IRF3 in mouse LLC tumor tissues after various treatments (*n* = 3 independent experiments, data are presented as the mean±s.e.m, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001). F) The mRNA levels of IFN β and MHCI (*n* = 3 independent samples, data are presented as the mean±S.D., ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001).

BMN treatment alone increased RAD51 foci, a surrogate HR repair marker, in LLC cells. However, the incorporation of BMN into PAZA led to a significantly decreased level of RAD51 foci (Figure 4E). This was further confirmed by the quantification of the number of RAD51 foci‐positive cells (Figure 4F) and in vivo RAD51 expression in tumor tissues (Figure 4G,H), indicating that BMN treatment induced HR response and DNA repair, which could be reduced by PAZA treatment. All data above indicated that the enhanced synthetic lethality of BMN/PAZA was attributed to the DNA repair dysfunction that was brought by PAZA combination treatment.

### 1.6 BMN/PAZA Increased Innate and Adaptive Antitumor Immune Responses

As indicated by Figure 4C,E, the antitumor immune response may contribute to the better therapeutic efficacy of BMN/PAZA at a lower dose in an immunocompetent murine model. As an initial step to test this hypothesis, we used CIBERSORT ^[^ ^23^ ^]^ to analyze our RNA‐seq data to evaluate the predicted infiltration of immune cells in the tumors treated with formulations at different doses (Figure 5A). 

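CIBERSORT was not run here, and marker genes of each cell type, written before the data were examined, were used in its place. The table of BMN/PAZA-0.25 and BMN/PAZA-2 holds 16171 rows for 16155 gene symbols. In it 15179 rows were higher at the lower dose and 992 lower, so 93.9% of the rows were higher and the median log2 fold change of all rows was 1.44. With the fold changes centred on that median, a setting chosen after seeing the data, the split is 50.0% by construction. The values of BMN/PAZA-0.25 in this table sum to 1918260 and those of BMN/PAZA-2 to 588459. In the table with BMN, the same BMN/PAZA-0.25 library sums to 662599. Values of BMN/PAZA-2 have at most 6 significant digits, whereas 13785 values of BMN/PAZA-0.25 have more. After division by 3.6, 15493 of 15495 BMN/PAZA-0.25 values have at most 6 digits, and the next best divisor, 1.8, reaches 75.7%. Immune markers in this table are therefore given relative to the median of all rows, and also with the BMN/PAZA-0.25 column divided by 3.6, a setting chosen after seeing the data. The constant of 0.307 to the table with BMN is not the inverse of 3.6. The scale between the libraries therefore stays open after the division, and the sign of a small median shows no direction.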

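The CD4 T cell list also holds genes that T cells share, such as Cd3e, Cd5 and Lat. It therefore does not separate CD4 from CD8 T cells. As deposited, the 8 CD4 T cell markers with a value (among them Cd3e, Cd4 and Icos) had a median log2 fold change of 1.07 in BMN/PAZA-0.25 against BMN/PAZA-2. That is −0.37 relative to the median of all rows and 0.18 after division by 3.6. The 8 NK cell markers (among them Ncr1 and Eomes) had a median of 1.39, which is −0.046 relative to all rows and 0.25 after the division, and 2 of these 8 genes lay off a constant between tables. The 8 dendritic cell markers (among them Flt3 and Xcr1) had a median of 0.42, which is −1.02 relative to all rows and −0.019 after the division. Weakly expressed genes have smaller fold changes on this scale, so lists of similar expression had random medians below that of all rows, at 0.83 for CD4 T cell, 1.24 for NK cell and 0.83 for dendritic cell markers. Among these random lists, the deposited medians stood at the 86.6 percentile for CD4 T cell, 75.8 for NK cell and 4.35 for dendritic cell markers.

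**Figure D3:**
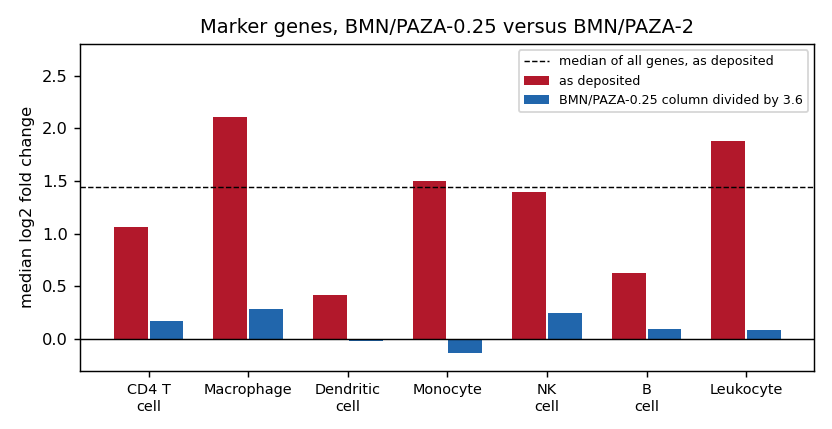
Median log2 fold change of marker genes, BMN/PAZA-0.25 against BMN/PAZA-2, for 7 cell types. Red bars use the values as deposited, blue bars the BMN/PAZA-0.25 column divided by 3.6, and the dashed line is the median of all rows at 1.44.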

Treatment with BMN/PAZA at a lower dose (0.25 mg k^−1^g) led to significant increases in tumor infiltration of multiple immune cell subsets, such as CD4 T‐cell, dendritic cell (DC), and natural killer (NK) cell. In addition, various immune‐related gene sets were enriched in the tumors compared to BMN alone or PAZA. 

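The genes of Tables S7, S8 and S9 are the 50 highest ranked genes of the complement, inflammatory response and allograft rejection sets, picked by the authors on these samples. Their median log2 fold changes in BMN/PAZA-0.25 against BMN were 0.74, 0.70 and 0.80, and every gene was higher. Of the 50 genes in each table, 18, 26 and 22 lay off a constant between tables. Against PAZA the same genes had medians of 0.25, 0.26 and 0.37, with 36, 39 and 36 of the 50 higher in BMN/PAZA-0.25. Leukocyte markers, 6 genes including Ptprc and Itgb2, had a median of −0.16 against BMN and −0.50 against PAZA, where they stood at the 0.33 percentile with 1 of 6 genes higher. CD4 T cell markers had a median of 0.21 against BMN and −0.54 against PAZA, at the 0.43 percentile with 1 of 8 genes higher in the latter, and dendritic cell markers −0.042 and 0.18. Both lists were weakly expressed. Against PAZA, CD4 T cell markers had median levels of 0.676 FPKM in BMN/PAZA-0.25 and 0.953 in PAZA. Dendritic cell markers had 0.405 and 0.462 FPKM. Since the depth is unknown, these medians may rest on few fragments. NK cell markers had a median of 0.18 against BMN and 0.46 against PAZA, where they stood at the 99.5 percentile with 7 of 8 genes higher, and 2 of the 8 lay off a constant.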

(Figure 5D; Figure S22, Tables S7–11, Supporting Information). It is also apparent from Figure 5A that increasing the dose to 2 mg k^−1^g led to significant decreases in the numbers of these immune cells despite that this dose was well tolerated as shown in other toxicity profiles (Figure 3G).

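Macrophage markers had a median log2 fold change of 2.11 in BMN/PAZA-0.25 against BMN/PAZA-2 and monocyte markers 1.50, which is 0.67 and 0.063 relative to the median of all rows. B cell markers had a median of 0.63, or −0.81 relative to all rows, which is close to the median of random lists of similar expression (50.4 percentile). Macrophage markers stood at the 99.3 percentile, with 8 of 8 genes above the median of all rows, and monocyte markers at the 7.97 percentile. After division of the BMN/PAZA-0.25 column by 3.6, these medians were 0.29 for macrophage, −0.13 for monocyte and 0.10 for B cell markers, and 0.085 for leukocyte markers. Neutrophil markers went the other way from macrophage markers. Their median was 0.92 as deposited, at the 0.56 percentile with 6 of 6 genes below the median of all rows, and −0.48 after the division. The higher dose was also compared with BMN, in a table whose median log2 fold change was −0.10, with 38.3% of 14474 genes higher (50.0% after centring). Relative to that median, CD4 T cell markers stood at −0.093, NK cell markers at −0.22, macrophage markers at −0.096, monocyte markers at −0.67, dendritic cell markers at 0.11 and B cell markers at 0.24. Leukocyte markers stood at −0.31, with 6 of 6 genes lower, and neutrophil markers at 0.61, the 99.7 percentile. The monocyte median stood at the 0.19 percentile. No percentile of these lists is a test of cell numbers, since 1 library stands for each dose.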

Flow cytometry showed that BMN or PAZA treatment led to an increase in the numbers of NK and DC cells, but no significant changes in CD4 and CD8 T cells in the tumors (Figure 5B). In comparison, BMN/PAZA formulation at the same dose (0.25 mg k^−1^g for BMN and AZA) led to significant increases in the numbers of these immune cells in the tumor tissues. Furthermore, compared to BMN or PAZA, BMN/PAZA combination treatment led to significant increases in the population of IFNγ^+^ CD8 T cells and Granzyme B^+^ CD8 T cells, suggesting significant activation of functional T‐cells (Figure 5C), which was also seen in IFNγ gene set enrichment (Figure 5D; Table S10, Supporting Information). It should be noted that the improvement in the immune profile of BMN/PAZA was significantly diminished at a higher dose (Figure 5B,C). These data, together with the data on decreased therapeutic efficacy of BMN/PAZA at the higher dose (Figure 3C,D), strongly support an important role of immune response in the overall therapeutic efficacy of BMN/PAZA.

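The Reactome list of interferon gamma signaling had 86 genes with a value in BMN/PAZA-0.25 or BMN. Their median log2 fold change was 0.14 at the 94.8 percentile, and 54 were higher. Of the 103 list members in the table, 25 lay off a constant between tables. Without them the median was 0.066, and with the BMN/PAZA-0.25 values of the table with BMN/PAZA-2 it was −0.046. Against PAZA the median was 0.097, and −0.017 without genes off a constant. Of the 50 genes of Table S10, chosen by the authors on these samples, 49 were found by symbol. They had a median of 1.46, and all 49 lay off a constant. IL15, among the first 3 genes of that table, was listed at 10.6 FPKM in BMN/PAZA-0.25 and 1.44 in BMN. IFNG was listed at 0.292 FPKM in BMN/PAZA-0.25 and 0.311 in BMN, and GZMB at 3.60 and 2.39, and both kept the constant. From the T cell populations and the enrichment of the IFNγ gene set, the paper proposes an activation of functional T cells.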

The superior antitumor activity may be attributed to the enhanced delivery of both BMN and PAZA and/or a synergy between PAZA and BMN. To elucidate the role of the latter mechanism, a “pharmacologically inert” carrier of comparable delivery efficiency (PCyt) was prepared by replacing AZA with cytidine (Figure S23, Supporting Information). Compared to BMN treatment, there were no significant changes in the relative number of CD4, CD8, and NK cells in the tumors after BMN/PCyt treatment. In comparison, BMN/PAZA led to a significant increase in these immune cells in the tumors (Figure S24, Supporting Information), suggesting an important role of the synergy of PAZA and BMN in the overall antitumor activity of BMN/PAZA.

RNA‐seq analysis of BMN/PAZA‐treated tumors revealed significant gene enrichment in the cytosolic DNA sensing pathway and Type I IFN pathway compared to BMN group (Figure 5D; Tables S11 and S12, Supporting Information). 

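The Reactome list of cytosolic sensors of DNA had 57 genes with a value, with a median log2 fold change of 0.34 in BMN/PAZA-0.25 against BMN, above all of the random lists, and 36 were higher. Interferon alpha and beta signaling had 13 genes with a value, with a median of 0.44 at the 99.4 percentile. Off a constant between tables lay 31 of the 59 members of the sensing list and 8 of the 13 genes with a value of the type I list. Without these genes the medians were −0.11 for cytosolic sensing (26 genes, 12.1 percentile) and −0.15 for type I interferon (5 genes, 26.4 percentile), both within the range of most random lists. With the BMN/PAZA-0.25 values of the table with BMN/PAZA-2, both medians were also negative. Found by symbol were 49 of the 50 genes of Table S11, with a median of 1.07, and 28 of the 29 genes of Table S12, with a median of 1.26, and 48 and 28 of them lay off a constant. TMEM173, which encodes STING and lies on chromosome 18 from 35733678 to 35740554, kept the constant and had 9.86 FPKM in BMN/PAZA-0.25 and 5.61 in BMN, a log2 fold change of 0.72. CGAS kept it as well, at 2.12 and 2.66 FPKM. IRF3, on chromosome 7 from 44997648 to 45002848, was listed at 18.2 and 4.34 FPKM and lay off a constant. IFNB1 was listed at 0 in BMN/PAZA-0.25 and at 0.369 FPKM in BMN. Of the antigen presentation genes, H2-K1 kept the constant at 539 and 374 FPKM, whereas B2M at 12253 and 5967 FPKM, TAP1 at 20.0 and 7.78 FPKM and CD274 at 12.1 and 4.22 FPKM did not.

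**Figure D4:**
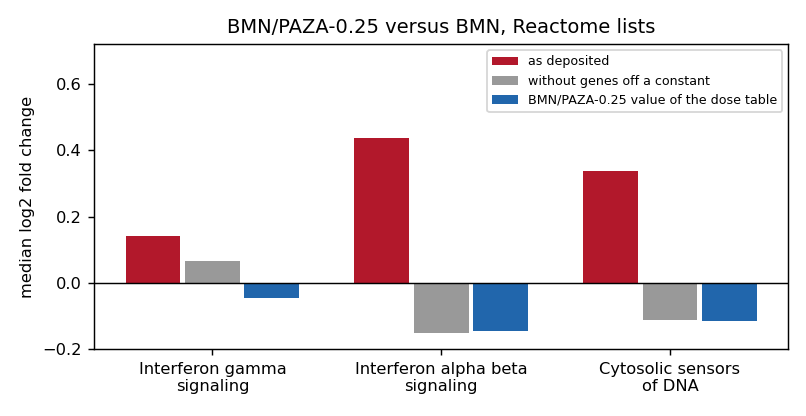
Median log2 fold change of BMN/PAZA-0.25 against BMN for 3 Reactome lists. Red bars use the values as deposited, grey bars leave out genes off a constant between tables, and blue bars take the BMN/PAZA-0.25 value of the table with BMN/PAZA-2. The red bars stand at 0.14, 0.44 and 0.34.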

Western blot further confirmed that loading BMN into PAZA carrier activated the STING pathway by increasing the protein expression of the phosphorylated STING (pSTING) and the downstream phosphorylated IRF‐3 (pIRF‐3) in the tumors (Figure 5E). BMN/PAZA formulation was also more effective in eliciting the STING activation at a lower dosage. We also assessed the IFNβ and MHCI expression levels after various treatments (Figure 5F; Figure S25, Supporting Information). While BMN or PAZA alone was not effective in inducing the expression of IFNβ and MHCI, BMN/PAZA showed strong induction of both IFNβ and MHCI, which was also more drastic at a lower dosage. These data indicated that BMN/PAZA combination showed significant synergy in eliciting innate immune response that subsequently further boosts the adaptive immune responses. In addition to providing an effective strategy for improving the efficacy of synthetic lethality therapy for HR‐proficient NSCLC, BMN/PAZA shall represent a safe therapy due to its unique dose‐response profile. The safety shall also benefit from the improvement in tumor‐selective delivery.

### 1.7 BMN/PAZA Synergized with aPD‐1 in an Orthotopic Model of Lung Cancer

In addition to an overall improvement in the immune landscape, BMN/PAZA treatment led to upregulation of PDL1 expression (Figure S26, Supporting Information) in tumor cells, indicating the potential benefit from combination therapy with PD‐1 antibody (aPD‐1).^[^ ^24^ ^]^ To examine the therapeutic efficacy of BMN/PAZA+aPD‐1 combination, we established an orthotopic lung cancer model by transplanting LLC‐Luc into the lung of C57BL/6 mice (**Figure** **6**A). Compared to larger PVD nano‐carriers, PAZA showed robust tumor targeting in lung orthotopic tumors (Figure 6B–E). The control mice and PD1 treated group showed rapid cancer progression, which was reflected by in vivo imaging of LLC‐Luc signal (Figure 6F). In comparison, the BMN/PAZA treated group showed a stronger tumor growth inhibition effect. The BMN/PAZA + aPD‐1 combination‐treated group showed repressed tumor growth and recession of tumor area after 2 weeks of treatment, demonstrating the enhanced synergy in the overall antitumor activity in the orthotopic lung tumor model.

**Figure 6:**
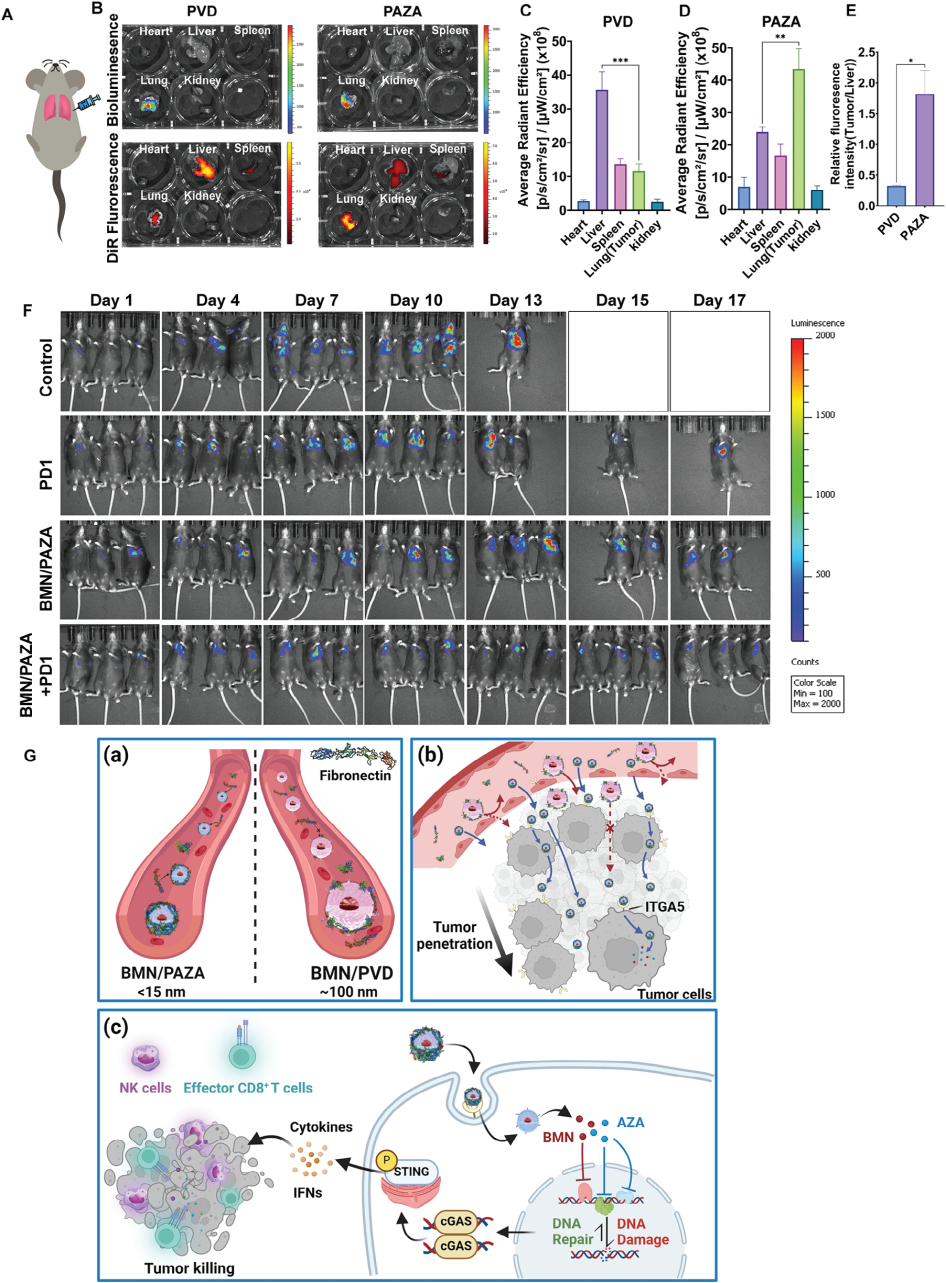
BMN/PAZA in combination with PD‐L1 blockade inhibits tumor growth in the orthotopic model. A) Schematic diagram of establishing the lung orthotopic model. B) Bioluminescence and ex vivo NIR images of major organs and lung orthotopic tumors of each mouse treated with DiR‐labeled PVD and PAZA respectively at 24 h. C–E) Quantification ex‐vivo image of C) PVD, D) PAZA, and E) the relative fluorescence intensity of tumor to the liver in PVD and PAZA treatment group respectively (*n* = 3 independent animals, data are presented as the mean±s.e.m, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001). F) Tumor growth represented by luminescence intensity after PD‐1, BMN/PAZA, or BMN/PAZA+PD‐1 combination treatment. G) Schematic illustration of the formation of fibronectin‐enriched PC on small‐sized BMN/PAZA NPs a), the tumor penetration through ITGA5‐dependent transcytosis of small‐sized BMN/PAZA NPs b), and the tumor inhibition via increased DNA damage and activation of immune response of BMN/PAZA combination c). Systemic administration of BMN/PAZA NP could recruit fibronectin on its surface as protein corona, followed by efficiently targeting and penetrating the tumor deeply through ultra‐small size effect and ITGA5‐dependent transcytosis mechanism. Release of BMN‐673 and 5‐azacitidine inhibited the PARP and the DNMT respectively. The synergistic inhibition induced DNA repair dysfunction and DNA damage. Low‐dose combination treatment could further elicit the cGAS/STING‐based innate immune pathway. The epigenetic modulation of tumor cells and activated innate immune together contributed to the activation of T‐cell and NK cells. The figure is created with BioRender.com.

## 2 Discussion

Suboptimal tumor targeting and penetration remain significant challenges in the clinical translation of nanomedicine. To address these challenges, two primary strategies have emerged. The first strategy is to design small‐sized nanocarriers that can achieve better tumor targeting and penetration presumably through benefiting more from the leaky blood vessels and cellular gaps.^[^ ^25^ ^]^ In addition, nanoparticles with a particle size below 20 nm have been reported to be more advantageous in overcoming interstitial fluid pressure (IFP) and extracellular matrix (ECM), which is beneficial to achieve deep tissue penetration.^[^ ^26^ ^]^ Another strategy is to incorporate a targeting ligand to improve specific tumor cell binding and enhance transcytosis through endothelial cells and tumor cells.^[^ ^27^ ^]^ However, while these strategies have been explored, the design of NPs often overlooks the influence of the protein corona on in vivo behaviors. PC was reported to mask intended targeting ligands of the nanocarriers, resulting in nonspecific cellular interactions.^[^ ^28^ ^]^ However, recent studies have shown that certain proteins within the corona, such as albumin, transferrin, and apolipoprotein, can potentiate the targeting and therapeutic capabilities of NPs.^[^ ^29^ ^]^ This underscores the need to consider PC during the nanocarrier design and develop strategies that promote the adsorption of desirable proteins while minimizing the nonspecific adsorption of undesirable ones.

In our study, the conjugation of AZA to the PVD backbone altered the PC composition on the NPs. Specifically, FN became more enriched in the corona of PAZA NPs. This is unlikely due to the small size effect of PAZA NPs, as FN was also more enriched in the corona of PAZA NPs compared to another previously reported ultra‐small nanoparticle, PGEM ^[^ ^25^, ^30^ ^]^ (Figure S27, Supporting Information). PGEM is a polymer that has AZA replaced with gemcitabine and displays a size comparable to that of PAZA. Thus, FN enrichment may be a result of changes in the surface chemistry of the NPs rather than their particle size. The precise mechanisms that lead to FN's affinity for PAZA's surface merit further investigation.

The FN interacts with the ITGA5 receptor on tumor cells, facilitating increased tumor cellular uptake and transcytosis of PAZA NPs, leading to enhanced tumor penetration (Figure 6G). This work represents the first to show that small, ligand‐free NPs can gain tumor‐targeting properties following i.v. administration via recruiting tumor‐homing protein FN. In addition to providing a simple and effective tumor‐targeting system, this study may have a broad implication in understanding the interaction of NPs with biological systems and the potential biological consequences. We acknowledge that ITGA5 on tumor endothelial cells shall likely contribute to the tumor targeting of PAZA NPs, which will be further studied in the near future.

In addition to excellent tumor targeting and penetration, PAZA nanocarrier shows excellent loading capacity for both hydrophilic AZA and hydrophobic PARPi BMN. Molecular dynamics and experimental validation reveal the mechanism behind the high drug loading capacity of the small nanocarrier, with the pyrimidine ring of AZA contributing significantly to BMN loading through π‐π interactions. Moreover, the pharmacological combination of PAZA and BMN showed a strong synergistic effect through the inhibition of DNA repair and the activation of both innate and adaptive immune responses. More importantly, BMN/PAZA formulation was more effective in tumor inhibition at lower doses due to the stronger immune activation, which denotes a wider therapeutic window with low toxicity (Figure 6G). Furthermore, BMN/PAZA increased the immunogenicity and potentiated the response to aPD‐1 treatment, expanding the clinical application of aPD‐1 in those tumors with poor immune checkpoint blockade response. All results together suggested an exciting possibility for expanding PARPi in HR‐proficient NSCLC by our small PAZA nanocarrier.

## 3 Experimental Section

### Reagent

4‐Vinylbenzyl chloride, 4,4′‐dithiodibutyric acid, triethylamine, 4‐Cyano‐4‐(phenyl‐carbonothioylthio)pentanoic acid, poly(ethylene glycol)methyl ether methacrylate (average Mn = 950), 2,2‐Azobis (isobutyronitrile) (AIBN), Dulbecco's Modified Eagle's Medium (DMEM), RPMI 1640 Medium, trypsin‐EDTA solution, 3‐(4,5dimethylthiazol‐2‐yl)−2,5‐diphenyl tetrazolium bromide (MTT), D‐Luciferin were purchased from Sigma‐Aldrich (MO, U.S.A), BMN673 and 5‐Azacytidine were purchased from MedChemExpress LLC (NJ, USA). Antibodies for western blot, IHC, immunostaining, and flow cytometry were listed in Table S13 (Supporting Information).

### Cell Lines and Animals

LLC murine NSCLC cancer cell line and A549 human NSCLC cell line were obtained from ATCC (Manassas, VA). They were cultured in DMEM medium supplemented with 10% FBS and 1% penicillin/streptomycin at 37 °C in a humidified atmosphere with 5% CO2.

ITGA5 KO cell line was generated by using CRISPR technology. LLC cells were infected with the lentivirus packaged by ITGA5‐All‐in‐one lentiviral sgRNA‐CRISPR‐Cas9 plasmid encoding EGFP and puromycin resistance (Horizon Discovery Ltd., Cambridge, UK). The successfully knocked‐out cells were selected by cell sorting of EGFP+ and ITGA5 KO populations. Cells were further confirmed by western blot analysis for the lack of ITGA5 expression.

Female C57BL/6 mice (4–6 weeks) (Strain #:000664) were purchased from Jackson Laboratory (ME, U.S.A). All animals were housed under pathogen‐free conditions according to AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care) guidelines. All animal‐related experiments were performed in full compliance with institutional guidelines and approved by the Animal Use and Care Administrative Advisory Committee at the University of Pittsburgh. under Protocol #: 21099779. Mice were housed at an ambient temperature of 22 °C (22–24 °C) and humidity of 45%, with a 14/10 day/night cycle (on at 6:00, off at 20:00), and allowed access to food ad libitum.

### Polymer Synthesis, Chemical Characterization, and Molecular Simulation

Detailed information on the polymer synthesis, characterization, and modeling is available in Supplementary methodological information.

### Preparation and Characterization of Drug‐Loaded Micelles

Blank micelles and BMN‐loaded micelles were prepared via a film hydration method. Briefly, BMN solution (10 mg mL^−1^ in methylene chloride) was mixed with PVD or PAZA polymer (20 mg mL^−1^ in methanol) at different carrier/drug weight ratios. The solvent was removed by nitrogen flow to produce a thin film of carrier/drug mixture, which was further dried in a vacuum for 2 h to remove any remaining solvent. Then the thin film was hydrated and gently vortexed in PBS to form the final formulation. Particle sizes, polydispersity, and morphology were measured by DLS (Nano‐ZS 90, Malvern Instruments, Malvern) and transmission electron microscopy (TEM). CMC was measured using Nile red as a fluorescence probe.^[^ ^31^ ^]^ Drug loading capacity and efficiency of BMN were measured by a Waters e2695 HPLC system equipped with a Waters 2489 UV detector according to a published chromatography condition.^[^ ^32^ ^]^

### Stability and Drug Release Kinetics

The stability of the BMN/PAZA drug‐loaded micelles was measured both in PBS solution and after lyophilization. For lyophilization stability study, 1 mL of BMN/PAZA micelle solution was lyophilized after size measurement. The lyophilized powder was re‐dissolved by 1 mL nano water to regenerate the BMN/PAZA drug‐loaded micelle solution for size measurement. For long‐term stability study, the micelle solution was re‐measured for size after standing 4 weeks under room temperature.

BMN in vitro drug release study was conducted by dialysis method. Briefly, 1 mL of BMN/PAZA micelles containing 6 mg of BMN in PBS buffer were placed in a clamped dialysis bag and immersed in 25 mL of 0.1 m PBS buffer solution containing 0.5% (w/v) Tween 80 with 10 mm GSH, 10 µM GSH or without GSH. Each group was triplicated. The experiment was performed in an incubation shaker at 37 °C at 100 rpm. At selected time intervals, both 10 µL BMN/PAZA micelles solution in the dialysis bag and 1 mL medium outside the dialysis bag were withdrawn while the same amount of fresh medium was added for replenishment. The BMN concentration was determined by HPLC as described above.

AZA release study was also conducted similarly. PAZA micelle (20 mg) in PBS buffer were placed in a clamped dialysis bag and immersed in 50 mL of 0.1 m PBS buffer solution with 10 mm GSH, or without GSH. For stability assay, 20 mg of blank PAZA micelle in 100 uL plasma or tumor lysate (100 mg mL^−1^) were placed in a clamped dialysis bag and immersed in 50 mL of 0.1 m PBS buffer solution. Each group was triplicated. The experiment was performed in an incubation shaker at 37 °C at 100 rpm. At selected time intervals, 10 mL of medium outside the dialysis bag was withdrawn while the same amount of fresh medium was added for replenishment. The withdrawn medium was lyophilized and the AZA was extracted by 90% methanol. The elution condition is 0.1% TFA: Methanol: Acetonitrile = 95:2.5:2.5.

Intracellular release of AZA was detected by LC‐MS. The LLC cells were incubated with 10 mg of PAZA for 6, 12, 24, 48, and 72 h respectively. Cells were lysed and extracted by 50% methanol. 100 µL of the sample was transferred to a tube, to which 100 µL methanol containing the internal standard (gemcitabine) was added. The samples were then vortexed and centrifuged for 10 min at 10 000 x g. The AZA concentration was detected by LC‐MS/MS. Chromatographic separation was performed using a Thermo Hypersil GOLD C18 column (2.1 × 100 mm, 1.9 µm). An isocratic (50:50) gradient was used for AZA with a total runtime of 3 min using the mobile phases water with 0.1% formic acid (A) and acetonitrile (B).

### In Vitro Cytotoxicity Assay

Cytotoxicity assay was performed on BRCA‐proficient NSCLC cell lines LLC and A549. The cytotoxicity of AZA, BMN673, AZA plus BMN, PAZA carriers alone, and PAZA/BMN with different doses were examined by MTT assay. Cells were seeded in 96‐well plates at a density of 5000 cells well for 24 h. Then, the medium was replaced with fresh medium containing different formulations every 24 h for 96 h. After incubation, the medium in each well was replaced with 0.2 mL of fresh medium containing 0.5 mg mL^−1^ MTT, and incubated for another 3 h. The medium in each well was further replaced with 0.1 mL DMSO to dissolve the formazan crystals. The absorbance in each well was measured at 562 and 620 nm using a microplate spectrophotometer. Cell viabilities were calculated from the following equation, where OD is the optical density of the sample or control at the indicated wavelength:

(1) $$\mathrm{Cell}\;\mathrm{viability}\;\left(\%\right)=\frac{\mathrm{ODsample},\;562\mathrm{nm}-\mathrm{ODsample},620\mathrm{nm}}{\mathrm{ODcontrol},562\mathrm{nm}-\mathrm{ODcontrol},620\mathrm{nm}}$$

Synergy was calculated through SynergyFinder.^[^ ^33^ ^]^

### Cellular Uptake and Endocytosis Pathway Analysis

For the cellular uptake study, the LLC cells were incubated with rhodamine‐labeled PAZA and PVD NPs, respectively, for 6 h. Then, the culture medium was discarded, and cells were washed with cold saline for three times. The cell nucleus was stained with Hoechst 33342 Cellular, followed by washing with saline for three times. Cellular uptake was measured by fluorescence microscope (BZ‐X800, Keyence). For endocytosis pathway analysis, the cells were preincubated with different endocytosis inhibitors including filipin, chlorpromazine, amiloride, dynasore, cytochalasin D and mβCD, separately for 2 h at the working concentrations that were not toxic to the cells.^[^ ^18^ ^]^ Then, the medium was replaced with fresh medium and treated with rhodamine‐labeled PAZA and PVD NPs (500 ng mL^−1^ rhodamine), respectively. At 6 h after the addition of NPs, the cells were washed with cold saline for three times and analyzed by flow cytometry.

### In Vitro Transwell Assay

For all transwell‐based studies, an in vitro multilayer LLC cell or LLC‐ITGA5 KO cell model was established by seeding the cells in a 0.4 µm diameter microporous membrane (Corning, product no. 3470). Membranes were inserted in 12 well plates followed by incubation for 4 days.^[^ ^34^ ^]^ The lower chamber was added with blank DMEM medium, and the upper chamber was added with DMEM medium containing rhodamine‐labeled PVD or PAZA NPs (500 ng mL^−1^ rhodamine), with or without pretreatment with transcytosis inhibitor chlorpromazine (6 µg mL^−1^) for 2 h. At 10 h after the addition of NPs, the fluorescence intensity of the medium in the basolateral side was determined. In fibronectin‐mediated transcytosis study, similarly, the lower chamber was added with blank DMEM medium, and the upper chamber was first treated with Anti‐ITGA5 antibody or IgG isotype control for 2 h, then added with blank DMEM medium containing rhodamine‐labeled PVD or PAZA NPs (500 ng mL^−1^ rhodamine), with supplement of fibronectin (10 µg mL^−1^) or mouse serum. In a separate study, cells were first seeded in 0.4 µm diameter microporous membrane, followed by incubation for 4 days to develop the multilayer cells. One day before treatment, the lower chamber was replaced with a new plate and seeded with LLC cells. Then, the upper chamber was added with DMEM medium containing rhodamine‐labeled PVD or PAZA NPs (500 ng mL^−1^ rhodamine), respectively. At 6 h after the addition of NPs, the cells were washed with cold saline for three times and analyzed by flow cytometry.

### Cell Spheroid Penetration

WT or ITGA5 KO LLC cells were seeded in a Nunclon Sphera 96 well U‐bottom plate (Thermofisher) at a density of 10 000 cells per well with 6 µg mL^−1^ of collagen I to form a single spheroid per well.^[^ ^35^ ^]^ After 96 h incubation, dense spheroids were formed, which were confirmed by microscope. The cell spheroids were incubated with rhodamine‐labeled PVD or PAZA NPs (500 ng mL^−1^ rhodamine) respectively, with or without pretreatment with transcytosis inhibitor 6 µg mL^−1^ chlorpromazine (6 µg mL^−1^) for 2 h. In a separate study, the cell spheroids were incubated with rhodamine‐labeled PVD or PAZA NPs (500 ng/mL rhodamine) in 10% FBS medium, blank medium, or medium with fibronectin (10 µg mL^−1^) respectively. After 18 h incubation with NPs, the cells were gently rinsed by saline for three times. The penetration ability was observed by a confocal laser scanning microscope with Z stack scanning (CLSM, FluoView 3000, Olympus) at 20 µm intervals from the bottom to the middle of the spheroids.

### Tumor Models

Subcutaneous (s.c.) LLC tumor model was established by injecting LLC cells into the flank of C57BL/6 mice. The Orthotopic LLC tumor model was established by resuspending 1 × 10^6^ luciferase‐expressing LLC cell line (LLC‐Luc) in a 1: 1 mixture of PBS and Growth Factor‐Reduced (GFR)‐Matrigel, followed by orthotopically injecting into the left lateral thorax of C57B6 mice.^[^ ^36^ ^]^ The tumor size and location were monitored and quantified with a noninvasive bioluminescence system (Perkin Elmer IVIS 200 system).

### Tumor Targeting and Tumor Penetration

The tumor‐targeting effect of PAZA was evaluated in both WT/ITGA5 KO LLC model (s.c). and the orthotopic model using a larger PVD carrier as a control. Hydrophobic fluorescence dye DiR was loaded into the PAZA carrier or PVD control polymer at a wt/wt ratio of 40:1 and intravenously injected into the mice for real‐time imaging at the DiR dosage of 1 mg k^−1^g. After 24 h, the mice were imaged by an IVIS 200 system with excitation at 730 nm and emission at 835 nm. The tumor and various organs were then excised for ex vivo imaging following our previous protocol.^[^ ^31^ ^]^ The tumor was then frozen sectioned, and stained with DAPI to label the cell nucleus and the antibody for CD31 to label the vascular endothelial cell. The fluorescence signals in the core of the tumor were examined under Keyence BZ‐X800 fluorescence microscope.

### Therapeutic Study

The LLC tumor‐bearing mice (five mice each group) with tumors of volume ≈50 mm^3^ were randomly categorized into study groups and intravenously (IV) injected with saline, BMN, AZA, PAZA carrier, BMN/PAZA, and free BMN+AZA combination once every 3 days for five times. The tumor volume and body weight were measured every 3 days. After the completion of the experiment, the tumor tissue and major organs were harvested, fixed with 4% (v/v) paraformaldehyde in PBS (PH 7.4), embedded in paraffin, and sectioned into 4 µm slices. Each section was processed for H&E staining and observed under a microscope. Immunohistochemical analysis (IHC) of Ki67 protein, an important biomarker of cell proliferation, was carried out using the labeled streptavidin‐biotin method. Ki67 expression was quantified by calculating the number of Ki‐67 positive cells/total number of cells in five randomly selected areas using ImmuneRatio software.

LLC‐Luc orthotopic model was used to evaluate the combination effect of PAZA/BMN with PD‐1 antibody, and mice were randomly categorized into study groups 10 days after surgery inoculation. PAZA carrier, BMN/PAZA combination (0.25 mg k^−1^g) was intravenously injected once every 3 days. Antimouse PD‐1 antibody (InvivoGen) (100 µg each mouse) was intraperitoneally injected once every 3 days. The tumor volume of the mice was monitored by IVIS‐200 imaging. The 150 mg k^−1^g D‐luciferin was injected intraperitoneally for the bioluminescence imaging of each mouse.

### Toxicity Study—Biochemical Parameters

Blood samples were collected after five injections of saline and BMN/PAZA formulations into tumor‐bearing mice. The serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), and creatinine levels were evaluated as indicators of hepatic and renal function.

### Toxicity Study—Complete Blood Count (CBC)

Blood samples were collected after five injections of saline and BMN/PAZA formulations into tumor‐bearing mice. A blood sample was measured by a CBC analyzer in UPMC Hillman Cancer Center.

### Toxicity Study—Histology Changes

The tissue section of major organs (heart, liver, spleen, lung, and kidney) that was collected after the therapeutic study was processed for H&E staining to test if there is a morphology change to major organs after treatments.^[^ ^37^ ^]^

### Western Blot

The expression levels of γ‐H2AX, RAD51, STING, phosphorated STING, IRF3, and phosphorated IRF3 in cells and tumor tissues after various treatments were evaluated by western blot. The cells and homogenized tumor tissues after various treatments were lysed in RIPA buffer with protease inhibitor and, PhosSTOP phosphatase, followed by quantitated for protein using the BCA Protein Assay Kit. Equal amounts of protein were resolved by SDS‐PAGE. Membranes were blocked in 5% BSA/PBST and incubated with antibodies. Immunodetection was performed using SuperSignal West Pico and Femto Chemiluminescent Substrate. Blot stripping was performed using Restore Western Blot Stripping Buffer according to the manufacturer's guidelines. Protein levels were quantified by densitometric analysis using ImageJ/Fiji. Phosphorylated protein levels were normalized to the total protein band, then to loading control, and expressed as fold change versus control DMSO.

### Immuno‐Fluorescence Staining

DNA repair capability after various treatments was evaluated by determining the RAD51 foci via immunofluorescence staining. Cells after various treatments were washed, fixed, and permeabilized in 0.25% Triton/PBS. Blocking was performed in 5% BSA/0.1% Triton/PBS, followed by incubation with primary antibodies in dilution buffer (1%BSA/0.1%Triton/PBS) (overnight, 4 °C). Cells were then washed in PBS and incubated with secondary antibodies, followed by washing and mounting on coverslips using ProLong Gold antifade reagent with DAPI. Cells were imaged using Keyence BZ‐X800 fluorescence microscope and analyzed using ImageJ/Fiji software. FindFoci ImageJ plugin was used for RAD51 foci quantification, at least five fields were counted for foci number respectively.^[^ ^38^ ^]^

### Analysis of Tumor‐Infiltrating Immune Cells

The immune cell populations in the tumors after various treatments were measured by flow cytometry following the previous protocol.^[^ ^39^ ^]^ Briefly, one day after the last treatment, cell suspensions from the spleens or tumors were filtered, and red blood cells lysed. Single‐cell suspensions were incubated with respective flow antibodies. Zombie dye was used to discriminate between viable and dead cells. Infiltration of various immune cells (CD4^+^, CD8^+^, Treg, natural killer (NK) cells, myeloid‐derived suppressor cells (MDSC), dendritic cells, and macrophages) in tumor tissues, the production of lymphocyte effector molecules (such as IFN‐γ, perforin, and granzyme B) on immune cells, and MHC‐I on tumor cells were determined by multicolor flow cytometric analysis. The expression of phosphorated IRF3 and TBK1 in tumor cells and DC cells was also evaluated by flow cytometry.

### RNAseq Analysis

One day after the last treatment, the tumors were collected for RNAseq, which was performed at the Health Sciences Sequencing Core at Children's Hospital of Pittsburgh. Raw sequence data was analyzed as described in the previously published protocol ^[^ ^40^ ^]^ to generate transcript‐level gene expression. Then gene set enrichment analysis (GSEA) ^[^ ^41^ ^]^ was performed to identify the treatment‐associated alteration in functional pathways. The bulk messenger RNA‐seq data mapped to the mouse genome (GRCm38: https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/) are available in the NCBI to Gene Expression Omnibus with accession number GSE245266.

### Proteomic Analysis

Cy3‐labeled PAZA and PVD were incubated with mouse serum for 6 h. The Sephadex G‐100 column was used to remove unbounded protein. The PAZA or PVD with protein corona was collected and quantified based on the fluorescence intensity. Polymer‐protein corona complexes were then loaded in SDS‐PAGE gel. Gel slice samples were sent to BGI America Mass Spec Service Center for proteomic analysis. Briefly, Gel slices were digested with Trypsin/LysC according to the standard in‐gel digestion protocol.^[^ ^42^ ^]^ Samples were then extracted, dried, and reconstituted for LC‐MS/MS. MS Data was searched against the most updated UniProt Mouse database. Sequest analysis workflow was used to reveal basic protein identification information.

### Statistical Analysis

Data are presented as the mean ± S.D or mean ± s.e,m as indicated in figure legend. Statistical analysis was performed with a two‐tailed Student's *t*‐test for comparison between two groups and one‐way analysis of variance (ANOVA) with Tukey's post hoc test for comparison between multiple groups as indicated in figure legend. Results were considered statistically significant if *p* < 0.05. Prism 10.1.0 (GraphPad Software) was used for data analysis and graph plotting.

## Conflict of Interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: The authors declare the following competing financial interest(s): Song Li serves on the Chief Scientific Officer and holds equity in DUO Oncology. Jingjing Sun is an inventing consultant and equity holder in DUO Oncology.

## Supporting information

Supporting Information

Supplemental Table 1

## Data Availability

The bulk messenger RNA‐seq data mapped to the mouse genome (GRCm38: https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/) are available in the NCBI to Gene Expression Omnibus with accession number GSE245266.

# Supplementary material for: In Situ Formation of Fibronectin‐Enriched Protein Corona on Epigenetic Nanocarrier for Enhanced Synthetic Lethal Therapy
**Source:** Adv Sci (Weinh). 2024 Mar 14;11(19):2307940. doi: 10.1002/advs.202307940
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202307940

In Situ Formation of Fibronectin-Enriched Protein Corona  
on Epigenetic Nanocarrier for Enhanced Synthetic Lethal Therapy

*Zhangyi Luo, Zhuoya Wan, Pengfei Ren, Bei Zhang, Yixian Huang, Raymond E. West III, Haozhe Huang, Yuang Chen, Thomas D. Nolin, Wen Xie, Junmei Wang, Song Li\* and Jingjing Sun\**

## Supplementary Materials

### Supplementary methodological information

#### Polymer synthesis and chemical characterization

VD monomer was synthesized according to previous publication<sup>1</sup>. The PVD polymer backbone was synthesized by controlled reversible addition-fragmentation chain transfer (RAFT) polymerization of poly(ethylene glycol) methyl ether methacrylate ( $M_n=950$ ) and VD monomer. Briefly, AIBN (3.6 mg, 0.0223 mmol), 4-Cyano-4-(thiobenzoylthio)pentanoic acid (8 mg, 0.0287 mmol), poly(ethylene glycol) methyl ether methacrylate ( $M_n=950$ ) monomer (800 mg, 0.84 mmol), and VD monomer (680 mg, 2.15 mmol) were added into a Schlenk tube containing 2 mL of tetrahydrofuran. After three freeze-pump-thawing cycles, the tube was placed into an oil bath (80 °C) and the reaction mixture was stirred under the protection of N<sub>2</sub>. After 20 h, the reaction was quenched and the PVD polymer was obtained by precipitation in ether for 2 times.

The PAZA polymer was obtained by conjugation of AZA to PVD backbone. PVD polymer (60 mg, 0.085 mmol -COOH), EDC (200 mg, 1.04 mmol) and HOBt (80 mg, 0.6 mmol) were dissolved in 15 mL of DMSO with the addition of 200  $\mu$ L of DIPEA. Then, AZA (80 mg, 0.33 mmol) was added to the solution and stirred at room temperature for 72 h. The PAZA polymer was obtained after dialysis against DMSO/water and lyophilization.

The PCyt and PMan polymers were synthesized similarly as PAZA polymer. AZA (80.59 mg, 0.33 mmol) was replaced by Cytidine (80.26 mg, 0.33 mmol) and Mannitol (60.12 mg, 0.33 mmol), respectively.

The structures of these polymers were characterized by NMR and IR.

#### Molecular Modeling

**Modeling systems.** The PAZA polymer was constructed to make different residues evenly distributed and the sequence is as the follows: NOE-VD-AZA-OEG-VD-VD-OEG-AZA-VD-OEG-VD-VD-AZA-OEG-VD-VD-OEG-AZA-VD-OEG-VD-VD-AZA-OEG-VD-VD-OEG-AZA-VD-OEG-VD-VD-CVD. Thus, PAZA polymer consists of five residue types, which are NOE (N-terminal OEG), VD, AZA, OEG, and CVD (C-terminal VD). Of note, although the numbers of OEG, VD and AZA residues are known from experiment, the exact sequence of the

polymer is unclear. The sequence of PVD is similar to that PAZA except that AZA residue was replaced by VD. Each residue has hydrophilic and hydrophobic moieties, with the hydrophobic moieties tend to be buried inside the micelle. The hydrophobic moieties are colored in red, while the hydrophilic ones in blue in Figures S1. The five residues and BMN-673 were described by the GAFF2<sup>2</sup>. Specifically, we performed *ab initio* calculations at the B3LYP/6-31G\*//HF/6-31G\* level using Gaussian 16 package<sup>3</sup> to obtain electrostatic potentials (ESP) to derive partial charges, and then applied the Antechamber software package<sup>4</sup> implemented in AMBER 18 software package<sup>5</sup> to generate residue topologies. As there is no experimentally determined structures for PAZA and PVD, we generated an initial structure which has an extended conformation.

**Molecular dynamics simulations.** We applied a series of sequential molecular dynamics (MD) simulations to obtain the micelle structure formed by a single copy of PAZA or PVD polymer. In Step 1, the extended conformation of the polymer was collapsed in explicit water during the 100 nanoseconds (ns) simulation. In Step 2, starting from the last snapshot of Step 1, a Generalized Born molecular dynamics (GBMD) simulation was performed to exclude the trapped water molecules and accelerate micelle structure formation. In Step 3, we solvated last snapshot from Step 2 in a rectangle water box which has dimension of about  $70 \times 70 \times 80$  Å, and performed 300-ns MD simulations to sample an isothermal–isobaric (NPT) ensemble of the polymer for the followed free energy analysis. 400 MD snapshots were collected from the last 200 ns for post-analysis. For the sake of binding free energy calculation, we also performed NPT simulations for BMN-673 solvated in a cubic water box with dimension of about 45 Å. 1000 MD snapshots were evenly collected for the MM-PBSA-WSAS free energy calculation.

To simulate how BMN drugs interact with PAZA or PVD polymers, we placed 8 copies of BMN molecules at the vertices of a cube with edge length of 50 Å, and placed the polymer structure obtained in Step 3 in the center of the cube. Of note, the drug molecules were initially far away from the polymer and had no direct contact with the polymer. The whole system was soaked in a rectangle water box with the dimension of about  $80 \times 80 \times 80$  Å. We then performed 300-ns swarm MD simulations and collected 400 snapshots from the last 200 ns for post-analysis.

The values of the key parameters controlling the GBMD and explicit water MD simulation are listed as the follows: the time step of integrating the Newton's equation of motion – 2

femtoseconds, desired temperature – 298 K, desired pressure for NTP simulation – 1 bar. All MD simulations were performed using the pmemd.cuda program in AMBER 18<sup>5</sup>. Due to highly dynamic attribute of the systems, we calculated radius of gyration (RoG) of the polymer and polymer-drug systems to monitor the micelle structure formation and drug-polymer interactions. Additionally, we calculated the root-mean-square deviation (RMSD) of the heavy atoms to describe the dynamics of the polymer and polymer-drug complex. For each MD trajectory, the snapshot which had the smallest RMSD to the average structure was selected as the representative conformation.

**Free energy analysis.** We applied an internal program to calculate the MM-PBSA-WSAS free energies of the drug, the polymer, and the complex formed by the polymer and 8 drug molecules using the MD snapshots collected in the sampling phase of the NPT simulations. For a molecular or molecular system, the polar solvation free energy,  $G_{sol}^{PB}$ , was calculated using the Delphi 95 software<sup>6,7</sup>, using the interior and exterior dielectric constants of 1.0 and 80.0, respectively. The nonpolar solvation free energy,  $G_{sol}^{SA}$ , was estimated using the solvent accessible surface area (SAS) as detailed elsewhere<sup>8,9</sup>. The conformational entropy of the system, TS, was predicted using WSAS, a weighted solvent-accessible surface area approach<sup>10</sup>. Due to the dramatic conformational change upon drug binding and the highly dynamic nature of the polymer, the “three-trajectories” protocol, for which the free energies were calculated using three individual MD trajectories sampled for the drug, the polymer, and the complex, is more adequate than the commonly used “one-trajectory” protocol. The MM-PBSA-WSAS binding free energy was calculated using the following formula:  $\Delta G_{binding} = G_{complex} - (G_{polymer} + 8 \times G_{BMN})$ . Note that the complex contains 8 copies of the BMN molecule. The individual energy terms of MM-PBSA-WSAS free energies of the polymer, the drugs and complexes were listed in Table S\_1. The corresponding binding free energy for one copy of BMN is 1/8 of  $\Delta G_{binding}$ .

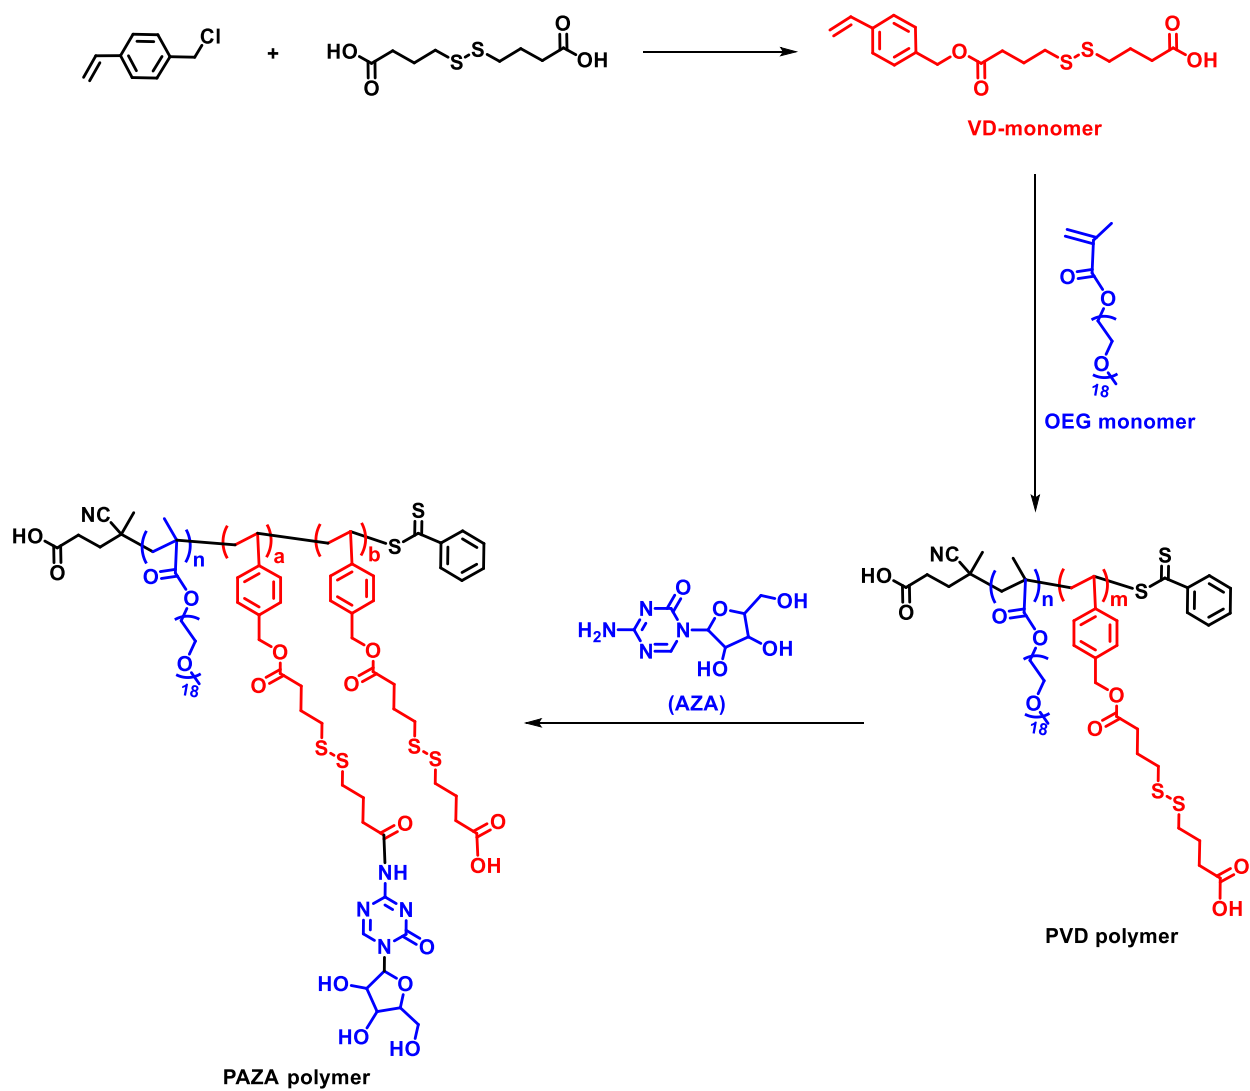

**Figure S1.** Synthesis route of PVD and PAZA polymers by RAFT polymerization and subsequent AZA conjugation.

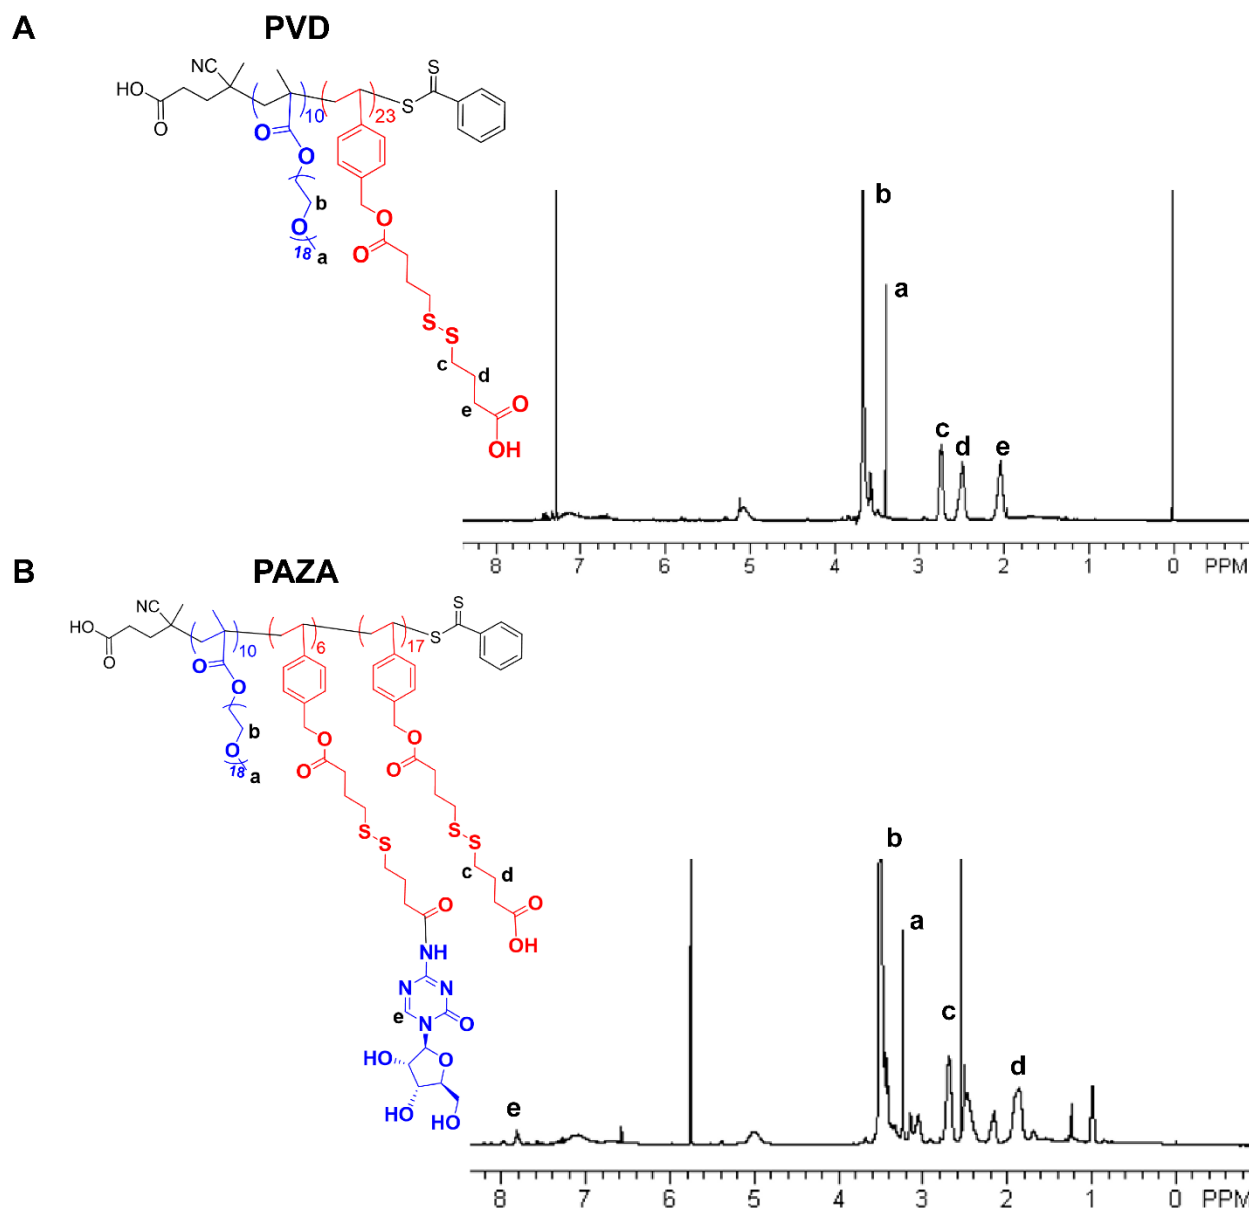

**Figure S2.** NMR characterization of PVD polymer and PAZA polymer. **(A)** PVD polymer. The ratio of PEG unit and VD unit is determined by the integration ratio of peak a to peak c. **(B)** PAZA polymer. The number of poly (ethylene glycol) methyl ether methacrylate and PVD units in the PVD polymer were determined to be 10 and 23, respectively, by comparing the intensities of  $I_a$  and  $I_c$  in (A). The number of conjugated AZA unit was determined to 6 by comparing the intensities of  $I_a$  and  $I_e$  in (B).

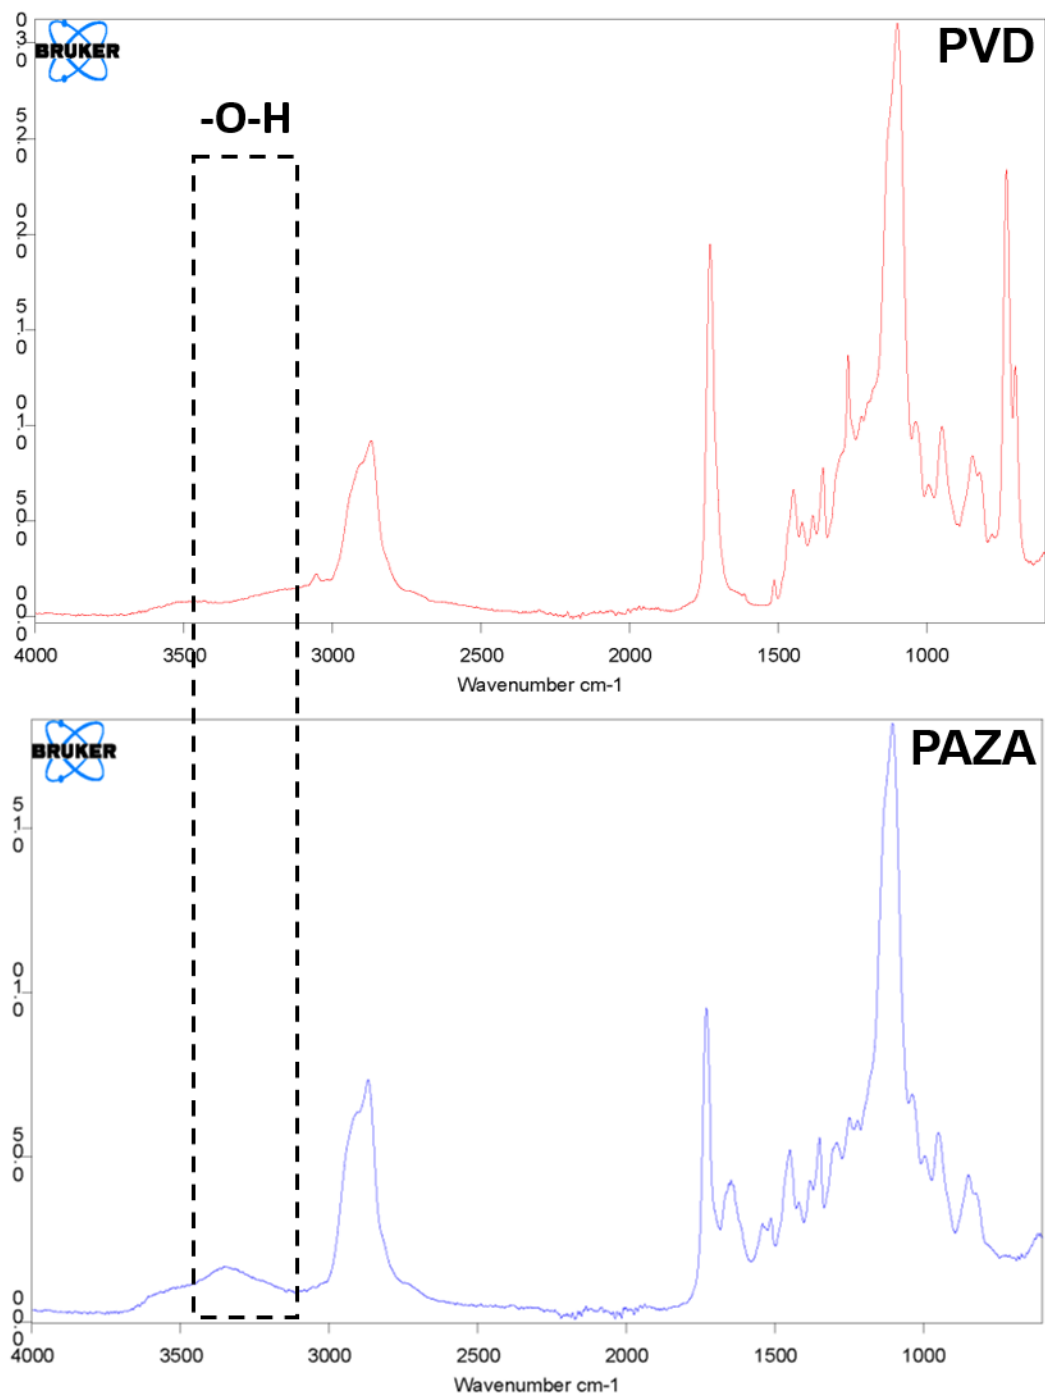

**Figure S3.** IR spectrum characterization of PVD polymer and PAZA polymer. PAZA showed strong broad O-H stretching at 3550-3200.

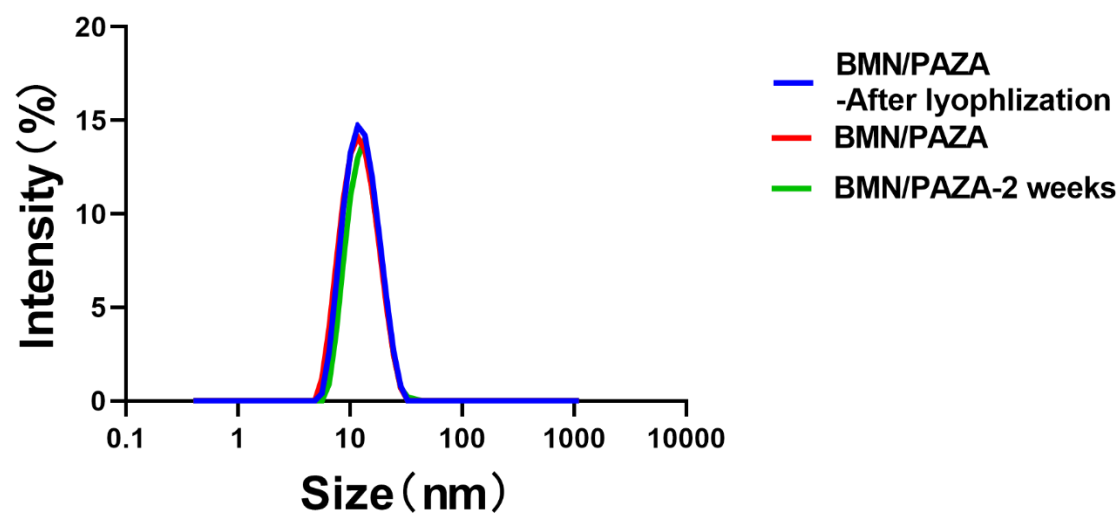

**Figure S4.** Size of BMN/PAZA (red), BMN/PAZA after lyophilization and re-dispersion (blue) and BMN/PAZA under room temperature after 2 weeks (green).

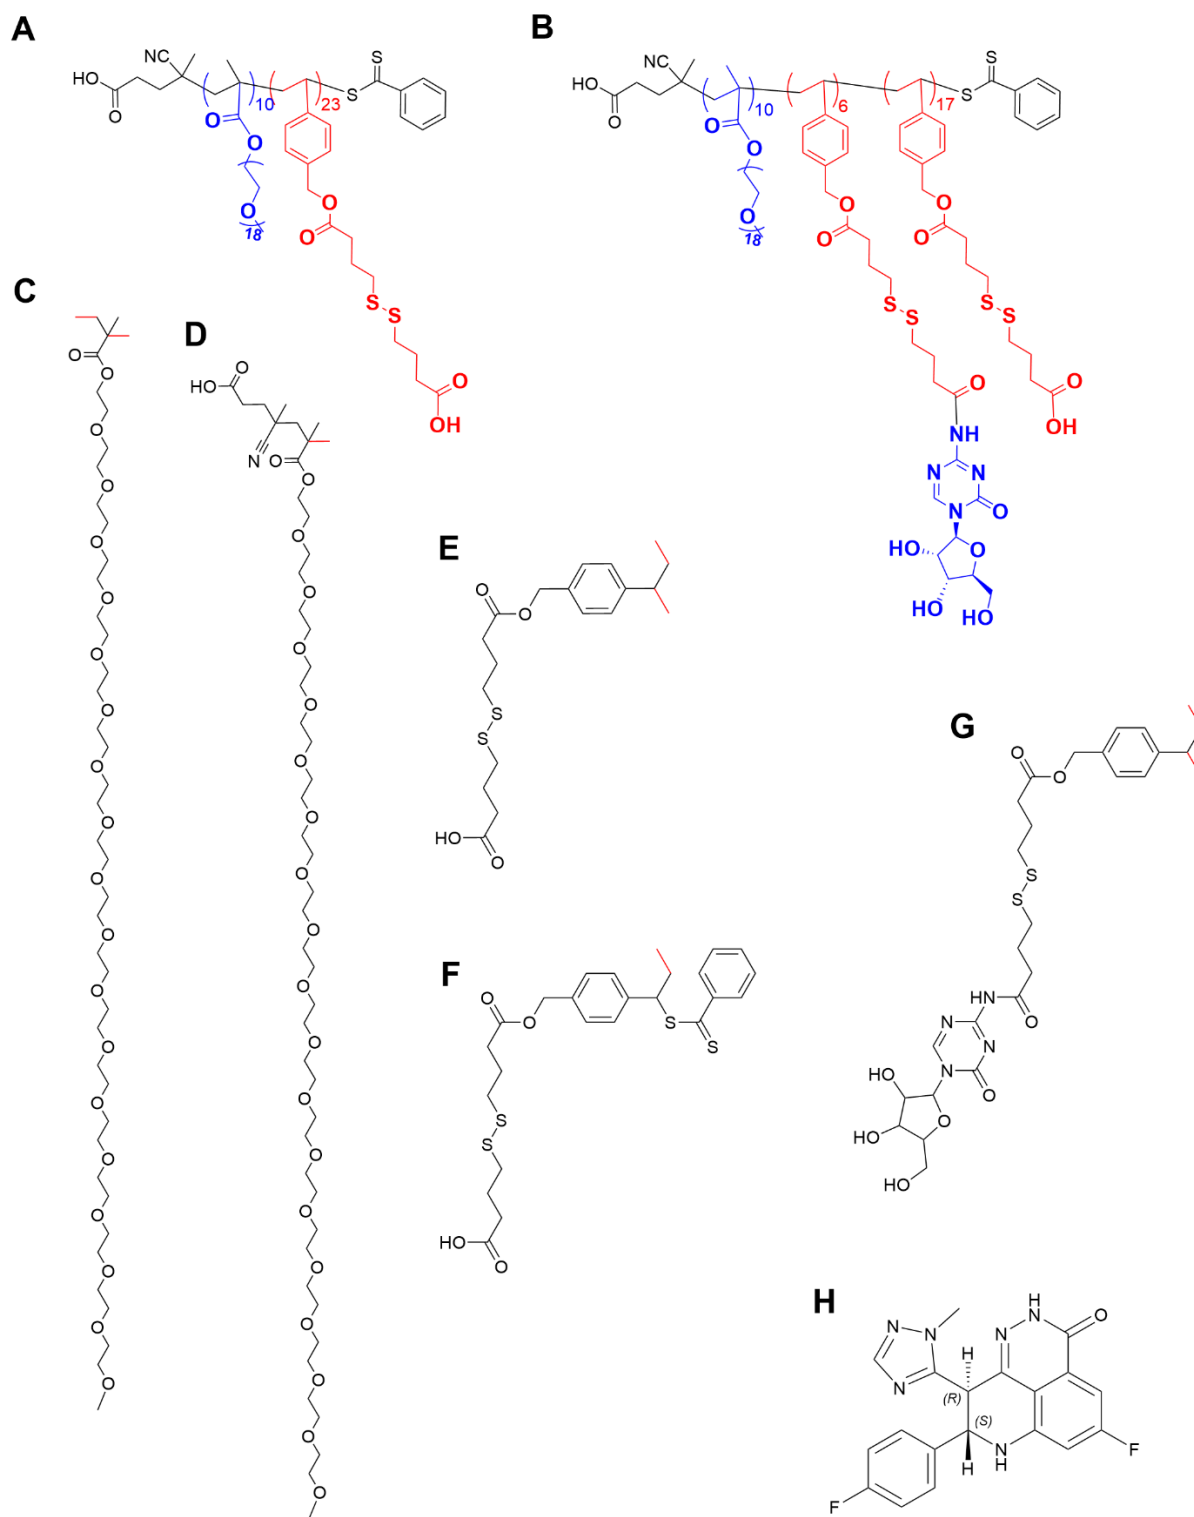

**Figure S5.** The types of residues that used for molecular dynamics simulation of the interaction between BMN and polymer (PVD or PAZA). **(A)** Structure of PVD polymer. **(B)** Structure of PAZA polymer. **(C)** OEG residue. **(D)** “N” -terminal OEG residue. **(E)** VD residue. **(F)** “C” – terminal VD residue. **(G)** AZA residue. **(H)** BMN structure.

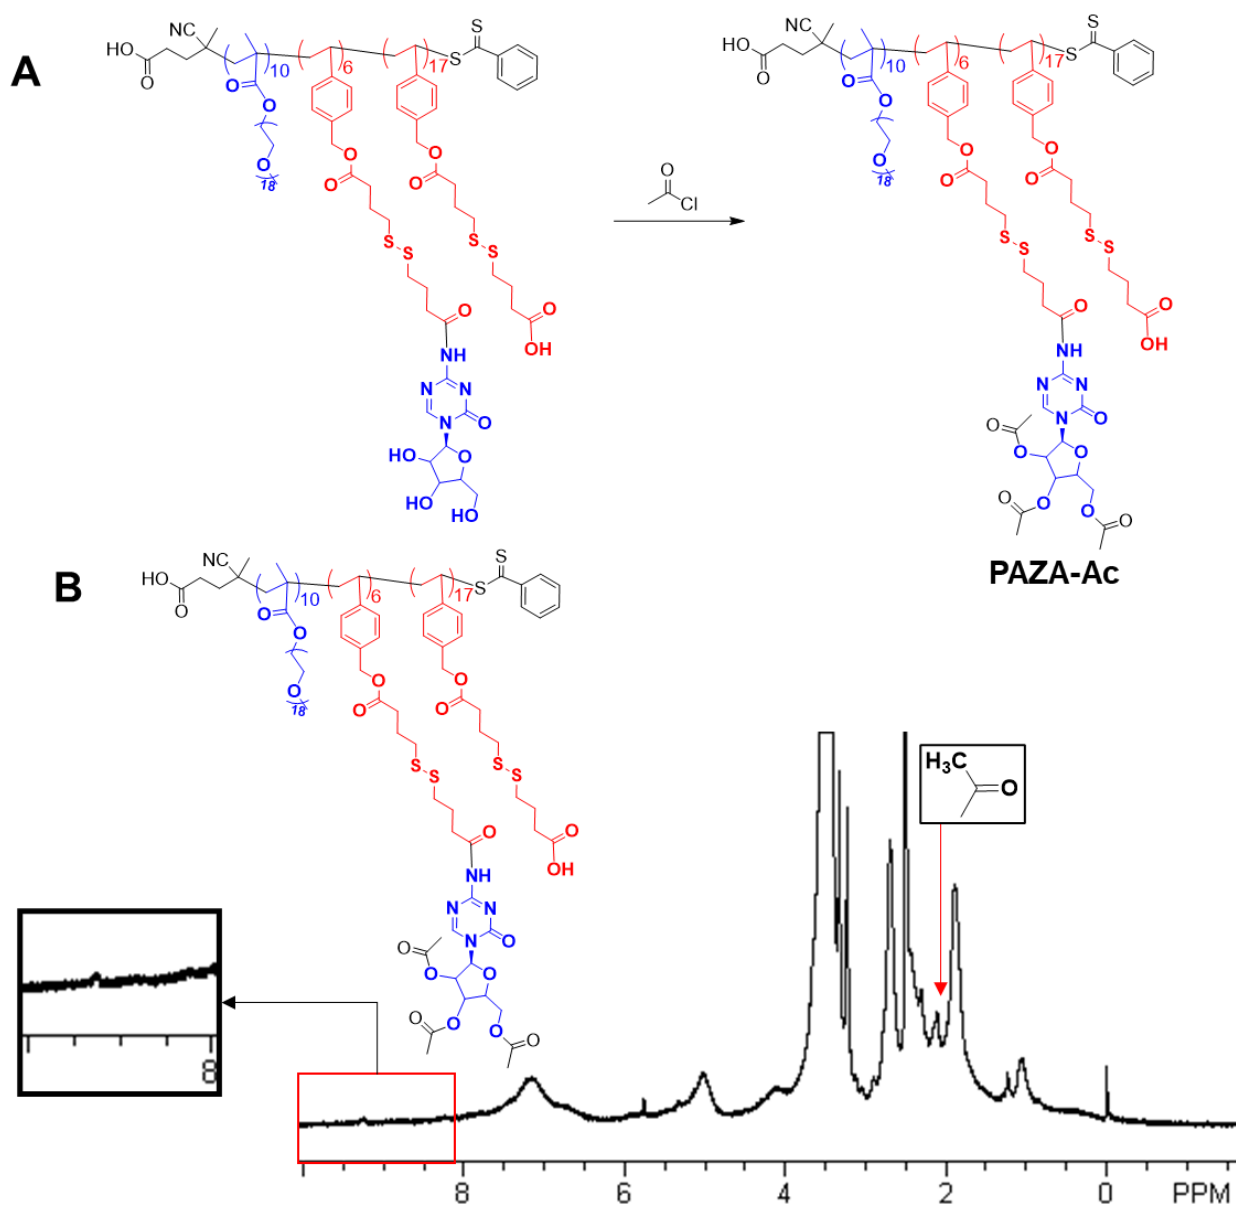

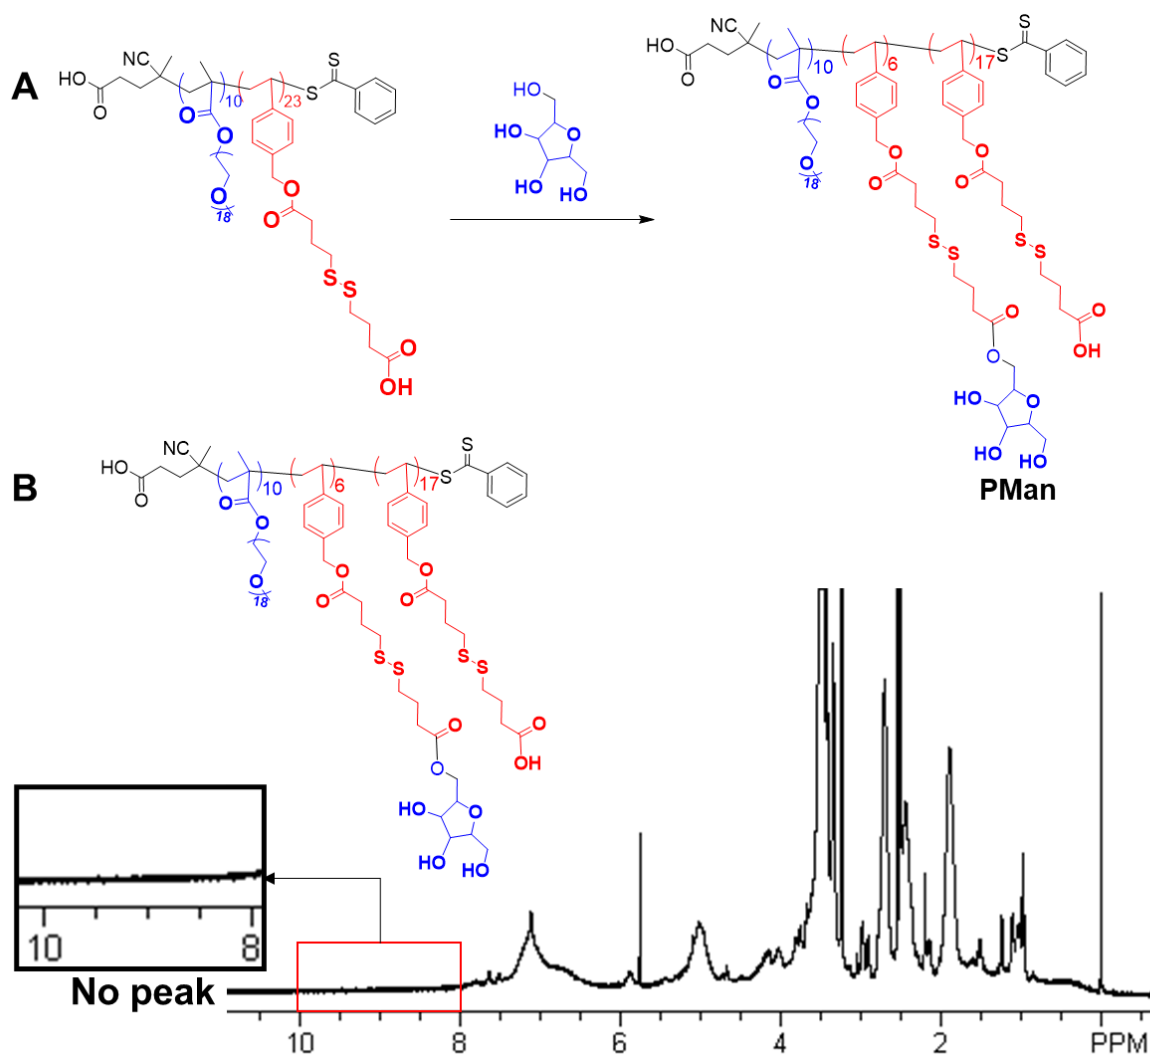

**Figure S7.** (A) Synthesis and (B) NMR characterization of mannitol conjugated PVD polymer (PMan). There was no pyridine peak shown on NMR.

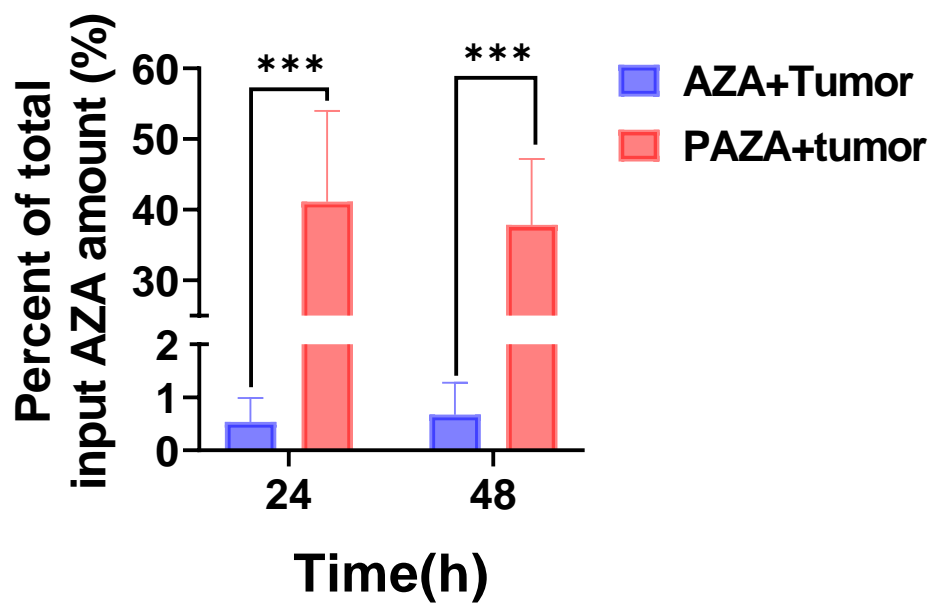

**Figure S8.** The stability of AZA in the tumor lysate. Free AZA and PAZA was incubated with tumor lysate at 24 h and 48 h, the AZA amounts were detected by HPLC. n=3 independent samples, and the data are presented as the mean $\pm$ s.d. \*\*\*p<0.001.

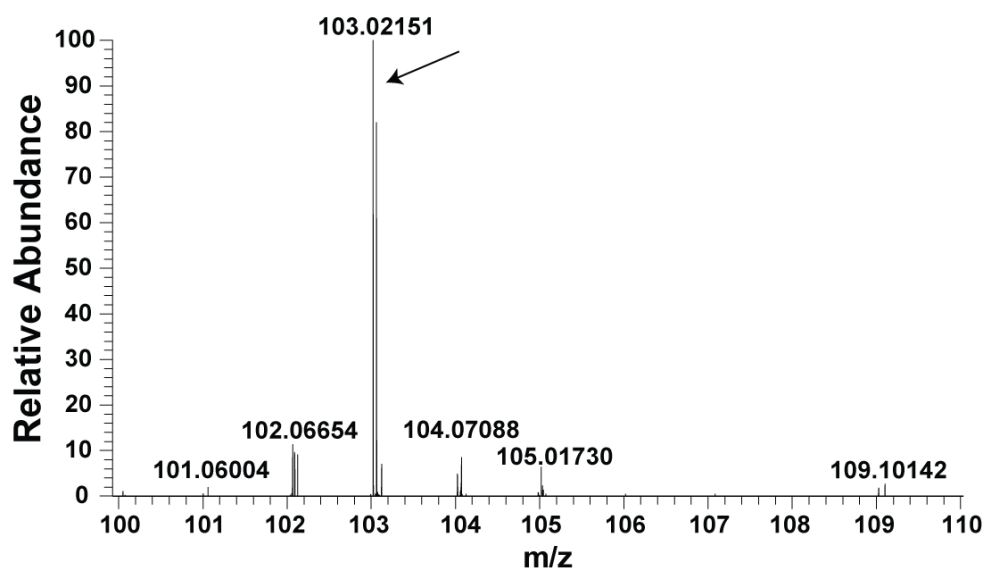

**Figure S9.** Detection of thiolan-2-one (M+1: 103) by ESI-MS.

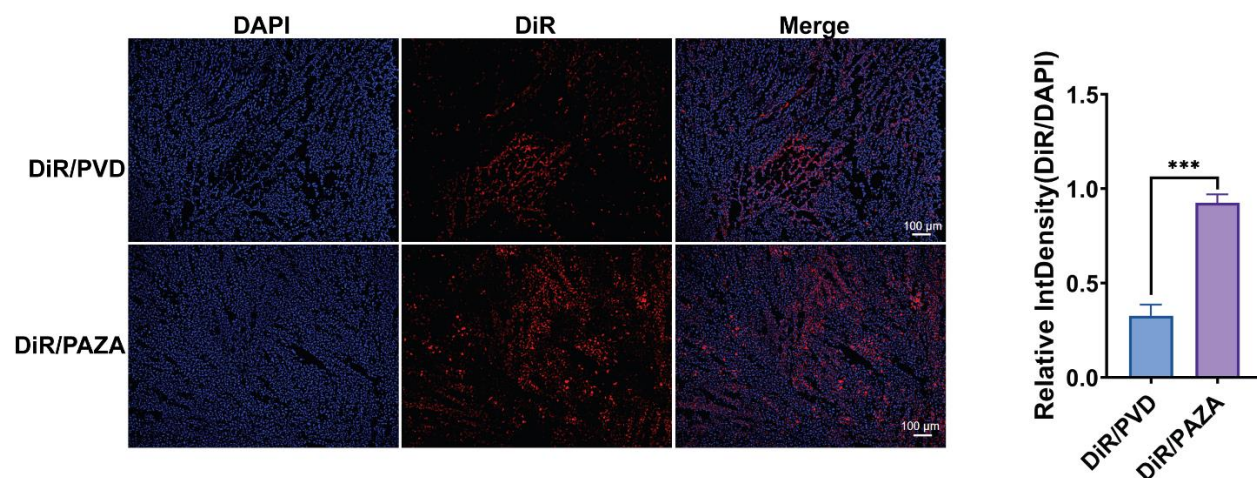

**Figure S10.** Fluorescence images and quantification of frozen tumor core sections at 24 h after treatment with DiR-loaded PVD and PAZA micelles, respectively. (n=3, data are presented as the mean $\pm$ s.d \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p<0.0001)

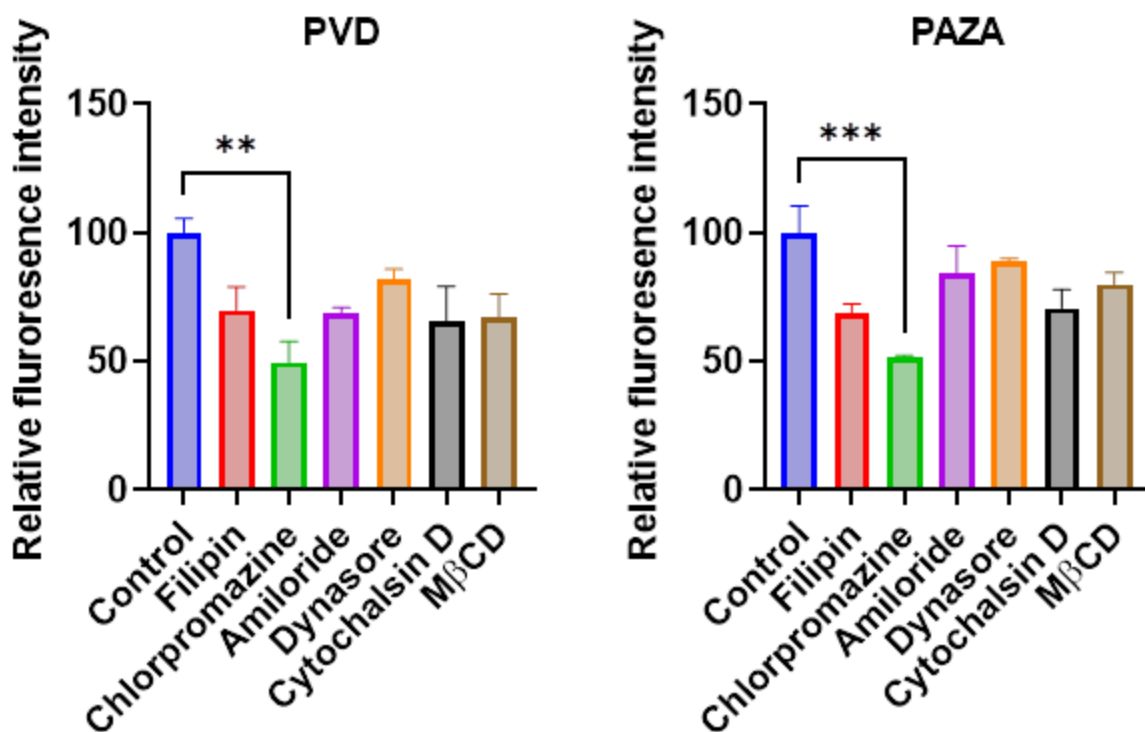

**Figure S11.** Cellular uptake of PVD and PAZA after treated with various inhibitors of endocytic proteins, represented by the quantitative median fluorescence intensity. (n=3, data are presented as the mean $\pm$ s.d. \*\*p < 0.01, \*\*\*p<0.001).

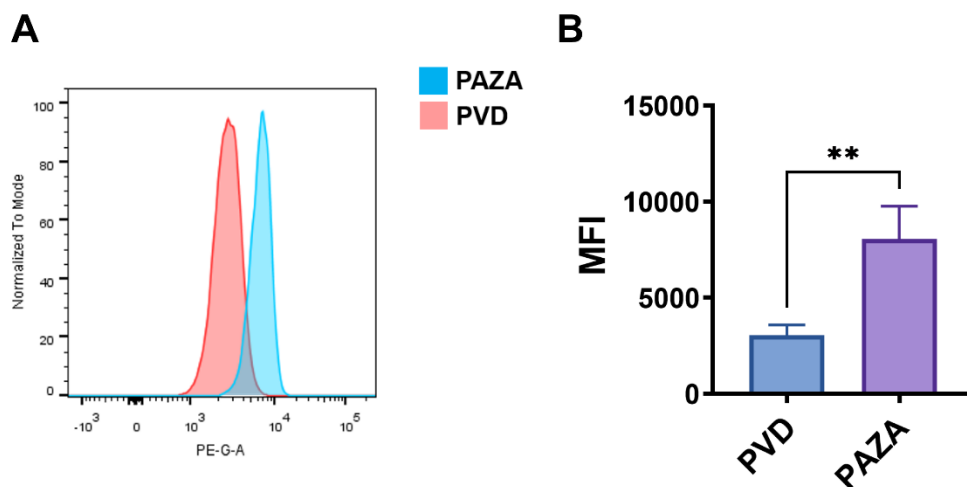

**Figure S12.** Cellular uptake of PAZA and PVD in the lower chamber in a transwell assay. (A) The histogram of the Rhodamine fluorescence intensity of lower chamber cell after different carrier treatments. (B) The quantitative median fluorescence intensity of the lower chamber cell

after different carrier treatments. n=3, data are presented as the mean±s.d, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

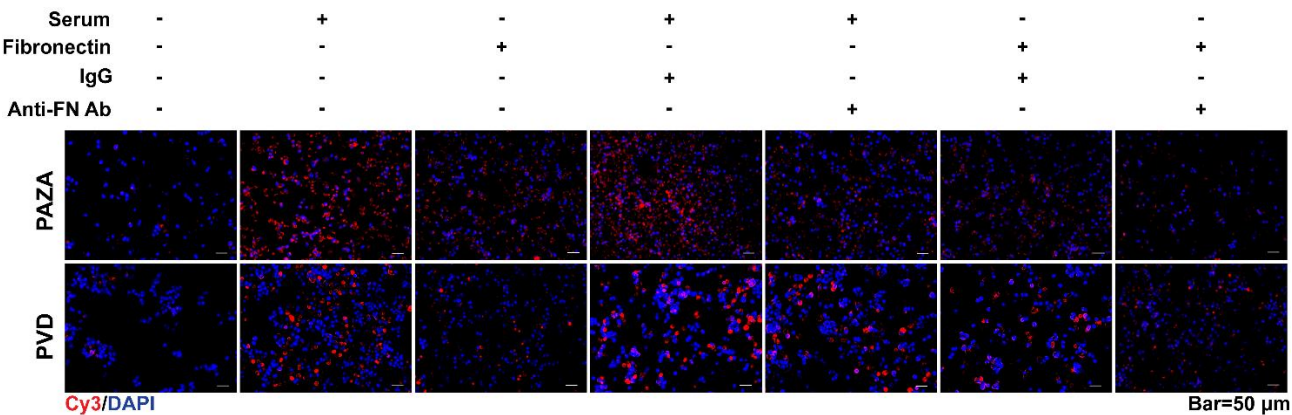

**Figure S13.** Fluorescence images of the cellular uptake of cy3-labelled PAZA and PVD after various treatments. Bar=50μm.

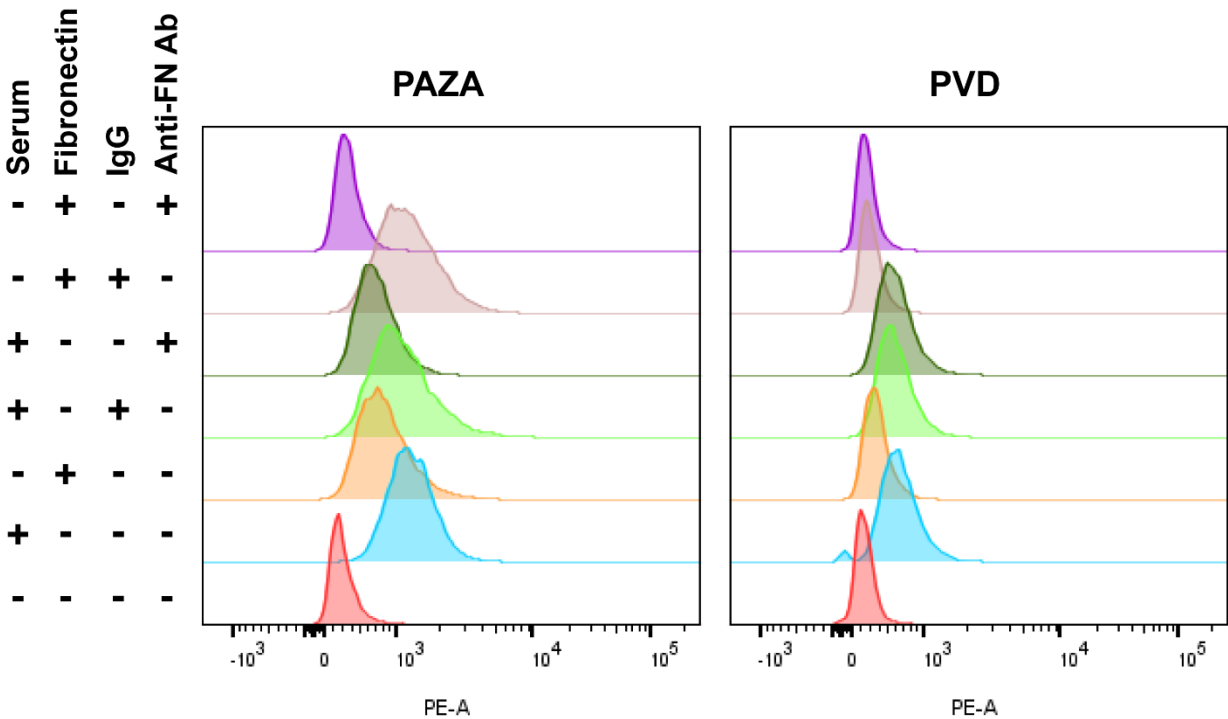

**Figure S14.** Representative histogram of the cellular uptake of cy3-labelled PAZA and PVD after different carrier treatments.

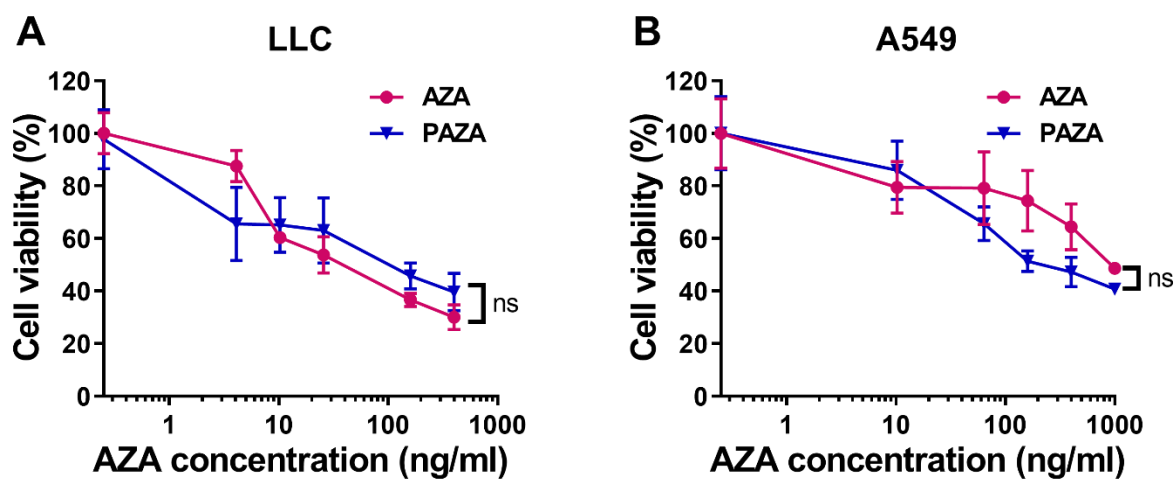

**Figure S15.** MTT cytotoxicity assay of AZA and PAZA on (A) LLC cell line and (B) A549 cell line (n=6).

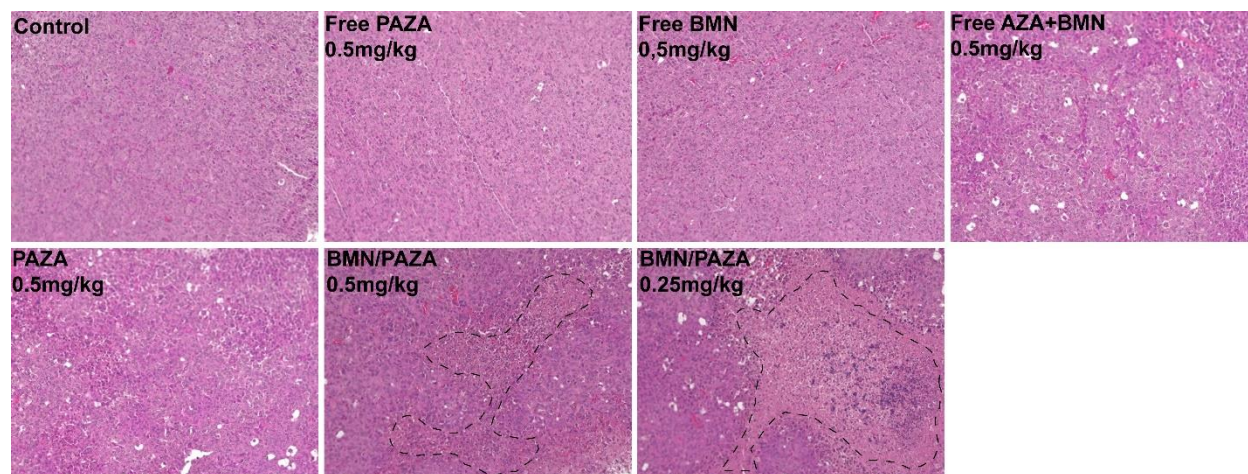

**Figure S16.** H&E staining of tumor tissues from various treatment groups. Necrosis area is defined by dash lines.

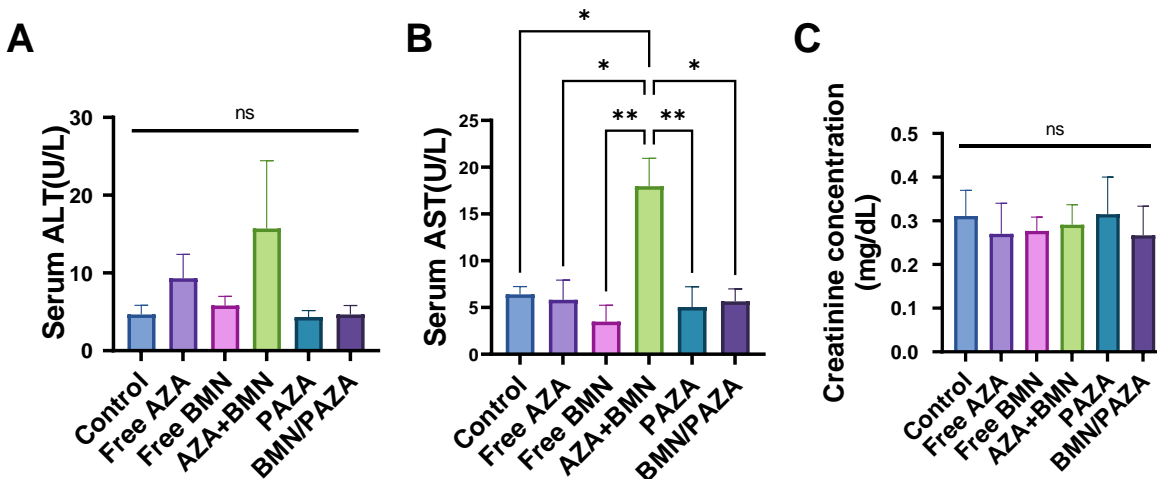

**Figure S17.** Serum level of ALT, AST, and creatinine after various treatments. The dose of both BMN and AZA is 0.5mg/kg. n=3, data are presented as the mean±s.d, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

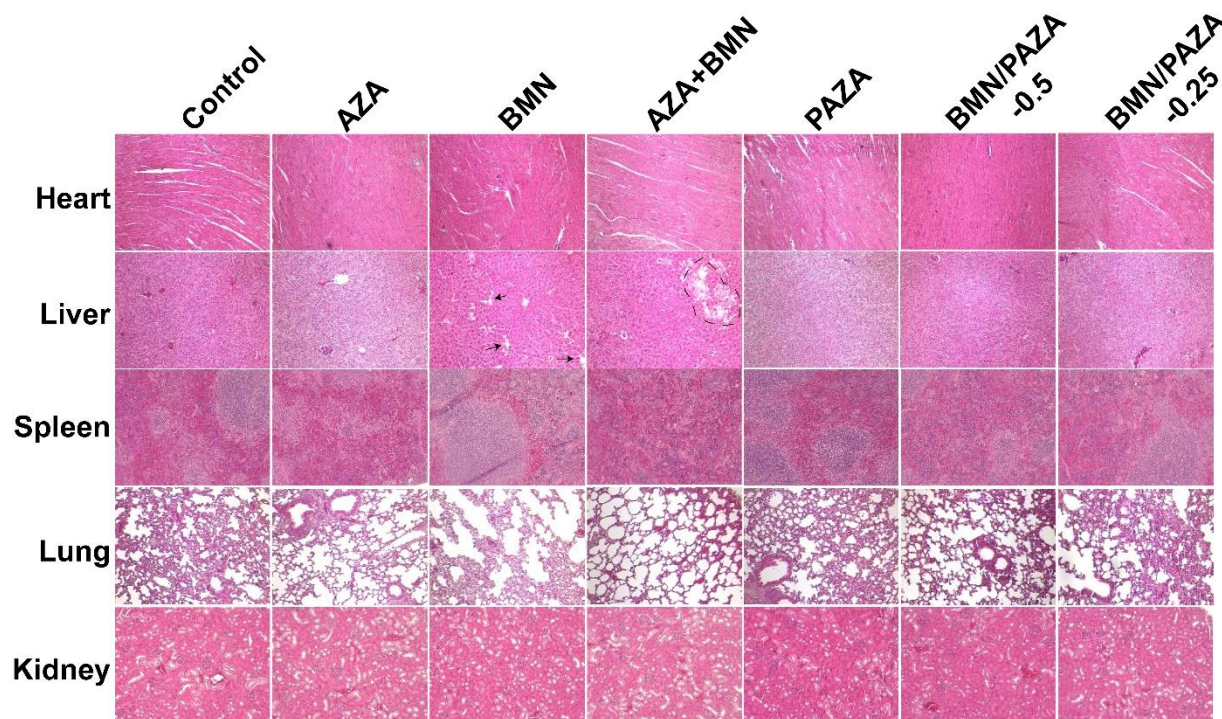

**Figure S18.** H&E staining of major organs after various treatments for 5 times. Arrow and dash line area are possible necrosis areas in liver tissue. The group treated with free BMN or free

BMN and AZA combination showed a little increased cavity in the liver tissue section, while the mice treated with BMN/PAZA showed no significant morphology change in major normal tissues.

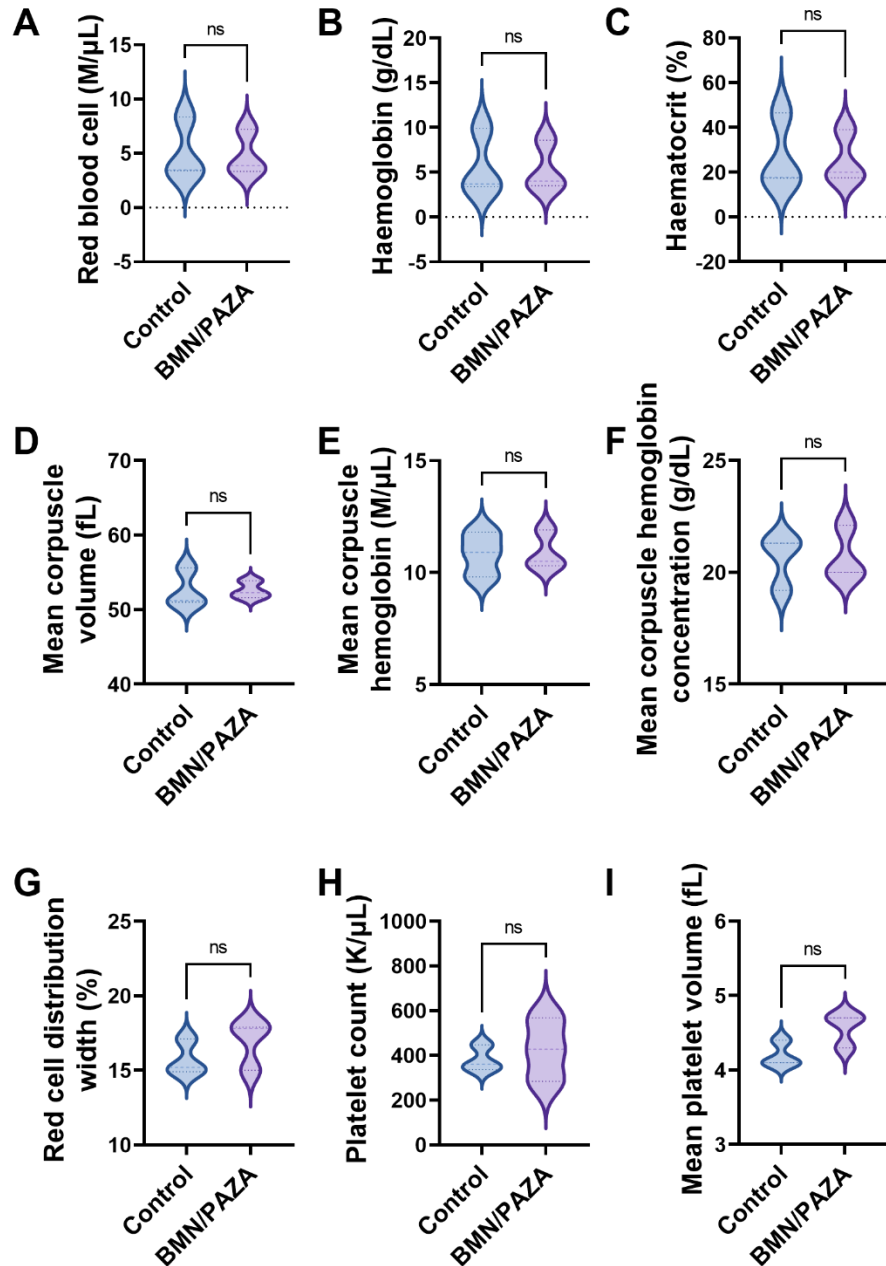

**Figure S19.** Erythrocytes and haem regulation parameters of control group and BMN/PAZA group. (A) Red Blood Cells, (B) Hemoglobin, (C) Hematocrit, (D) Mean corpuscle volume, (E) Mean corpuscle hemoglobin, (F) Mean corpuscle hemoglobin concentration, (G) Red cell distribution width, (H) Platelet count, (I) Mean platelet volume.  $n=3$ ,  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

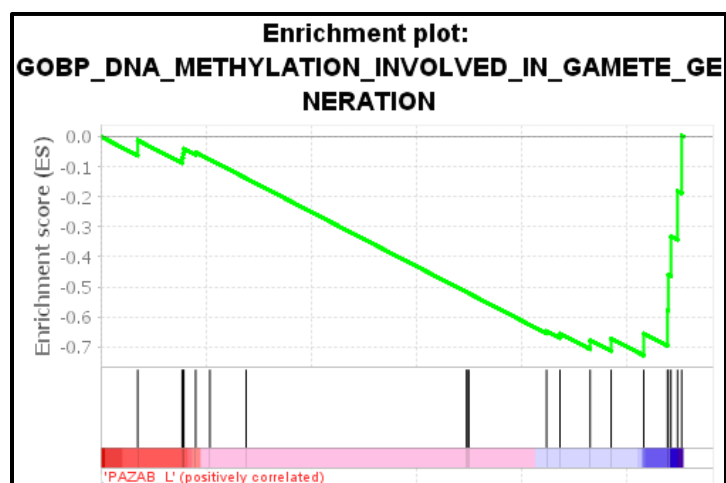

**Figure S20.** Gene Set Enrichment Analysis (GSEA) plot of transcriptional profiles in DNA methylation pathway from tumor tissues of the mice treated with BMN/PAZA versus BMN.

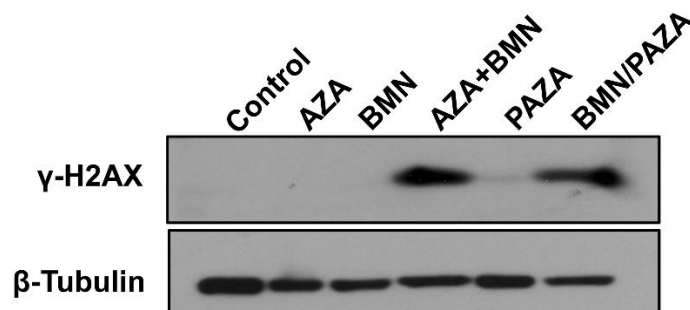

**Figure S21.**  $\gamma$ -H2AX levels in A549 cell line after treatment with AZA, BMN, free AZA plus BMN, PAZA and BMN/PAZA for 48 h, respectively.

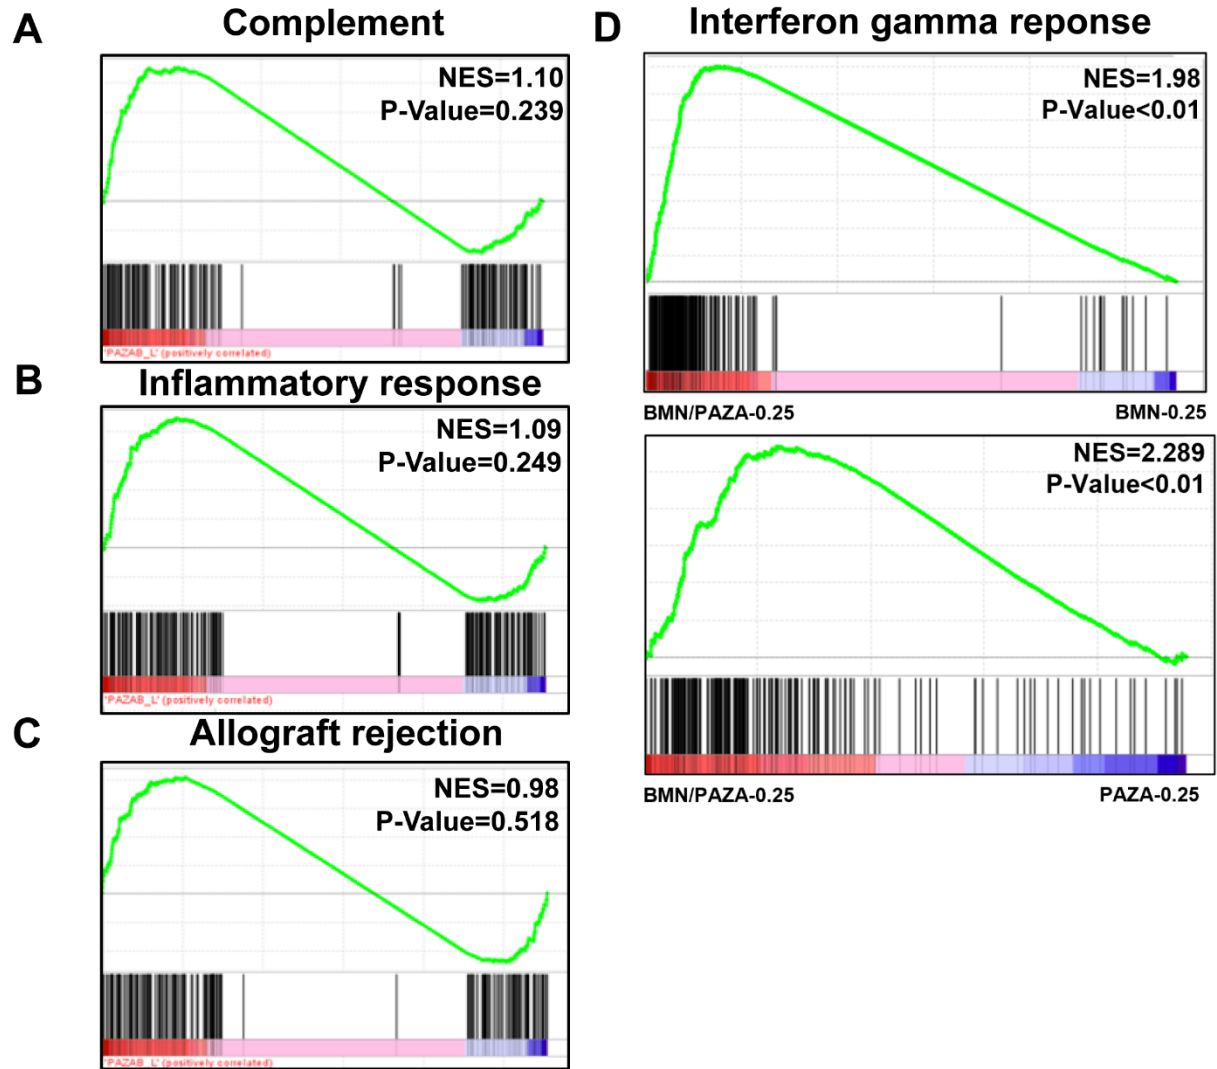

**Figure S22.** Gene Set Enrichment Analysis (GSEA) plot of tumor tissues from BMN/PAZA-0.25 treated mice on various pathway. (A-C) BMN/PAZA-0.25 versus BMN-0.25; (D) BMN/PAZA-0.25 versus BMN-0.25 and BMN/PAZA-0.25 versus PAZA-0.25 (BMN and AZA dosage: 0.25 mg/kg).

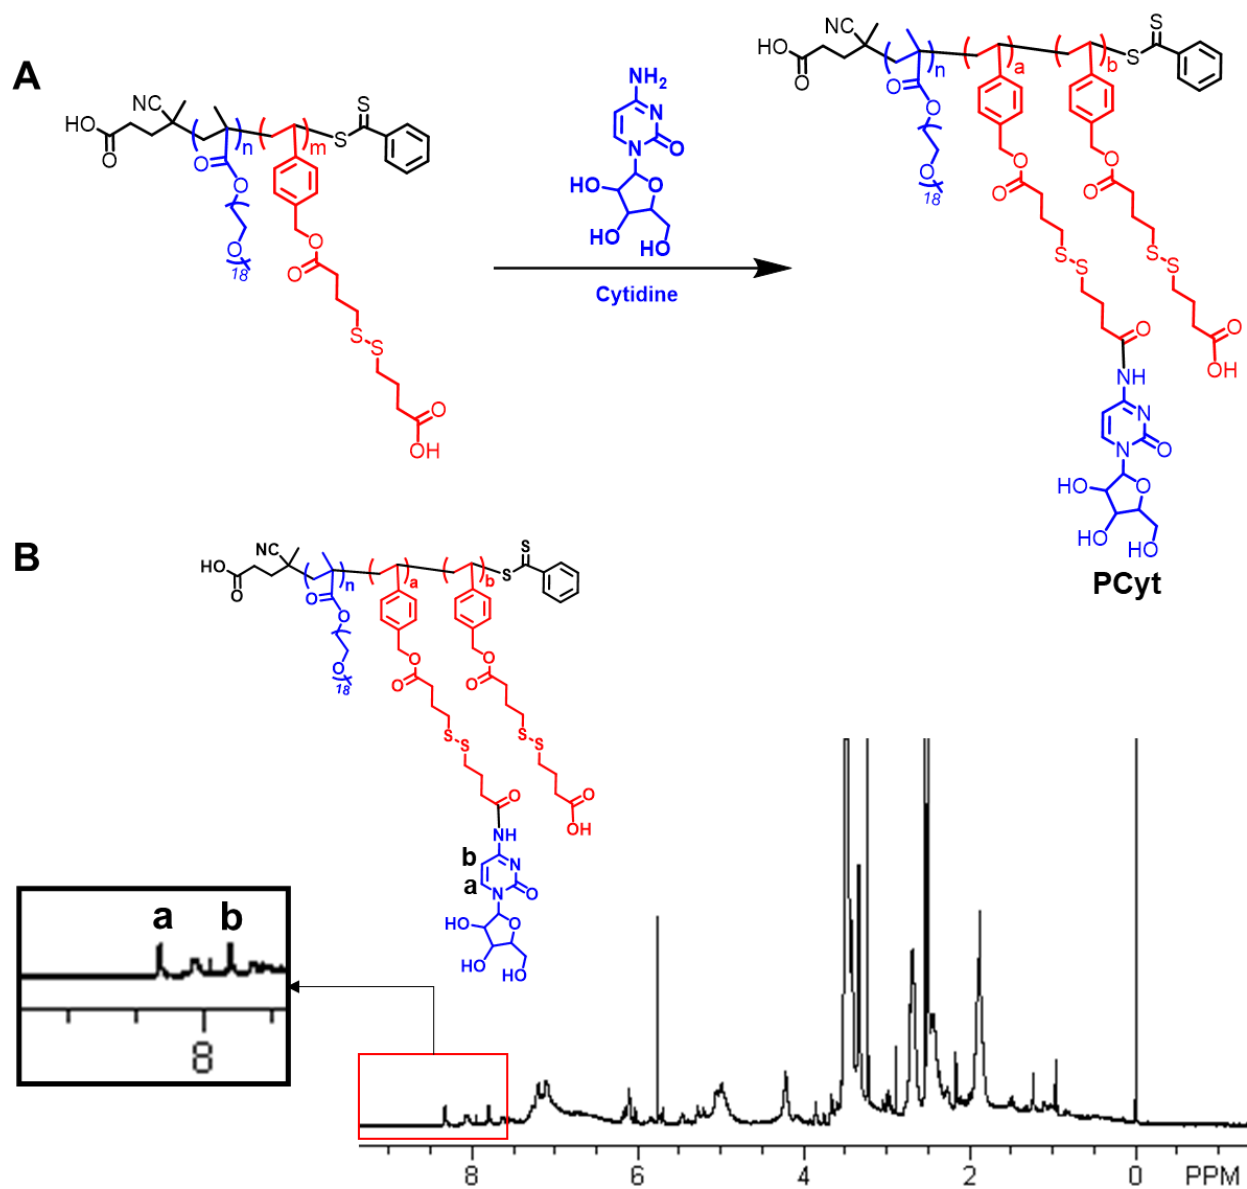

**Figure S23.** (A) Synthesis and (B) NMR characterization of PCyt polymer by conjugating cytidine to PVD polymer.

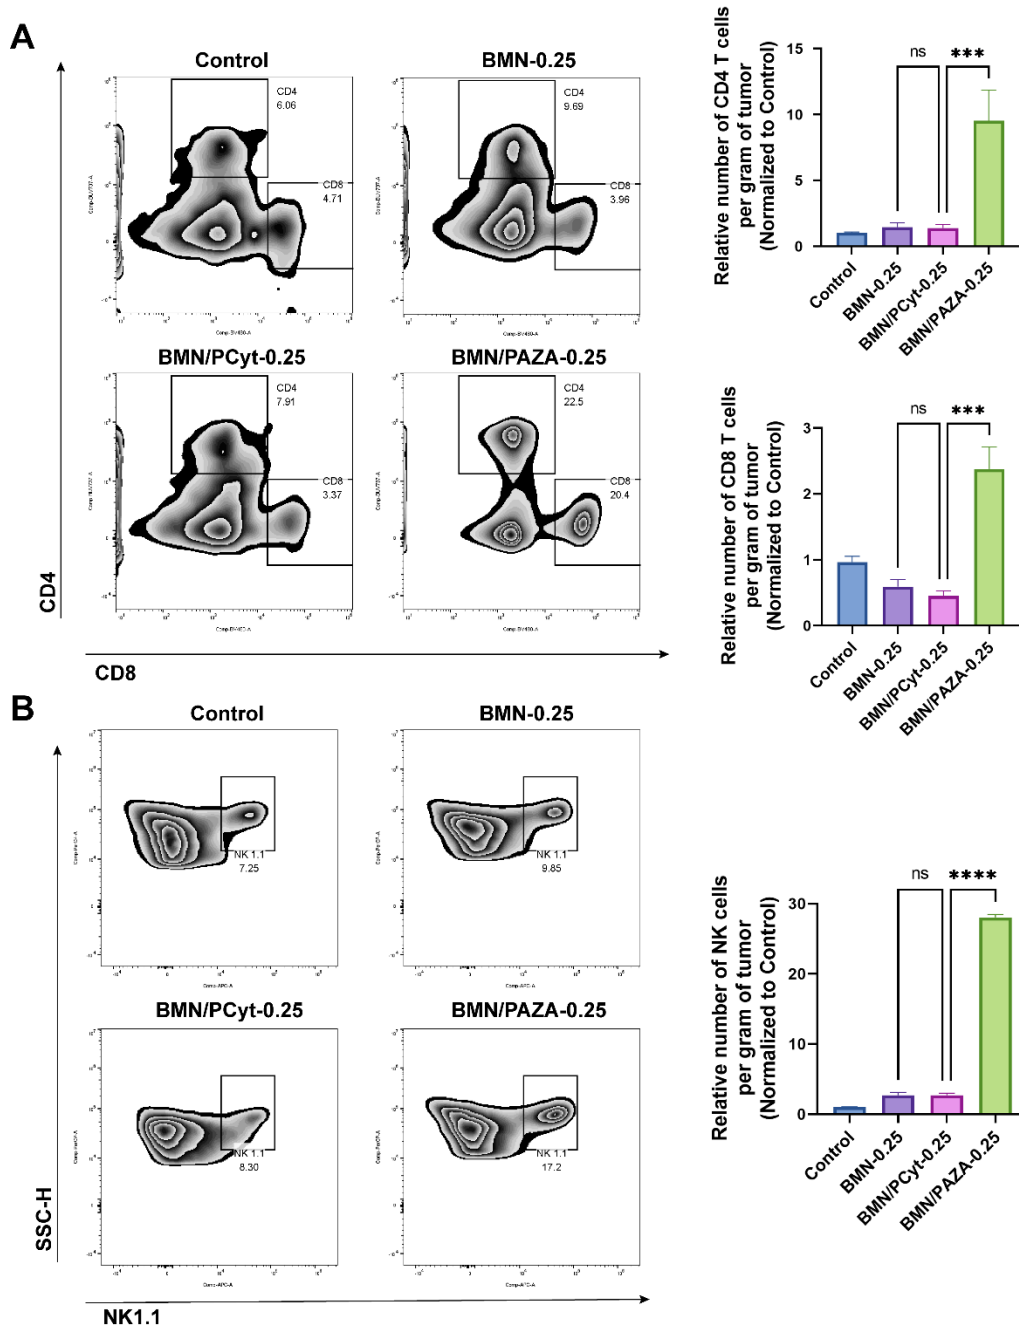

**Figure S24.** Flow cytometry analysis of immune cells, including CD4<sup>+</sup> T cells (A), CD8<sup>+</sup> T cells (B) and NK cells (C) in tumor tissues after treatments with BMN, BMN/PCyt-0.25 (0.25 mg/kg of BMN and cytidine), and BMN/PAZA-0.25 (0.25 mg/kg of BMN and AZA). n=3, data are presented as the mean±s.e.m, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

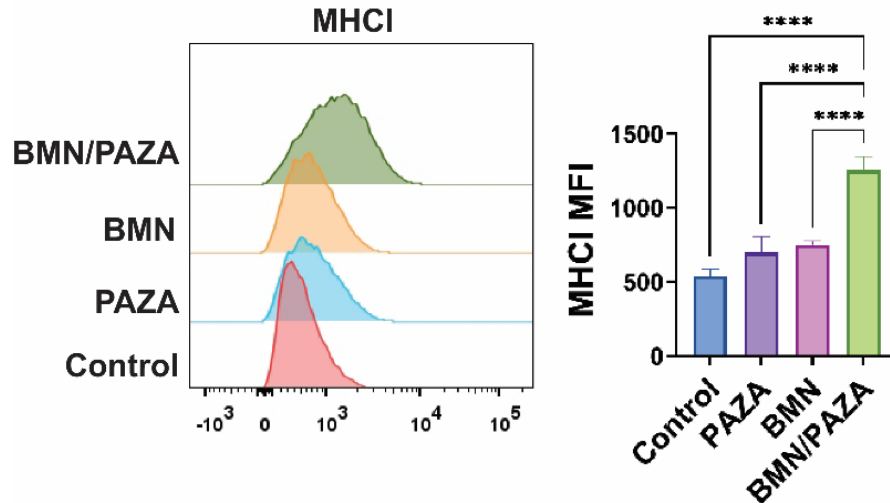

**Figure S25.** Flow cytometry analysis of MHCI on LLC cell after treatment with BMN, PAZA, or BMN/PAZA complex. n=3, data are presented as the mean $\pm$ s.d, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

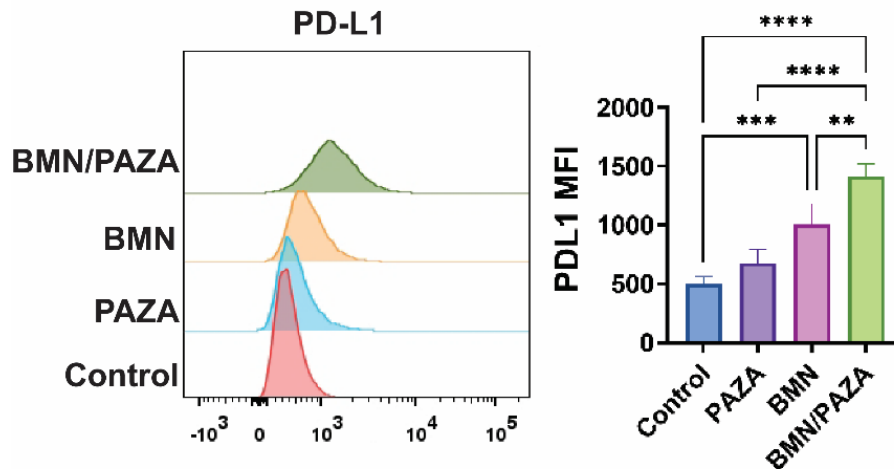

**Figure S26.** Flow cytometry analysis of PD-L1 expression on LLC cell after treatment with BMN, PAZA, or BMN/PAZA complex. n=3. data are presented as the mean $\pm$ s.d, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

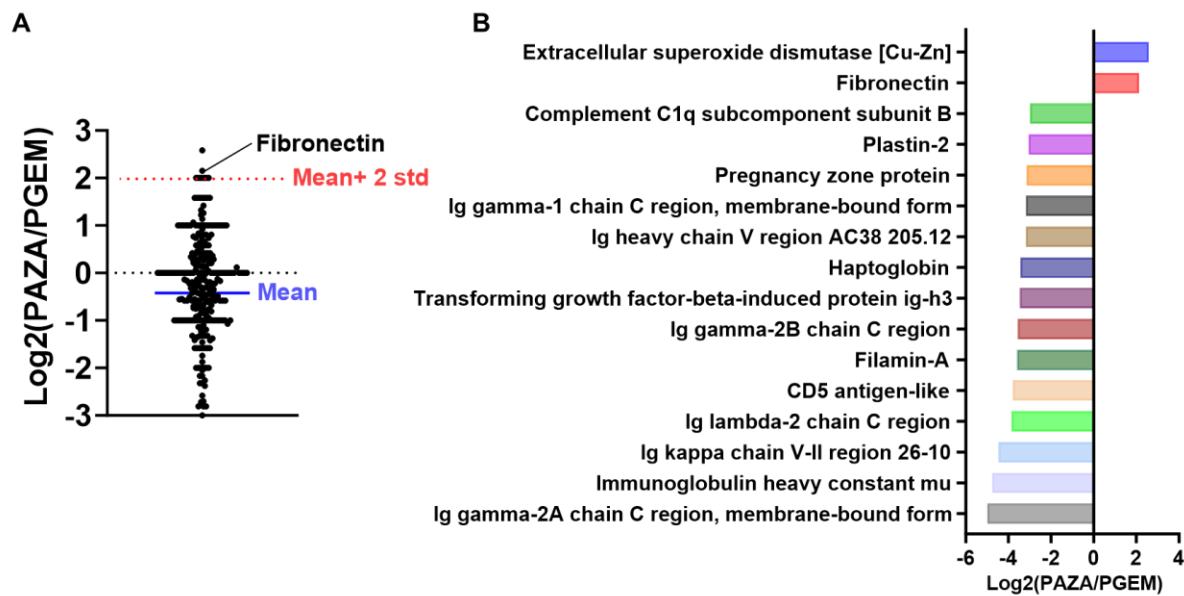

**Figure S27.** (A) Difference of various protein amount in the protein corona on PGEM & PAZA. (B) The significantly changed protein corona component of PAZA compared to protein corona on PGEM (> or < two standard deviation)

**Table S1.** List of the free energy terms of seven molecules/molecular systems. All energies are in kcal/mol.  $E_{\text{int}}$  is the total energy of the bonded terms and  $T$  is set to 298.15 K.

| System            | $E_{\text{int}}$ | $E_{\text{VDW}}$ | $E_{\text{eel}}$ | $G_{\text{sol}}^{\text{PB}}$ | $G_{\text{sol}}^{\text{SA}}$ | $TS$           | $G_{\text{MM-PBSA-WSAS}}$ |
|-------------------|------------------|------------------|------------------|------------------------------|------------------------------|----------------|---------------------------|
| <b>BMN</b>        | 47.17 ± 0.14     | 6.70 ± 0.06      | -94.61 ± 0.07    | -21.96 ± 0.03                | 4.27 ± 0.00                  | 45.33 ± 0.01   | -103.76 ± 0.11            |
| <b>PAZA</b>       | 4118.42 ± 2.51   | -480.02 ± 0.29   | -1272.59 ± 3.33  | -1021.10 ± 1.60              | 71.69 ± 0.13                 | 2003.95 ± 0.78 | -587.55 ± 1.52            |
| <b>PVD</b>        | 3799.64 ± 2.05   | -462.40 ± 2.05   | 1008.63 ± 1.45   | -889.28 ± 1.52               | 70.26 ± 0.06                 | 1892.21 ± 0.32 | 1634.64 ± 2.40            |
| <b>PAZA+8 BMN</b> | 4490.74 ± 4.61   | -646.34 ± 2.71   | -2123.78 ± 1.81  | -1025.53 ± 1.11              | 71.33 ± 0.14                 | 2228.66 ± 0.61 | -1462.23 ± 4.00           |
| <b>PVD+8 BMN</b>  | 4175.65 ± 3.83   | -603.89 ± 1.87   | 193.50 ± 1.29    | -945.64 ± 1.29               | 72.16 ± 0.10                 | 2125.54 ± 0.31 | 766.23 ± 2.96             |

**Table S2.** Logic matrix illustrating the effects of chemical inhibitors we used on different endocytic pathways.

|                       | Targeted endocytosis pathway |                   |                  |              |
|-----------------------|------------------------------|-------------------|------------------|--------------|
|                       | Clathrin-Mediated            | Caveolin-Mediated | Macropinocytosis | Phagocytosis |
| <b>Filipin</b>        |                              | ×                 |                  |              |
| <b>Chlorpromazine</b> | ×                            |                   |                  |              |
| <b>Amiloride</b>      |                              |                   | ×                |              |
| <b>Dynasore</b>       | ×                            |                   |                  |              |
| <b>Cytochalasin D</b> |                              |                   |                  | ×            |
| <b>MβCD</b>           |                              | ×                 |                  |              |

**Table S3.** Rank of the abundance of various protein in the protein corona of PAZA,PGEM and PVD

| Abundance Rank | PAZA                            | PGEM                                            | PVD                             |
|----------------|---------------------------------|-------------------------------------------------|---------------------------------|
| 1              | Albumin                         | Albumin                                         | Albumin                         |
| 2              | Complement C3                   | Complement C3                                   | Serine protease inhibitor A3K   |
| 3              | Serotransferrin                 | Serotransferrin                                 | Serotransferrin                 |
| 4              | Serine protease inhibitor A3K   | Pregnancy zone protein                          | Complement C3                   |
| 5              | Alpha-1-antitrypsin 1-1         | Murinoglobulin-1                                | Alpha-1-antitrypsin 1-1         |
| 6              | Murinoglobulin-1                | Complement factor H                             | Murinoglobulin-1                |
| 7              | Hemopexin                       | Ceruloplasmin                                   | Hemopexin                       |
| 8              | Alpha-1-antitrypsin 1-2         | Ig gamma-2A chain C region, membrane-bound form | Alpha-1-antitrypsin 1-2         |
| 9              | Alpha-1-antitrypsin 1-4         | Apolipoprotein B-100                            | Serine protease inhibitor A3M   |
| 10             | Ceruloplasmin                   | Hemopexin                                       | Ceruloplasmin                   |
| 11             | Serine protease inhibitor A3M   | Alpha-1-antitrypsin 1-1                         | Alpha-1-antitrypsin 1-4         |
| 12             | Complement factor H             | Murinoglobulin-2                                | Plasminogen                     |
| 13             | Vitamin D-binding protein       | Serine protease inhibitor A3K                   | Carboxylesterase 1C             |
| 14             | Plasminogen                     | Plasminogen                                     | Vitamin D-binding protein       |
| 15             | Apolipoprotein B-100            | Ig gamma-1 chain C region, membrane-bound form  | Apolipoprotein B-100            |
| 16             | Complement C5                   | Ig gamma-2B chain C region                      | Inhibitor of carbonic anhydrase |
| 17             | Carboxylesterase 1C             | Alpha-1-antitrypsin 1-4                         | Afamin                          |
| 18             | Complement C4-B                 | Alpha-1-antitrypsin 1-2                         | Complement factor B             |
| 19             | Antithrombin-III                | Complement C4-B                                 | Antithrombin-III                |
| 20             | Apolipoprotein A-I              | Haptoglobin                                     | Serine protease inhibitor A3N   |
| 21             | Kininogen-1                     | Inter alpha-trypsin inhibitor, heavy chain 4    | Complement C4-B                 |
| 22             | Inhibitor of carbonic anhydrase | Complement C5                                   | Kininogen-1                     |

|    |                                                                        |                                                      |                                                         |
|----|------------------------------------------------------------------------|------------------------------------------------------|---------------------------------------------------------|
| 23 | Inter alpha-trypsin inhibitor, heavy chain 4                           | Inter-alpha-trypsin inhibitor heavy chain H1         | Pregnancy zone protein                                  |
| 24 | Isoform LMW of Kininogen-1                                             | Carboxylesterase 1C                                  | Murinoglobulin-2                                        |
| 25 | Afamin                                                                 | Ig gamma-3 chain C region                            | Gelsolin                                                |
| 26 | Inter-alpha-trypsin inhibitor heavy chain H1                           | Vitamin D-binding protein                            | Isoform LMW of Kininogen-1                              |
| 27 | Murinoglobulin-2                                                       | Apolipoprotein A-IV                                  | Inter alpha-trypsin inhibitor, heavy chain 4            |
| 28 | Complement factor B                                                    | Inter-alpha-trypsin inhibitor heavy chain H3         | Apolipoprotein A-I                                      |
| 29 | Apolipoprotein A-IV                                                    | Hemoglobin subunit beta-1                            | Apolipoprotein A-IV                                     |
| 30 | Fibronectin                                                            | Serine protease inhibitor A3M                        | Prothrombin                                             |
| 31 | Gelsolin                                                               | Prothrombin                                          | Alpha-2-antiplasmin                                     |
| 32 | Prothrombin                                                            | Thrombospondin-1                                     | Complement factor H                                     |
| 33 | Transthyretin                                                          | Complement factor B                                  | Phosphatidylinositol-glycan-specific phospholipase D    |
| 34 | Alpha-2-antiplasmin                                                    | Gelsolin                                             | Inter-alpha-trypsin inhibitor heavy chain H1            |
| 35 | Serine protease inhibitor A3N                                          | Immunoglobulin kappa constant                        | Inter-alpha-trypsin inhibitor heavy chain H3            |
| 36 | Inter-alpha-trypsin inhibitor heavy chain H2                           | Antithrombin-III                                     | Hemoglobin subunit beta-1                               |
| 37 | Phosphatidylinositol-glycan-specific phospholipase D                   | Inhibitor of carbonic anhydrase                      | Corticosteroid-binding globulin                         |
| 38 | Hemoglobin subunit beta-1                                              | Afamin                                               | Carboxypeptidase N subunit 2                            |
| 39 | Pregnancy zone protein                                                 | Apolipoprotein A-I                                   | Inter-alpha-trypsin inhibitor heavy chain H2            |
| 40 | Inter-alpha-trypsin inhibitor heavy chain H3                           | Kininogen-1                                          | Alpha-2-HS-glycoprotein                                 |
| 41 | Alpha-2-HS-glycoprotein                                                | Ig alpha chain C region                              | Plasma kallikrein                                       |
| 42 | Apolipoprotein E                                                       | Plasma protease C1 inhibitor                         | Apolipoprotein E                                        |
| 43 | Complement factor I                                                    | Hemoglobin subunit alpha                             | Hemoglobin subunit beta-2                               |
| 44 | Corticosteroid-binding globulin                                        | Heparin cofactor 2                                   | Complement C5                                           |
| 45 | Plasma kallikrein                                                      | Phosphatidylinositol-glycan-specific phospholipase D | Complement component C8 beta chain                      |
| 46 | Heparin cofactor 2                                                     | Inter-alpha-trypsin inhibitor heavy chain H2         | Leukemia inhibitory factor receptor                     |
| 47 | Insulin-like growth factor-binding protein complex acid labile subunit | Plasma kallikrein                                    | H-2 class I histocompatibility antigen, Q10 alpha chain |
| 48 | Carboxypeptidase N catalytic chain                                     | Serine protease inhibitor A3N                        | Heparin cofactor 2                                      |
| 49 | Leukemia inhibitory factor receptor                                    | Sulfhydryl oxidase 1                                 | Sulfhydryl oxidase 1                                    |
| 50 | Plasma protease C1 inhibitor                                           | Complement component C9                              | Transferrin receptor protein 1                          |

**Table S4.** IC<sub>50</sub> of BMN, PAZA carrier, free drug combination, and BMN/PAZA combination on LLC and A549 cell line.

| <b>IC50(ng/mL)</b> | <b>BMN</b> | <b>AZA+BMN</b> | <b>PAZA</b> | <b>BMN/PAZA</b> |
|--------------------|------------|----------------|-------------|-----------------|
| <b>LLC</b>         | 325.8      | 146.2          | 4972        | 55.96           |
| <b>A549</b>        | 814.2      | 120.9          | 108992      | 124             |

**Tables. S5.** Enriched genes in Gene Set Enrichment Analysis for DNA Methylation pathway

| SYMBOL                 | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
|------------------------|-------------------|-------------------|------------|-----------------|
| <a href="#">TDRD5</a>  | 46485             | -0.632            | -0.6769    | Yes             |
| <a href="#">DNMT3L</a> | 48480             | -0.868            | -0.6719    | Yes             |
| <a href="#">TDRD12</a> | 51573             | -1.528            | -0.6553    | Yes             |
| <a href="#">PIWIL4</a> | 53832             | -2.496            | -0.5778    | Yes             |
| <a href="#">TDRD9</a>  | 53904             | -2.539            | -0.4588    | Yes             |
| <a href="#">ASZ1</a>   | 54160             | -2.773            | -0.3319    | Yes             |
| <a href="#">MORC1</a>  | 54783             | -3.408            | -0.1817    | Yes             |
| <a href="#">TDRKH</a>  | 55178             | -4.048            | 0.0031     | Yes             |

**Tables. S6.** Top 50 enriched genes in Gene Set Enrichment Analysis for DNA repair pathway

**Tables. S7.** Top 50 enriched genes in Gene Set Enrichment Analysis for Complement pathway

**Tables. S8.** Top 50 enriched genes in Gene Set Enrichment Analysis for Inflammatory pathway

**Tables. S9.** Top 50 enriched genes in Gene Set Enrichment Analysis for Allograft rejection pathway

**Tables. S10.** Top 50 enriched genes in Gene Set Enrichment Analysis for Interferon gamma pathway

**Tables. S11.** TOP 50 enriched genes in Gene Set Enrichment Analysis for Interferon alpha pathway

| Tables. S12. Enriched genes in Gene Set Enrichment Analysis for cytosolic DNA sensing pathway |                   |                   |            |                 |
|-----------------------------------------------------------------------------------------------|-------------------|-------------------|------------|-----------------|
| SYMBOL                                                                                        | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| <a href="#">CCL5</a>                                                                          | 363               | 3.681             | 0.0453     | Yes             |
| <a href="#">IL6</a>                                                                           | 419               | 3.588             | 0.0949     | Yes             |
| <a href="#">CCL4</a>                                                                          | 456               | 3.529             | 0.144      | Yes             |
| <a href="#">CASP1</a>                                                                         | 747               | 3.132             | 0.1829     | Yes             |
| <a href="#">IRF3</a>                                                                          | 864               | 3.073             | 0.2241     | Yes             |
| <a href="#">PYCARD</a>                                                                        | 919               | 3.041             | 0.266      | Yes             |
| <a href="#">RIPK3</a>                                                                         | 983               | 2.972             | 0.3068     | Yes             |
| <a href="#">NFKBIA</a>                                                                        | 1057              | 2.897             | 0.3463     | Yes             |
| <a href="#">POLR3H</a>                                                                        | 1459              | 2.523             | 0.3746     | Yes             |
| <a href="#">IL18</a>                                                                          | 1511              | 2.5               | 0.4089     | Yes             |
| <a href="#">POLR3D</a>                                                                        | 1788              | 2.384             | 0.4375     | Yes             |
| <a href="#">RIPK1</a>                                                                         | 1985              | 2.332             | 0.4668     | Yes             |
| <a href="#">CXCL10</a>                                                                        | 2021              | 2.303             | 0.4987     | Yes             |
| <a href="#">NFKB1</a>                                                                         | 2150              | 2.221             | 0.5276     | Yes             |
| <a href="#">DDX58</a>                                                                         | 2582              | 1.997             | 0.548      | Yes             |
| <a href="#">POLR3F</a>                                                                        | 2705              | 1.931             | 0.573      | Yes             |
| <a href="#">IRF7</a>                                                                          | 2723              | 1.923             | 0.5998     | Yes             |
| <a href="#">IKBKG</a>                                                                         | 3301              | 1.698             | 0.6133     | Yes             |
| <a href="#">TREX1</a>                                                                         | 3332              | 1.682             | 0.6365     | Yes             |
| <a href="#">ZBP1</a>                                                                          | 3359              | 1.671             | 0.6595     | Yes             |
| <a href="#">AIM2</a>                                                                          | 3463              | 1.631             | 0.6807     | Yes             |
| <a href="#">ADAR</a>                                                                          | 3550              | 1.587             | 0.7015     | Yes             |
| <a href="#">IKKBK</a>                                                                         | 4116              | 1.428             | 0.7114     | Yes             |
| <a href="#">NFKBIB</a>                                                                        | 4523              | 1.319             | 0.7227     | Yes             |
| <a href="#">POLR3K</a>                                                                        | 4527              | 1.318             | 0.7412     | Yes             |
| <a href="#">POLR3A</a>                                                                        | 4751              | 1.251             | 0.7548     | Yes             |
| <a href="#">RELA</a>                                                                          | 4948              | 1.2               | 0.7682     | Yes             |
| <a href="#">MAVS</a>                                                                          | 5569              | 1.065             | 0.772      | Yes             |
| <a href="#">TBK1</a>                                                                          | 5607              | 1.056             | 0.7862     | Yes             |

**Table S13.** Antibody list

| Application  | Target                               | Manufacturer              |
|--------------|--------------------------------------|---------------------------|
| Western Blot | RAD51(8875, lot#5)                   | Cell Signaling Technology |
|              | IRF-3(4302, lot#7)                   |                           |
|              | p-IRF-3(Ser396)(29047, lot#4)        |                           |
|              | STING(13467, lot#6)                  |                           |
|              | p-STING(S365)( 72971, lot#3)         |                           |
|              | Phosphor-Histone H2A.X(Ser139)(9718, |                           |

|                       |                                                               |                           |
|-----------------------|---------------------------------------------------------------|---------------------------|
|                       | lot#21)                                                       |                           |
|                       | $\beta$ -tubulin(2146S) (lot #7)                              |                           |
|                       | GAPDH(5174)(lot #8)                                           |                           |
|                       | Cyclophilin B(43603) (lot #6)                                 |                           |
|                       | Anti-rabbit IgG, HRP-linked(7074) (lot #31)                   |                           |
| <b>Immunostaining</b> | Phosphor-Histone H2A.X(Ser139)(9718, lot#21)                  | Cell Signaling Technology |
|                       | Ki-67(IHC Formulated)(12202, lot#6)                           | Cell Signaling Technology |
|                       | RAD51(ab176458, lot#GR60659-35)                               | Abcam                     |
|                       | Fluorescein goat anti-rabbit IgG(H+L)(F2765, lot#2069794)     | Invitrogen                |
|                       | AF594 goat anti-rabbit IgG(H+L)(A32740, lot#UG288488)         | Invitrogen                |
| <b>Flow Cytometry</b> | CD45-PerCP(103130, Clone# 30-F11, Lot# B280746)               | BD                        |
|                       | CD4-BUV737(612761, Clone# GK1.5, Lot#0058133)                 | BD                        |
|                       | CD8-BV480(566096, Clone# 53-6.7 (RUO), Lot# 1165100)          | BD                        |
|                       | NK1.1-APC(550627, Clone#PK136, Lot#0170455)                   | Biolegend                 |
|                       | IFN $\gamma$ -PE-Cy7 (505825, Clone# XMG1.2, Lot# 1243760)    | Biolegend                 |
|                       | Granzyme B-Alexa Fluor 647(515405, Clone# GB11, Lot# B301363) | Biolegend                 |
|                       | CD24 -PE-Cy7(560536, Clone#M1/69, Lot#2301612)                | BD                        |
|                       | pIRF3-Alexa Fluor 647(10327, Lot#4)                           | Cell Signaling Technology |
|                       | pTBK1-PE(13498, Lot#7)                                        | Cell Signaling Technology |

## Reference

- 1 Sun, J. *et al.* High Loading of Hydrophobic and Hydrophilic Agents via Small Immunostimulatory Carrier for Enhanced Tumor Penetration and Combinational Therapy. *Theranostics* **10**, 1136-1150, doi:10.7150/thno.38287 (2020).
- 2 Wang, J., Wolf, R. M., Caldwell, J. W., Kollman, P. A. & Case, D. A. Development and testing of a general amber force field. *Journal of computational chemistry* **25**, 1157-1174, doi:10.1002/jcc.20035 (2004).
- 3 Gaussian 16 Rev. C.01 (Wallingford, CT, 2016).

- 4 Wang, J., Wang, W., Kollman, P. A. & Case, D. A. Automatic atom type and bond type perception  
in molecular mechanical calculations. *Journal of molecular graphics & modelling* **25**, 247-260,  
doi:10.1016/j.jmgm.2005.12.005 (2006).
- 5 Case, D. *et al.* *Amber 2018*. (2018).
- 6 Rocchia, W., Alexov, E. & Honig, B. Extending the Applicability of the Nonlinear  
Poisson–Boltzmann Equation: Multiple Dielectric Constants and Multivalent Ions. *The Journal of  
Physical Chemistry B* **105**, 6507-6514, doi:10.1021/jp010454y (2001).
- 7 Li, L. *et al.* DelPhi: a comprehensive suite for DelPhi software and associated resources. *BMC  
Biophysics* **5**, 9, doi:10.1186/2046-1682-5-9 (2012).
- 8 Wang, J., Hou, T. & Xu, X. Recent Advances in Free Energy Calculations with a Combination of  
Molecular Mechanics and Continuum Models. *Current Computer-Aided Drug Design* **2**, 287-306,  
doi:http://dx.doi.org/10.2174/157340906778226454 (2006).
- 9 Wang, E. *et al.* End-Point Binding Free Energy Calculation with MM/PBSA and MM/GBSA:  
Strategies and Applications in Drug Design. *Chemical Reviews* **119**, 9478-9508,  
doi:10.1021/acs.chemrev.9b00055 (2019).
- 10 Wang, J. & Hou, T. Develop and test a solvent accessible surface area-based model in  
conformational entropy calculations. *Journal of chemical information and modeling* **52**, 1199-  
1212, doi:10.1021/ci300064d (2012).

How the deposited data were processed for this re-analysis (not part of the article)

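RNA sequencing was analysed for 5 groups of LLC tumors with 1 library per group: Control, BMN, PAZA, BMN/PAZA-0.25 and BMN/PAZA-2. The paper gives tumor tissue taken one day after the last treatment, and the sample labels give LLC cells treated in culture for 72 h. The authors mapped reads to GRCm38 and made gene expression values by a published protocol whose tools the paper's text does not name. The authors deposited 5 tables of 2 groups each. The deposited values carry no unit name and were read as FPKM from their form, because library sums and ratios between weakly expressed genes vary as values scaled by gene length and library do. Of the BMN/PAZA-0.25 column in the table with BMN/PAZA-2, 99.99% of the values had at most 6 significant digits only after division by 3.6. No counts are given, so the depth of each library is unknown, and no interval for counting error could be computed.

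Each comparison used the 2 columns of 1 table, on the log2(value + 1) scale, without further normalization. Where a gene symbol was repeated, as for 15 symbols in each of the 2 tables with BMN/PAZA-2, the row with the highest mean value was used. In each of the 3 tables without BMN/PAZA-2, between 21 and 24 symbols had been turned into numbers and were not restored. Genes listed at 0 in both groups were left out of a comparison. No test across genes and no paired test was run, since each group has 1 library. A list of genes was summarised by its median log2 fold change and its percentile among 10000 random lists of the same size, drawn with seed 7 from 20 bins of mean expression of the same table.

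The lists were Reactome DNA repair, interferon gamma signaling, interferon alpha and beta signaling and cytosolic sensors of DNA, of which 138 of 138, 109 of 114, 27 of 27 and 61 of 61 identifiers were paired to symbols. Others were written by hand: DNA methylation, DNA repair, interferon-stimulated and cytosolic DNA sensing genes, germline genes that respond to DNA methyltransferase inhibitors, p53 targets, proliferation genes, MHC class I genes and cell type markers. The genes of Tables S5 to S12, which the study picked from these libraries, were used as alternatives. In the table with BMN, 49 of the 50 genes of Table S10, 49 of the 50 of Table S11 and 28 of the 29 of Table S12 were found by symbol, and the rest were left out. The genes named in the text follow a rule: genes of Fig. 4B, the genes of Table S5, genes the paper names for immune signaling and methylation, and the first 3 genes of Tables S6 to S12. The part of the rule that names the genes with the highest and lowest fold changes past the authors' threshold was not applied, since the tables hold no p-values.

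The values of 1 library in different tables were compared by their ratio. The constant between 2 tables was the median ratio, and a gene more than 0.5% from it was called off the constant. Values were also checked for the number of significant digits, at most 6 in most columns, before and after division by a factor. The multiples 1.75, 2 and 3.5 are those, in steps of 0.05, at which at least 10 genes stood within 0.2%. The scores of Tables S5 to S12 were compared with the signal-to-noise score of gene set enrichment analysis, computed from 1 library per group with a standard deviation of 0.2 of the mean, and counted as equal within 0.01. A wider window of 0.15 was chosen after seeing the differences. Alternatives were another pseudocount of 0.1, genes at or above the median expression, centring of list medians, other lists, random lists without matching and lists without proliferation genes. Settings without genes off a constant, with the value of another table, with division by 3.6, 1.5 or 1.75 and with centred counts of genes were chosen after seeing the data.

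The steps were tested on simulated data. Of 100 lists of changed genes, 100 lay above the 97.5 percentile, and of 100 lists of unchanged genes, 5 lay outside the 2.5 to 97.5 percentiles. Each of these lists held 50 genes, so the behaviour of short lists, such as the cell type markers, was not tested. All 200 multiplied genes were found off the constant, with 0 of 16924 other genes, and 200 of 200 fit 6 digits after division. The last count is set by construction, since values of 6 digits were multiplied and divided by the same factor. CIBERSORT and the Hallmark gene sets were not used here. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.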

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

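The paper's text describes no RNA-seq comparison of PAZA with Control alone, and lists written before the data were examined were compared in the table of these 2 groups. All tests of an explanation in this part were chosen after the results were seen. Of 27 lists, 7 had a positive median above the 97.5 percentile of random lists, and 1 library stands for each group. On the lower side, below the 2.5 percentile, stood interferon-stimulated genes at −0.60, interferon alpha and beta signaling at −0.36 and epidermis markers at −2.25.

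The hand-written cytosolic DNA sensing list had a median log2 fold change of 0.46 in PAZA against Control, and the Reactome list of cytosolic sensors of DNA had 0.16. In the PAZA column of this table, 27 values have more than 6 significant digits, and all 27 have at most 6 after division by 1.5, of which 24 belong to genes raised 1.75 or 3.5 times in the table with BMN. Without genes off a constant, the median of the Reactome list was −0.055. A multiplication of these PAZA values in the authors' processing may therefore account for the higher medians. An induction of these genes by PAZA was not tested apart from this, since 2 members of the hand-written list remain without the genes off a constant.

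Markers of several tissues were higher in PAZA. The median log2 fold change was 1.42 for skeletal muscle, 0.94 for adipocyte, 0.69 for fibroblast, 0.59 for neutrophil and 0.47 for leukocyte markers, and none of these genes lay off a constant. Different amounts of surrounding tissue in the samples could give such a pattern, and skeletal muscle markers were higher for 7 of 7 genes, at medians of 3.55 FPKM in PAZA and 0.673 in Control. Epidermis markers fell by 2.25, which a single shift in surrounding tissue would not give. Dissection of the tumors and an effect of PAZA cannot be told apart for these markers, because 1 library stands for each group.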

How the results depend on the processing

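No paired analysis was possible because each condition has 1 library. The depth of the libraries is unknown, which limits every result for weakly expressed genes. The settings were fixed before the data were examined, except those said to be chosen after seeing the data. Except where the construction of a setting shows it, the cause was not tested.

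Taking the median over all entries of a gene and leaving out proliferation genes changed none of the 28 list medians, because no member of these 28 lists has a repeated symbol or is a proliferation gene, so these settings say nothing about stability. Counting each symbol once kept all 10 counts within 1.5 times of their value, and changes nothing by construction in tables without repeated symbols. Random lists without matching leave every median as it is by construction but move its percentile, for DNA repair in BMN/PAZA-0.25 against BMN from 11.7 to 0.05 and for interferon gamma from 94.8 to 97.5.

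With the hand-written lists, the median log2 fold changes for BMN/PAZA-0.25 against BMN were −0.16 for DNA repair, 0.63 for interferon gamma and for interferon alpha and beta, and 1.17 for cytosolic DNA sensing. Against PAZA they were 0.22 for interferon gamma and 0.11 for cytosolic sensing. For BMN/PAZA-2 against BMN they were −0.21 and −0.12, and for PAZA against Control −0.10 for DNA repair, −0.60 for both interferon results and 0.46 for cytosolic sensing.

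With the genes of Tables S5 to S12, chosen on these samples, DNA methylation reversed to 0.51 for BMN/PAZA-0.25 against BMN, and the medians were −0.94 for DNA repair, 1.46 for interferon gamma, 1.07 for interferon alpha and beta and 1.26 for cytosolic sensing. Against PAZA they were 0.17 for interferon gamma and 0.36 for interferon alpha and beta. For BMN/PAZA-2 against BMN, DNA repair moved to −1.30 and cytosolic sensing to −0.055, and reversed were DNA methylation at 0.16, interferon gamma at 0.18 and interferon alpha and beta at 0.050. For PAZA against Control, DNA repair reversed to 0.38 and interferon gamma to 0.062, and DNA methylation moved to −0.38 and cytosolic sensing to 0.55.

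Centred on the median of the table, BMN/PAZA-0.25 against BMN gave −0.14 for DNA repair and 0.073 for interferon gamma, and against PAZA 0.037 for interferon gamma and 0.11 for cytosolic sensing. Against BMN/PAZA-2 the markers gave −0.37 for CD4 T cell, −1.02 for dendritic cell, −0.046 for NK cell and −0.81 for B cell, all reversed in sign, and 0.67 for macrophage, 0.063 for monocyte and 0.43 for leukocyte. Centring takes the same 1.44 from every gene, and weakly expressed genes have smaller fold changes on this scale. The signs for CD4 T cell, NK cell and B cell markers therefore do not show a fall. Their medians stand at the 86.6, 75.8 and 50.4 percentiles of random lists of similar expression. The dendritic cell median stands at the 4.35 percentile, below most such lists, so the same is not said for it. BMN/PAZA-2 against BMN gave −0.15 for DNA repair, −0.063 for interferon gamma and −0.25 for cytosolic sensing.

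A pseudocount of 0.1 weighs weakly expressed genes more. For BMN/PAZA-0.25 against BMN it gave 0.28 for interferon gamma, 0.53 for cytosolic sensing, 0.93 for complement, 1.07 for inflammatory response and 1.00 for allograft rejection, and against PAZA 0.15 for interferon gamma and 0.28 for interferon alpha and beta. Against BMN/PAZA-2 it gave 2.37 for CD4 T cell, 1.32 for dendritic cell, 1.68 for monocyte, 2.38 for NK cell and 1.91 for B cell markers. Interferon gamma was −0.23 for BMN/PAZA-2 against BMN and −0.16 for PAZA against Control.

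Among genes at or above the median expression, BMN/PAZA-0.25 against BMN gave 0.53 for cytosolic sensing, 0.83 for complement, 0.94 for inflammatory response and 0.89 for allograft rejection. Interferon gamma was 0.018 against PAZA, NK cell markers were 2.38 against BMN/PAZA-2 from 2 genes, and BMN/PAZA-2 against BMN gave −0.30 for DNA repair and −0.23 for interferon gamma. No value could be had for CD4 T cell, dendritic cell and B cell markers. Counts of higher and lower genes, smaller because fewer genes remain, were 6126 and 6061 against BMN, 5698 and 6257 against PAZA, where the larger side changed, 8046 and 40 against BMN/PAZA-2, 2336 and 4901 for BMN/PAZA-2 against BMN, and 4723 and 5395 for PAZA against Control, where it changed as well. With an absolute log2 fold change of at least 1, they were 874 and 541, 497 and 503, 10659 and 88, 296 and 443, and 629 and 438 in the same order.

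Of the settings chosen after seeing the data, leaving out genes off a constant gave −0.0048 for DNA repair, 0.066 for interferon gamma, −0.15 for interferon alpha and beta (reversed, 5 genes, 26.4 percentile), −0.11 for cytosolic sensing (reversed, 26 genes, 12.1 percentile), 0.66 for complement and 0.58 for inflammatory response for BMN/PAZA-0.25 against BMN. Against PAZA it gave −0.017 for interferon gamma and −0.064 for interferon alpha and beta (4 genes), both reversed, and 0.015 for cytosolic sensing. For BMN/PAZA-2 against BMN it gave −0.019 for DNA repair, 0.22 for interferon alpha and beta (reversed, 5 genes) and −0.069 for cytosolic sensing, and for PAZA against Control −0.12 for DNA repair and −0.055 for cytosolic sensing (reversed).

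With the value of another table, BMN/PAZA-0.25 against BMN gave −0.30 for DNA repair, set by construction for 39 genes whose BMN value is 2 times the value put in, 0.46 for complement, 0.35 for inflammatory response and 0.50 for allograft rejection, and reversed to −0.046 for interferon gamma, −0.15 for interferon alpha and beta and −0.11 for cytosolic sensing. Against PAZA all 3 reversed, to −0.087, −0.053 and −0.21 in that order. Dividing by 3.6 gave 0.18 for CD4 T cell, 0.29 for macrophage, 0.25 for NK cell, 0.10 for B cell and 0.085 for leukocyte markers, and changed the sign of dendritic cell to −0.019 and of monocyte to −0.13. The constant of 0.307 to the table with BMN is not the inverse of 3.6, so the scale between the libraries stays open. These 2 signs therefore do not show a fall. Centring the counts of genes, also chosen after seeing the data, makes both sides equal by construction, at 8085 and 8085 against BMN/PAZA-2.

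For the genes of Fig. 4B, dividing by Gapdh moved 11 ratios and reversed Brca2 to 1.06, and leaving out the pseudocount moved 5. Gapdh was listed at only 2.20 FPKM in BMN/PAZA-0.25 and 2.43 in BMN, which makes it a weak reference. With no pseudocount and the BMN/PAZA-0.25 value divided by 1.5, a setting chosen after seeing the values, Rad52 moved to 0.45 and Ercc1 to 0.161. The thresholds of 0.05 and 0.01 on the authors' p-values, the restriction to genes past them and median-of-ratios scaling were not run, since the tables hold neither p-values nor counts.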

Differences from the paper's values

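The scores of Table S5 have the opposite sign. The paper's scores are −0.632 for TDRD5, −0.868 for DNMT3L, −1.528 for TDRD12, −2.496 for PIWIL4, −2.539 for TDRD9, −2.773 for ASZ1, −3.408 for MORC1 and −4.048 for TDRKH, and from the deposited values they are 0.638, 0.884, 1.44, 2.50, 2.54, 2.65, 3.42 and 3.98 for BMN/PAZA-0.25 against BMN. On the reversed direction, BMN against BMN/PAZA-0.25, 3 of the 8 are within 0.01 of the paper's scores and all 8 within 0.15, a window chosen after seeing the values. Taking the median over all entries of a gene, the 1 alternative set before the data were examined that applies to these scores, left all 8 signs opposite.

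In Table S6, the paper's scores are −2.108 for FEN1, −2.129 for POLR1C and −2.15 for VPS28, against −1.21, −1.23 and −1.26 from the deposited values. The alternative set before the data were examined did not close these gaps. With the BMN/PAZA-0.25 value divided by 1.5, chosen after seeing the values, all 50 genes of the table are within 0.01 of the paper's scores, and as deposited 0 of 50 are.

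In Table S9, the paper's scores are 4.596 for TGFB2, 4.35 for IL12RB1 and 4.091 for CXCR3, against 4.61, 4.33 and 4.08. The alternative set before the data were examined left them unchanged. Over whole tables, 39, 36 and 38 of the 50 scores of Tables S7, S8 and S9 are within 0.01, and 46 of 49, 48 of 49 and 28 of 28 of those found by symbol from Tables S10, S11 and S12.

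For Rad52 the paper's ratio is about 0.45 in Fig. 4B, read by eye, against 0.704. Without a pseudocount it is 0.675, the alternative set before the data were examined whose value falls within 1.5 times the paper's, whereas dividing by Gapdh (0.744) and the median over all entries do not. For Ercc1 the paper's ratio is about 0.16 in Fig. 4B, read by eye, against 0.347. No alternative set before the data were examined closed the gap, with 0.242 without a pseudocount and 0.267 divided by Gapdh. With no pseudocount and the BMN/PAZA-0.25 value divided by 1.5, chosen after seeing the values, Rad52 is at 0.45 and Ercc1 at 0.161.

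Ercc1 is the lowest gene in Fig. 4B, whereas without a pseudocount Fancm is lowest here at 0.223. The paper states a lower DNA methylation gene set in BMN/PAZA than in BMN from Table S5, whose 8 genes are all higher here, with a median log2 fold change of 0.51, while the hand-written list of DNA methylation genes is lower at −0.29. The paper states higher dendritic cells at the lower dose, and the markers here are 0.42 as deposited and −0.019 after division by 3.6, a setting chosen after seeing the values. Fig. 5A shows monocytes higher at the lower dose, and the same division gives −0.13 for monocyte markers. The paper shows B cells slightly lower at the lower dose in Fig. 5A, and their markers here are 0.63 as deposited, at the 50.4 percentile of random lists, and 0.10 after the same division. The paper's dose statements come from CIBERSORT, which was not run here, and from flow cytometry of T, NK and dendritic cells. Marker medians are another measure, so they do not test those results. The division leaves the scale between the libraries open, so signs of medians this small show no direction. The paper states significant gene enrichment of cytosolic DNA sensing and type I interferon genes against BMN, and without genes off a constant, a setting chosen after seeing the values, the Reactome medians are −0.11 from 26 genes (12.1 percentile) and −0.15 from 5 genes (26.4 percentile).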

Other observations

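The tests in this part were all chosen after the results were seen. They describe how the deposited tables relate to each other, and no step or intention of the authors is known from the tables.

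DNA repair genes were lower in BMN/PAZA-0.25 than in BMN as deposited. For 132 genes the BMN value was 2 times the BMN/PAZA-0.25 value of both other tables. Within 0.2% of that ratio stand 148 and 145 genes, against a mean of 9.25 and 11.2 in neighbouring windows of the same width. All 132 BMN values have at most 6 significant digits after division by 2 (104 before), and their BMN/PAZA-0.25 values in the same table after division by 1.5 (61 before), whereas the 16730 other genes have at most 6 as they are. These values are consistent with a multiple of the BMN/PAZA-0.25 values in the BMN column. Whether DNA repair is lower after BMN/PAZA cannot be told apart from chance with these tables, since the remaining 92 genes stand at the 48.2 percentile and 1 library stands for each group.

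Interferon and cytosolic DNA sensing genes were higher in BMN/PAZA-0.25 than in BMN as deposited. For 204 genes the BMN/PAZA-0.25 value in that table was 1.75, 2 or 3.5 times its value in the table with BMN/PAZA-2, and all 170, 24 and 10 of them have at most 6 digits after division by 2, 1.75 and 3.5. In the table with PAZA, 193 of the 204 hold both libraries' values in each other's column, 169 of them with a factor of 1.5, against 86 other genes that meet both ratios among 13129 compared. These values are consistent with a multiplication and an exchange of columns in the authors' processing. An induction by BMN/PAZA cannot be told apart from no change, because the interferon gamma list stands at the 8.08 percentile with the values of the other table and 1 library stands for each group. Of the genes of Tables S6 and S10 to S12 found by symbol, 148 of 149 lie off a constant.

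Nearly all genes were higher in BMN/PAZA-0.25 than in BMN/PAZA-2. With the BMN/PAZA-0.25 column divided by 3.6, 99.99% of its values have at most 6 digits, consistent with 1 factor on the whole column. More immune cells at the lower dose cannot be told apart from an equal number, since the leukocyte markers stand at the 74.4 percentile after the division. Lists of single cell types went both ways. Macrophage markers stood at the 99.3 percentile as deposited. Neutrophil markers were at −0.48 after the division, at the 0.36 percentile with 5 of 6 genes lower.

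Epidermis and muscle markers were lower in BMN/PAZA-0.25 than in BMN. Skeletal muscle markers fell by 2.51 and were lower for 7 of 7 genes, from a median of 12.9 FPKM in BMN to 0.744, and epidermis markers fell by 4.54, from a median of 18.4 FPKM. Different amounts of skin and muscle in the samples may explain this. An effect of the treatment cannot be told apart from it, although muscle markers also differed between doses, at −3.07 for BMN/PAZA-0.25 against BMN/PAZA-2 after division by 3.6. Fibroblast markers fell by 1.07 and adipocyte markers by 0.47 against BMN.

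The labels and the paper differ on the material. That the libraries hold cultured LLC cells alone is argued against by the 6 leukocyte markers, of which all 6 were above 1 FPKM in every library. At least 4 of 6 endothelium markers were also above 1 FPKM in every library, as the explanation that the libraries were made from tumor tissue needs. Within BMN/PAZA-0.25, in the table with BMN, the highest leukocyte marker was CD53 at 24.3 FPKM and the highest endothelium marker PECAM1 at 8.88 FPKM. In the BMN column of that table these were ITGB2 at 31.7 FPKM and PECAM1 at 13.4 FPKM.

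After reversing the direction of the comparison, the largest difference between the scores of Table S5 and those computed here is 0.119, consistent with a reversed direction. That Table S5 was made from other values cannot be told apart from this, because 3 of 8 scores are within 0.01 and the precision of the published inputs is not known.

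Interferon-stimulated genes were lower in PAZA than in Control, with a median of −0.60. Without the genes off a constant the median is −0.82 (17 genes, 15 lower), so those genes do not account for it. Fewer leukocytes in the PAZA sample is argued against by leukocyte markers at 0.47. An effect of PAZA on these genes was not tested, as 1 library stands for each group.

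Among the other lists in BMN/PAZA-0.25 against BMN, the median log2 fold change was −0.051 for germline genes that respond to DNA methyltransferase inhibitors, −0.21 for p53 targets and for proliferation genes, and 0.63 for MHC class I genes, of which 6 of 12 lay off a constant (0.36 without them). It was 0.63 for the hand-written interferon-stimulated genes and −0.088 without the 43 genes off a constant, and 1.17 for the hand-written cytosolic DNA sensing genes, of which 23 of 26 lay off a constant. Markers stood at −0.056 for CD8 T cell, 0.18 for NK cell, 0.084 for macrophage, −0.63 for monocyte, 0.16 for B cell, 0.33 for neutrophil, −0.31 for endothelium and −0.42 for erythroid genes. For BMN/PAZA-2 against BMN, relative to the median of the table, they were −0.15 for DNA repair, −0.31 for DNA methylation, −0.063 for interferon gamma, −0.23 for interferon alpha and beta and −0.25 for cytosolic sensing. The BMN values are the same here, so 39 DNA repair genes and 4 sensing genes hold a BMN value 2 times the BMN/PAZA-0.25 value. Leaving out genes off a constant made the falls of DNA repair and cytosolic sensing smaller, as given above. For PAZA against Control, as deposited, the medians were −0.052 for DNA repair, −0.23 for DNA methylation, −0.088 for interferon gamma and −0.36 for interferon alpha and beta.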
